# Regulation of *NTRK2* alternative splicing by PRPF40B controls neural differentiation and synaptic plasticity

**DOI:** 10.1038/s41419-025-08301-9

**Published:** 2025-12-08

**Authors:** María Duarte-Ruiz, Adela Moreno-Castillo, Younes El Yousfi, Cristina Moreno-Castro, Noelia Martínez-Martínez, Sandra Jiménez-Lozano, Marion Kennel, Candela Ruiz-Rodríguez, Alonso Rodríguez-Caparrós, Jennifer López-Ros, Pierre de la Grange, Cristina Hernández-Munain, Carlos Suñé

**Keywords:** RNA, Molecular neuroscience

## Abstract

BDNF signaling through its receptor TRKB plays a critical role in brain development, neuroplasticity, and homeostasis. Alternative splicing of the TRKB gene, *NTRK2*, generates either the full-length receptor (TRKB-FL) or a truncated isoform (TRKB-T1) that inhibits BDNF signaling and has been implicated in neurodegenerative diseases, psychiatric disorders, and cognitive impairments. Here, we show that PRPF40B, a splicing factor associated with neuronal dysfunction, promotes the production of the TRKB-FL isoform during neuronal differentiation. Silencing PRPF40B increases TRKB-T1 expression and impairs the expression of genes important for neuronal differentiation and synaptic plasticity, both in vitro and in vivo, during early embryogenesis. Our data thus identify PRPF40B as a key regulator of the balance between TRKB receptor isoforms, crucial for fine-tuning neuronal responses and for preventing neuroplasticity or survival impairments, providing also a mechanism for the role of PRPF40B in the pathogenesis of various human neurodegenerative diseases and psychiatric disorders.

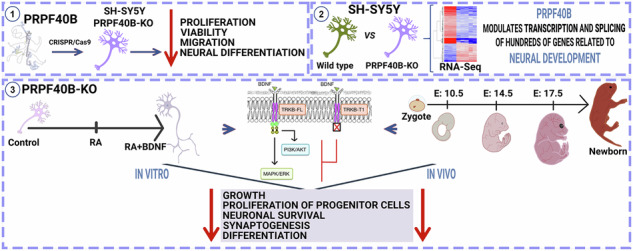

## Introduction

The regulation of neuronal differentiation is essential for the development and regeneration of the nervous system. Neurotrophins, such as brain-derived neurotrophic factor (BDNF), play a key role in modulating the formation of new synapses and the development of neural plasticity. The primary high-affinity receptor for BDNF is TRKB (Tropomyosin receptor kinase B), a member of the Trk family of receptor tyrosine kinases [1]. Upon BDNF binding, TRKB undergoes dimerization and autophosphorylation on its intracellular tyrosine residues, activating downstream signaling pathways, including PLCγ, MAPK/ERK, and PI3K/AKT to promote neuronal differentiation and synaptic plasticity [2].

The human TRKB gene (*NTRK2*) is relatively large, comprising 24 exons and capable of generating more than 30 potential isoforms through alternative splicing [3, 4]. Despite this diversity, the most highly expressed isoforms in the mammalian brain are the full-length receptor, TRKB-FL, and the truncated variant TRKB-T1 [3]. In the TRKB-T1 isoform, the splicing machinery excludes the exons encoding the tyrosine kinase domain. Instead, an alternative exon (exon 16) is included, introducing a premature stop codon. This results in a truncated receptor lacking kinase activity. The TRKB-T1 variant acts as a dominant-negative form of TRKB-FL, unable to activate the signaling pathways required for neurite outgrowth and synaptogenesis [5–7]. The functional role of the TRKB-T1 variant is to regulate the intensity of neurotrophic responses elicited by BDNF binding. Thus, maintaining the balance between TRKB-FL and TRKB-T1 is essential for proper neuronal differentiation.

The dysregulation of BDNF-TRKB signaling through aberrant upregulation of the TRKB-T1 isoform has been implicated in various human diseases and dysfunctions, particularly neurological and psychiatric disorders, including Alzheimer’s disease (AD), Parkinson’s disease (PD), Amyotrophic Lateral Sclerosis (ALS) and Frontotemporal dementia (FTD), Huntington’s disease (HD), epilepsy, stroke, mood disorders and schizophrenia [8]. Findings showing that restoring TRKB-T1 to physiological levels rescues neuronal sensitivity to BDNF and prevents neuronal cell death in vivo [9, 10] validate therapeutic strategies aimed at normalizing TRKB-T1 levels. An attractive strategy to correct the aberrant TRKB-T1 upregulation is to target *NTRK2* alternative splicing. However, very little is currently known about the mechanisms that regulate *NTRK2* expression or the factors driving its pathological dysregulation. To date, the only known RNA-binding protein (RBP) implicated in *NTRK2* regulation is Rbfox1. Rbfox1 binds directly to *NTRK2* RNA and promotes TRKB-T1 stability rather than influencing splicing. Notably, while increased Rbfox1 expression enhances TRKB-T1 levels, reducing Rbfox1 does not have an effect [11]. Therefore, the mechanisms controlling the alternative splicing that generates TRKB-T1 versus TRKB-FL, as well as the factors involved, remain unknown.

PRPF40B (PRP40 pre-mRNA processing factor 40 homolog B) is one of the mammalian orthologs of the essential yeast splicing factor Prp40. The yeast Prp40 participates in the early steps of spliceosome formation of precursor mRNA [12], a role that PRPF40B might have conserved [13]. PRPF40B contains two WW and five FF domains in its primary sequence. It interacts with the branchpoint binding protein/SF1 through its WW-containing amino-terminal region and with U2AF^65^ through its FF domains, supporting its role in stabilizing splicing factors near the 3′ splice site [13]. This initial splicing reaction is essential for facilitating subsequent interactions among snRNPs and splicing factors, ultimately leading to the catalytic step of splicing. This has been supported by a study demonstrating that PRPF40B regulates hundreds of alternative splicing events in K562 lymphoblast cells, predominantly involving cassette exons flanked by weak 5′ and 3′ splice sites [14]. The other Prp40 homolog, PRPF40A, has been more extensively studied than PRPF40B and, based on phylogenetic data, appears to be more closely related to Prp40, with PRPF40B emerging significantly later in evolutionary history [15]. Like PRPF40B, PRPF40A interacts with SF1 and U2AF^65^ [16] and has been identified in the human A and B spliceosomal complexes [17] as well as in the U2 snRNP [18]. Recent studies have shown that PRPF40A promotes the inclusion of short cassette exons in mouse neuroblastoma (NB) cells [19], consistent with previous findings where Prp40 was required for the splicing of microexons surrounded by conventionally sized introns [20]. Furthermore, PRPF40A modulates the inclusion of short cassette exons in human HL-60 leukemia cells. In this case, the exons are flanked by short GC-rich introns [21].

PRPF40B has been implicated in the pathogenesis of various human neurodegenerative diseases and psychiatric disorders, including AD, ALS/FTD, HD, Rett syndrome, and schizophrenia [22–28], suggesting an important role for PRPF40B in neuronal development and function. Supporting this notion, PRPF40B expression is higher in the nervous system compared to other tissues [22, 23]. Moreover, a recent proteomic analysis of mouse cell type-specific brain nuclei identified PRPF40B specifically in neurons [29], where TRKB expression is also high. Here, we report that PRPF40B regulates the transcription and splicing of numerous neuronal genes involved in proliferation, cell growth, neurogenesis, and synaptogenesis. Our findings reveal that PRPF40B depletion disrupts BDNF-mediated signaling by upregulating TRKB-T1 receptor levels through the inclusion of exon 16 in the pre-mRNA, leading to impaired neuronal differentiation and synaptic plasticity.

## Results

### Silencing of PRPF40B inhibits proliferation, colony formation, and induces cell-cycle arrest in human NB cells in vitro

NB cells originate from neural crest cells and possess the capacity for unlimited proliferation in vitro while maintaining the potential to differentiate into neuronal cell types. In this context, the SH-SY5Y human NB cell line is extensively utilized to investigate the mechanisms underlying neuronal differentiation and neurite outgrowth, as well as to serve as a model for studying neuronal disorders [30]. To clarify the regulatory effects of PRPF40B in the nervous system, we studied three SH-SY5Y NB cell lines: WT (non-genetically modified) and two PRPF40B-silenced lines, G1 and G2, generated using specific CRISPR/Cas9 guides. PRPF40B expression in G1 was intermediate between WT and G2, with the latter exhibiting the highest level of silencing (Fig. 1A, inset). We first examined whether PRPF40B knockdown affected cell proliferation using the resazurin viability assay over five consecutive days. Both G1 and G2 cell lines showed reduced proliferation compared with the WT control (Fig. 1A). Notably, the G1 cell line showed an intermediate level of proliferation between G2 and WT cells, which is in accordance with their level of PRPF40B expression. Immunostaining for the proliferative marker Ki-67 was performed in the SH-SY5Y cell lines to confirm the reduced proliferative ability of PRPF40B-silenced cells. The Ki-67 immunostaining data indicated that silencing PRPF40B led to a significant decrease in cell proliferation compared to the control cells (Fig. 1B). The ability of colony formation of SH-SY5Y cells was also decreased in the G2 cells, which exhibit the highest level of PRPF40B silencing (Fig. 1C). These findings are consistent with the previous results and indicate that downregulation of PRPF40B inhibits the proliferative ability of SH-SY5Y cells.

**Fig. 1:**
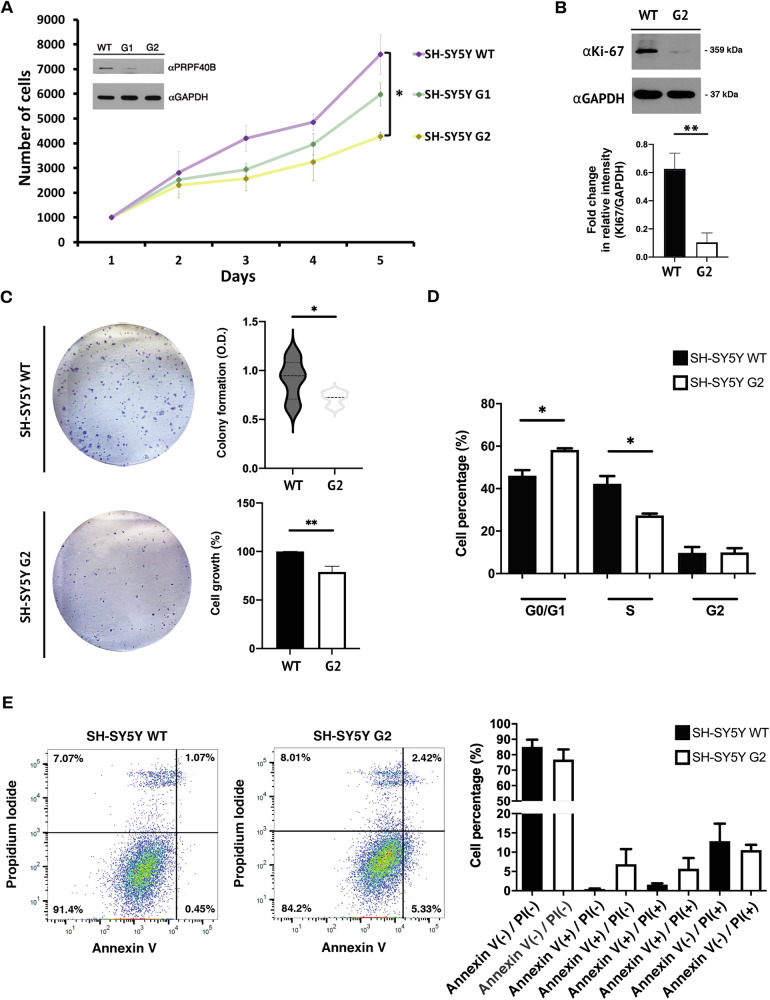
PRPF40B downregulation impairs proliferation, colony formation, and induces cell-cycle arrest in SH-SY5Y cells. **A** The resazurin assay was used to measure cell viability of SH-SY5Y WT, G1, and G2 cells over five consecutive days. Inset: PRPF40B expression was assessed by Western blot analysis using specific antibodies. **B** Western blot (top) and quantification (bottom) analysis of Ki-67 expression in SH-SY5Y WT and G2 cells. **C** Colony formation assay. Representative images of colonies formed by SH-SY5Y WT and G2 cells after 7 days (left). The graphs (right) show relative differences in colony formation and cell growth in G2 compared to control cells. **D** Cell-cycle distribution of SH-SY5Y WT and G2 cells. The graph shows the percentage of cells in each phase of the cell cycle. **E** SH-SY5Y WT and G2 cells were analyzed by Annexin V-FITC/PI staining with flow cytometry. The lower-right quadrant represents early apoptotic cells, while the upper quadrants represent late apoptotic cells. Summary graphs of the flow cytometry results are shown at the bottom. Data represent the mean ± SEM from three independent experiments. Statistical significance: *p ≤ 0.05 and **p ≤ 0.01.

To investigate the mechanisms underlying the altered proliferation in PRPF40B-silenced cells, we performed propidium iodide incorporation experiments to examine the regulatory effect of PRPF40B on the cell cycle, using the G2 cell line with the highest level of PRPF40B silencing. Cell-cycle analysis revealed that silencing PRPF40B resulted in a G0/G1 phase arrest and a reduction in the S phase in G2 cells (Fig. 1D) compared to the WT cells. We also evaluated the rate of apoptosis to investigate the effects of PRPF40B silencing on cell death in SH-SY5Y cells. Notably, PRPF40B silencing did not significantly affect the apoptotic rate (Fig. 1E). These results suggest that the inhibition of cell proliferation in modified SH-SY5Y cells may be attributed to G0/G1 phase arrest caused by PRPF40B silencing, without affecting apoptosis in NB cells.

To further corroborate these data, PRPF40B was depleted in SH-SY5Y cells using specific shRNAs, and changes in proliferation between control (Shc) and PRPF40B-depleted cells (Sh7y(e)) were analyzed by the resazurin assay. Confirming the previous results, the Sh7y(e) cells showed decreased proliferation compared to the shRNA control cell line (Supplementary Fig. 1A). The protein levels of PRPF40B in the shRNA cell lines were examined by Western blotting (Supplementary Fig. 1A, inset). Decreased levels of the proliferative marker Ki-67 were observed in Sh7y(e) cells, confirming the reduced proliferative ability of these PRPF40B-silenced cells (Supplementary Fig. 1B).

To assess whether overexpression of PRPF40B could rescue the proliferative impairment in PRPF40B-silenced cells, we transduced G2 cells with either an empty MigR1 retrovirus or retroviruses overexpressing PRPF40B (G2-GFP-Control and G2-GFP-PRPF40B, respectively). Flow cytometry was used to monitor the expression of GFP-expressing MigR1 (Supplementary Fig. 2A), while Western blot and RT-qPCR analyses were employed to detect PRPF40B expression (Supplementary Fig. 2B, C). We then monitored cell proliferation in the transduced cells. Overexpression of PRPF40B in the G2 PRPF40B-silenced cells rescued Ki-67 expression levels (Supplementary Fig. 2D) and enhanced their proliferative ability in the resazurin assay (Supplementary Fig. 2E). These results confirm our previous data and strongly suggest a direct role for PRPF40B in cell proliferation of SH-SY5Y cells.

### PRPF40B silencing affects NB cell migration and differentiation in vitro

Neuronal migration is a critical process in nervous system development. During neurogenesis, communication between neurons and their environment is essential for guiding them to their proper destination in the brain, enabling them to perform their functions [31]. Using the scratch wound-healing assay, a widely employed method to assess cell migration in culture, we observed reduced migration in G2 cells (Fig. 2A), suggesting that PRPF40B plays a role in regulating cell migration in the SH-SY5Y cell line.

**Fig. 2:**
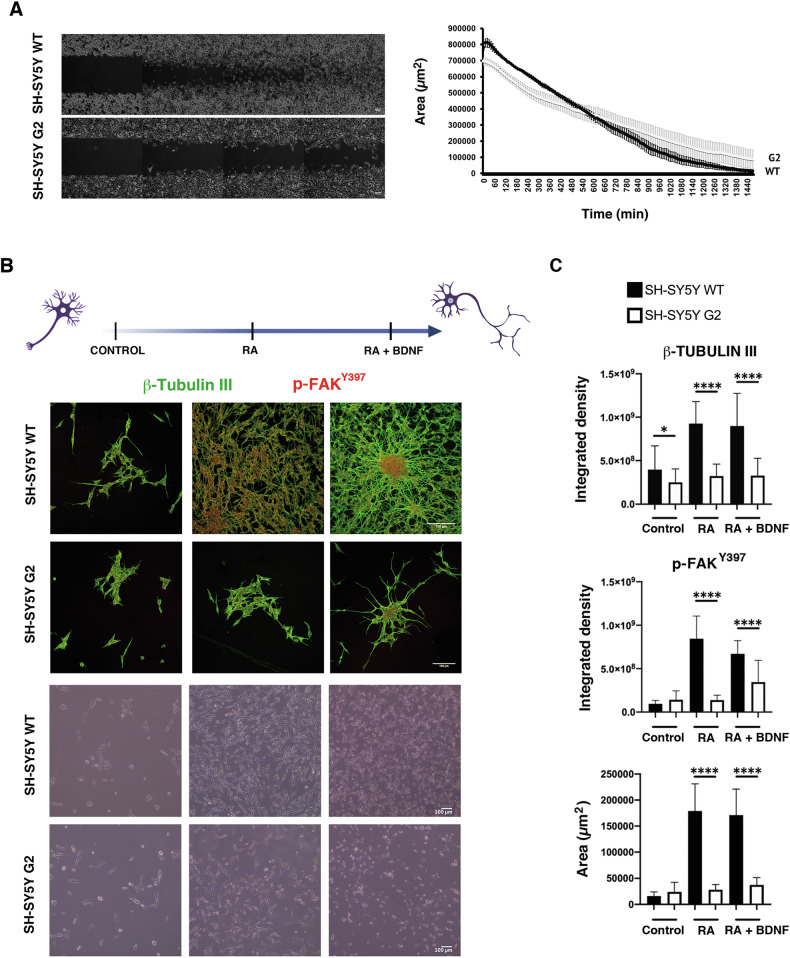
PRPF40B depletion impairs cell migration and neuronal differentiation in NB cells. **A** Representative images and graphical representation of wound-healing assays performed using SH-SY5Y WT and G2 cells. Data represent the mean ± SEM from three independent experiments. **B** The neuronal differentiation assay was performed using RA and RA + BDNF. Top panels: Immunofluorescence staining with dual labeling of cells was performed using antibodies directed against β-Tubulin III (green) and p-FAK^Y397^ (red). β-Tubulin III indicates neuronal plasticity, while p-FAK^Y397^ indicates migration, adhesion, and neuronal synaptogenesis. Bottom panels: Phase-contrast microscopy photographs of the culture plate during differentiation. Scale bars: 100 µm. **C** Graphical representation of the fluorescence intensity for each label, with the area indicating neuronal growth. Data represent the mean ± SEM from two independent experiments, each with n = 10 images. Statistical significance: *p ≤ 0.05, and ****p ≤ 0.0001.

There is a tightly regulated balance between proliferation and differentiation in the nervous system, where neural progenitors first expand through proliferation and then specialize into functional neurons or glial cells, ensuring proper brain development and function. The effect of PRPF40B on cell proliferation suggests a potential role for this factor in neuronal activity, which is essential for shaping synaptic strength and connectivity. To examine the effect of PRPF40B silencing on neural cell differentiation, we induced the differentiation of SH-SY5Y WT and G2 cells using a sequential retinoic acid (RA) differentiation and BDNF maturation protocol. SH-SY5Y cells were immunostained with the specific neuronal marker β-tubulin III antibody and with p-FAK^Y397^. The focal adhesion kinase FAK is the most highly expressed kinase in the developing central nervous system and plays important roles in neuronal migration, axonal guidance, neurite outgrowth, proliferation, survival, and differentiation [32]. FAK binds to growth factor receptors, initiating its activation by autophosphorylation at residue Y397 (p-FAK^Y397^), which promotes focal contact turnover and cell motility [33, 34]. Despite the proliferation block in G2 cells, the RA/BDNF treatment stimulated dendritic growth in both cell populations (WT and G2), with p-FAK^Y397^ localized at the cell center but polarized toward the leading protrusion (Fig. 2B). The fluorescence intensity of β-tubulin III and p-FAK^Y397^ clusters relative to cell area clearly indicates that PRPF40B silencing impairs SH-SY5Y cell differentiation (Fig. 2C). Additionally, quantitative analysis of cell area in each condition confirmed a growth delay in PRPF40B-silenced cells (Fig. 2C).

### PRPF40B regulates gene transcription in NB cells

To gain insights into the regulatory effects of PRPF40B in the nervous system and the molecular mechanisms by which its silencing affects proliferation and differentiation, we first identified the overall changes in the transcriptome profile of SH-SY5Y cells resulting from PRPF40B silencing. 

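The transcriptome was measured by RNA-seq of polyadenylated RNA in SH-SY5Y cells, a human neuroblastoma line. There were 3 libraries of the G2 line, edited with CRISPR/Cas9 and a guide against PRPF40B, 3 of the scramble (SCR) line, made with a control guide, and 2 of the unedited WT line. The authors mapped the reads to hg38 with STAR, counted them on the genes of the FAST DB annotation with featureCounts and normalized the counts with DESeq2. They deposited a table of these normalized counts for all genes of the annotation, of which 20784 have no symbol and 19288 are at 0 in every library. Within a library all values are whole multiples of a single step, so the counts before normalization could be recovered, with 100.00% of values whole. The step of WT replicate 2 lay too near 1 for its recovery to be checked. Its recovered counts were used for its total, its share of multiples of 3, the floors and lower bounds against WT, and a test of library size, but in no test of DE. The recovered totals of replicates 1 to 3 were 69092548, 59804395 and 60654108 in G2 and 60106546, 65143176 and 81080747 in SCR. They were 62195794 and 71807985 in WT replicates 1 and 2. Between 75.6% and 79.4% of the small recovered counts in each library were multiples of 3. The variance between replicates of weakly expressed genes was 4.24 times the sampling variance of single counts. A recovered count is therefore not taken here as a separate fragment, and a total divided by 3 was taken as the depth in fragments. The alternative tests of G2/SCR with DESeq2 and edgeR used the recovered counts undivided, except for an edgeR run on counts divided by 3. A gene was regarded as at the floor in a group when no library had more than 9 recovered counts, about 3 fragments. Floors and intervals cover counting error only. Genes of ribosomal RNA held 4.96% and 4.75% of the normalized counts in the WT libraries and between 0.38% and 0.59% in the others.

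The table holds normalized values, so genes were tested with limma on log2(normalized count + 1), a scale that understates the change of weakly expressed genes. The 18947 genes with a mean of at least 10 normalized counts over the 8 libraries entered 1 fit with a mean for each line. A gene was called differentially expressed (DE) at a fold change of at least 1.5 and an unadjusted p of at most 0.05, the thresholds given in the methods. A gene called in G2/SCR and in G2/WT in the same direction, and not called in SCR/WT, was counted as specific to G2. The methods also keep only genes expressed above the level of intergenic regions, a step that needs the alignments and was not repeated here. Alternative splicing was not analysed here, since the table has 1 value per gene and library.

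**Figure D1:**
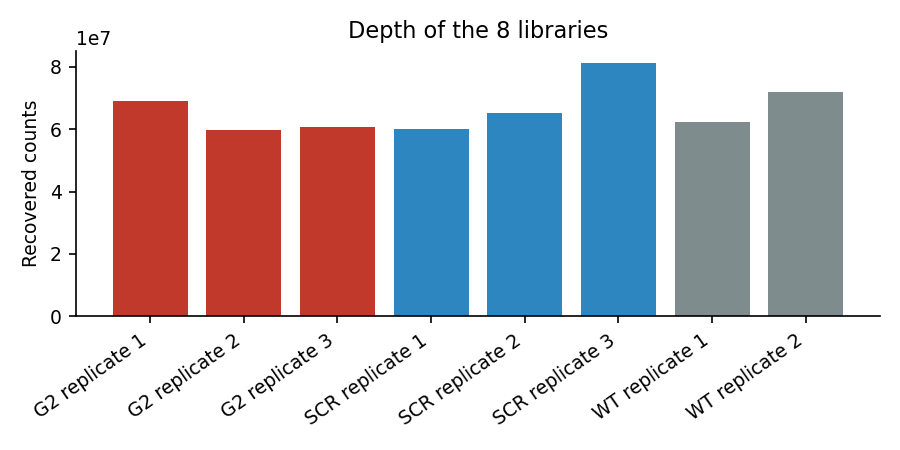
Total of the recovered counts (y axis) of each of the 8 libraries (bars, coloured by line). The totals lie between 59804395 in G2 replicate 2 and 81080747 in SCR replicate 3.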

We studied three SH-SY5Y cell lines: WT, scramble (SCR; transfected with CRISPR/Cas9 machinery using control guides), and G2. The levels of PRPF40B expression in these cells were assessed by Western blot analysis (Fig. 3A). 

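The FAST DB gene of PRPF40B (GSHG0009006) lies on chromosome 12 of hg38 from 49623561 to 49644666. Its normalized counts were 866 ± 44.5 (SD, n = 3) in G2, 1676 ± 8.79 (SD, n = 3) in SCR and 1820 ± 215 (SD, n = 2) in WT. The log2 fold change was -0.95 in G2/SCR (standard error 0.08, adjusted p = 7.4e-07, limma with Benjamini-Hochberg adjustment) and -1.07 in G2/WT (standard error 0.09, adjusted p = 7.9e-07). It was -0.11 in SCR/WT, within the spread of the WT libraries. Each G2 library lay below each of the 5 control libraries (exact two-sided permutation test over 56 groupings, p = 0.018, the smallest p that 3 libraries against 5 allow). This test takes libraries as exchangeable, and the 3 G2 libraries are of 1 line. With each library left out in turn, the log2 fold change ran from -0.99 to -0.93 in G2/SCR and from -1.19 to -0.95 in G2/WT. The alternative that moved it most, scaling all libraries to the same total, was chosen after seeing the data and gave -1.04 and -0.88. As ratios of the controls to G2, the main values are 1.94 and 2.09. The paper's reported values are 1.93 and 2.1 in Supplementary Table 1, which was read here in a copy with 1996 of its 2243 genes.

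**Figure D2:**
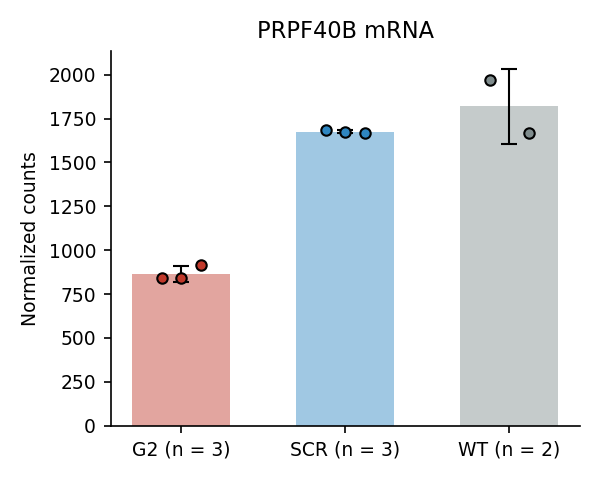
Normalized counts of PRPF40B (y axis) in G2, SCR and WT. Bars are means, error bars are SD and points are libraries. The G2 libraries lie between 840 and 918, and the lowest control library is at 1668.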

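The first principal component of the 18947 genes held 57.7% of the variance and the second held 17.7%. G2 libraries lay between 86.1 and 87.6 on the first component, SCR libraries between -42.3 and -41.5, and WT libraries at -71.3 and -63.3. The second component separated SCR, between -44.9 and -40.0, from WT, at 58.4 and 48.0. Across genes, which are not independent replicates, the Pearson correlation between libraries of the same line was 0.981 to 0.988. It was 0.968 to 0.973 between SCR and WT, 0.943 to 0.945 between G2 and SCR, and 0.930 to 0.936 between G2 and WT.

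In G2/SCR, 5088 of the tested genes (26.9%) were DE, 2858 higher and 2230 lower in G2. In G2/WT, 5657 genes (29.9%) were DE, 3353 higher and 2304 lower. In SCR/WT, where neither line carries the edit, 3097 genes (16.3%) were DE, 2031 higher and 1066 lower in SCR. At a Benjamini-Hochberg adjusted p of at most 0.05 from limma in place of the unadjusted p, the counts were 4729, 5343 and 2612. The alternative that moved them most, a mean of at least 300 normalized counts, was chosen after seeing the data and gave 2309, 2805 and 1153 genes. In G2/SCR, DESeq2's Wald test on the recovered counts called 4973 genes, of which 4860 were among the 5088. The direction of the calls depended on the scaling. With all libraries brought to the same total, also chosen after seeing the data, 47.5% of the DE genes in G2/SCR were higher in G2, against 56.2% in the deposited normalization. For G2/WT these shares were 75.7% and 59.3%, and for SCR/WT 90.6% and 65.6%.

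**Figure D3:**
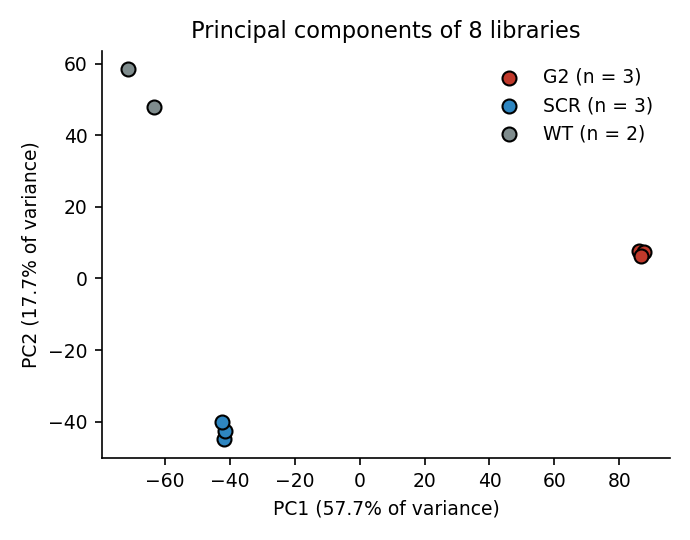
Scores of the 8 libraries on the first principal component (x axis, 57.7% of the variance) and the second (y axis, 17.7%), coloured by line. The 3 G2 libraries lie at 86.1 or above on the first component and the 5 control libraries at -41.5 or below.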

Based on hierarchical clustering of regulated genes, numerous differentially expressed (DE) genes were identified, particularly in comparison to G2 (Fig. 3B). 

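Of the 18947 tested genes, 2607 were specific to G2, and 2530 when the adjusted p was used (limma with Benjamini-Hochberg adjustment). In simulated data with no change in any line, the median number of such genes over 10 draws was 50 and the largest was 56. Across genes, the log2 fold changes in G2/SCR and G2/WT had a Pearson correlation of 0.79, against 0.45 in the simulated data, where only the shared G2 libraries link the comparisons. All G2 libraries lay outside the range of the control libraries for 2530 of the 2607 genes, which were selected for differing from both controls. This held for 42.5% of all tested genes, against 3.6% if the 8 libraries were exchangeable. The G2 libraries are of 1 line, so differences between lines that do not come from the edit would raise these values too. The simulated data hold no such differences. A further 811 genes were called in all 3 comparisons, 682 in G2/SCR and SCR/WT, and 975 in G2/WT and SCR/WT. The number specific to G2 moved most under the filter of at least 300 normalized counts, to 1362. Among the alternatives set beforehand it moved most with a fold change of at least 2, to 1610.

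The 5 largest fitted rises among the genes specific to G2 include THBS2 (GSHG0038612, chromosome 6), with 1340 ± 56.9 normalized counts (SD, n = 3) in G2. THBS2 was at the floor in both controls, so it was at least 165-fold higher than in SCR and at least 133-fold higher than in WT. ZFPM2-AS1 was at least 67.3-fold higher than in SCR and at least 54.5-fold higher than in WT. It lies in a segment of chromosome 8 whose genes were higher in G2 as a group. HOTAIR was at least 34.5-fold higher than in SCR and 27.9-fold higher than in WT. HS3ST3A1 rose from 7.79 ± 2.54 (SD, n = 3) in SCR to 538 ± 118 (SD, n = 3) in G2, and was at least 53.6-fold higher than in WT. FLT1, above the floor in all lines, rose 236-fold over SCR and 413-fold over WT. The 5 largest fitted falls include LOC105371703, at the floor in G2 and at least 27.8-fold lower than in SCR. The order of genes at the floor depends on the pseudocount and is not given. NLGN4X was at least 55.2-fold lower than in SCR, and ABCA10 // ABCA5, which the table lists as 1 entry, at least 24-fold lower. ZNF662 had a log2 fold change of -4.87 in G2/SCR and -4.60 in G2/WT, and PPEF1 of -4.75 and -4.31. For these 10 genes, the adjusted p in G2/SCR was at most 8.9e-06 (limma with Benjamini-Hochberg adjustment).

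**Figure D4:**
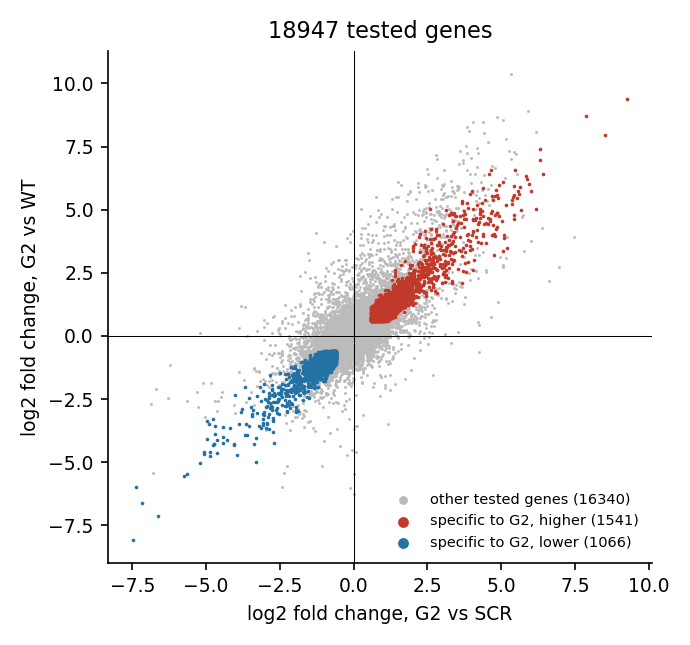
Log2 fold change in G2/SCR (x axis) against G2/WT (y axis) for the 18947 tested genes (points). The 1541 genes specific to G2 and higher are red and the 1066 that are lower are blue.

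**Figure D5:**
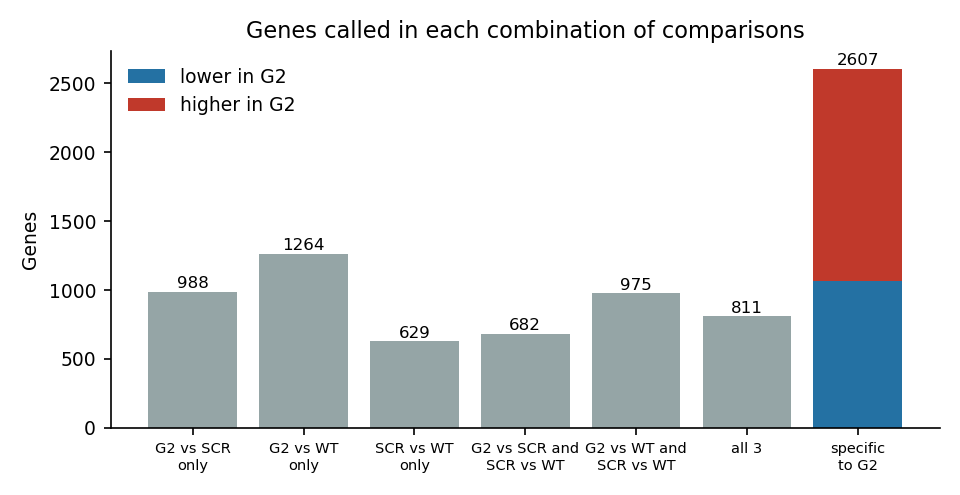
Number of genes (y axis) called in each combination of comparisons (bars), with the genes specific to G2 split into lower and higher. The 65 genes called in both G2 comparisons in opposite directions are among the 811 called in all 3. The bar of genes specific to G2 reaches 2607 and the next highest, G2/WT only, 1264.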

From the analysis of DE genes among G2/WT, G2/SCR, and SCR/WT comparisons, we identified 2243 genes, specifically affected by PRPF40B silencing, using a threshold of p-value < 0.05 and fold change (FC) ≥ 1.5 (Fig. 3C and Supplementary Table 1). Of these, 739 (32.9%) were downregulated, and 1504 (67.1%) were upregulated upon PRPF40B knockdown compared to control cells (Fig. 3C), suggesting that PRPF40B preferentially functions as a transcriptional repressor in SH-SY5Y cells. 

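Of the genes specific to G2 in the deposited table, 1541 (59.1%) were higher in G2 and 1066 (40.9%) lower. At the adjusted p, they were 1538 and 992 (limma with Benjamini-Hochberg adjustment). The higher genes stayed the larger group in all the alternatives that give this split. Their share was lowest, at 56.9%, when SCR/WT was judged on the unadjusted p alone, and highest, at 64.5%, with a mean of at least 300 normalized counts. The 2607 genes had a median absolute log2 fold change of 1.19 in G2/SCR and 1.22 in G2/WT. Of the 1072 higher genes with a mean of at least 100 and a place on an ordered chromosome, 100 lie in 2 segments of chromosomes 7 and 8 whose genes were higher as a group. Among the genes specific to G2 with such a place and mean, 62.8% were higher, and 61.1% outside these segments. From the larger number of upregulated genes, the paper proposes that PRPF40B acts mainly as a repressor of transcription in SH-SY5Y cells.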

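The 10 genes TBX18, TBX3, IGFBP3, GAP43, SPARC, FLT1, RELN, ITGA5, COL1A1 and FGFR1 were all DE in G2/SCR and in G2/WT, adjusted over the list alone as well as over all genes tested (limma with Benjamini-Hochberg adjustment). The study picked them from these libraries, so this count is not independent evidence. TBX3 was the gene that fell, from 11998 ± 523 normalized counts (SD, n = 3) in SCR and 8262 ± 288 (SD, n = 2) in WT to 1372 ± 25.5 (SD, n = 3) in G2. Its log2 fold change was -3.13 in G2/SCR and -2.59 in G2/WT. FLT1 rose from 17.3 ± 8.66 (SD, n = 3) in SCR to 4022 ± 108 (SD, n = 3) in G2. Its fold against WT was 413, and 253 without WT replicate 2. Without WT replicate 1, the remaining WT library is at the floor and no fold is given. TBX18 was at the floor in both controls and reached 364 ± 30.1 (SD, n = 3) in G2, at least 44.6-fold higher than in SCR and 36.2-fold higher than in WT. The log2 fold changes of IGFBP3, GAP43, SPARC, RELN, COL1A1 and FGFR1 lay between 1.82 and 4.50 over both comparisons. FGFR1, with the smallest rise, lies in the chromosome 8 segment with higher expression in G2. ITGA5 had a log2 fold change of 3.54 in G2/SCR and 5.92 in G2/WT and was also DE in SCR/WT, at 2.38 (unadjusted p = 1.8e-04 and adjusted p = 1.5e-03 from limma). ITGA5 thus fell outside the genes specific to G2. Its fold against WT was 60.5, and 31.1 without WT replicate 1. Without WT replicate 2, the remaining WT library is at the floor and no fold is given.

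**Figure D6:**
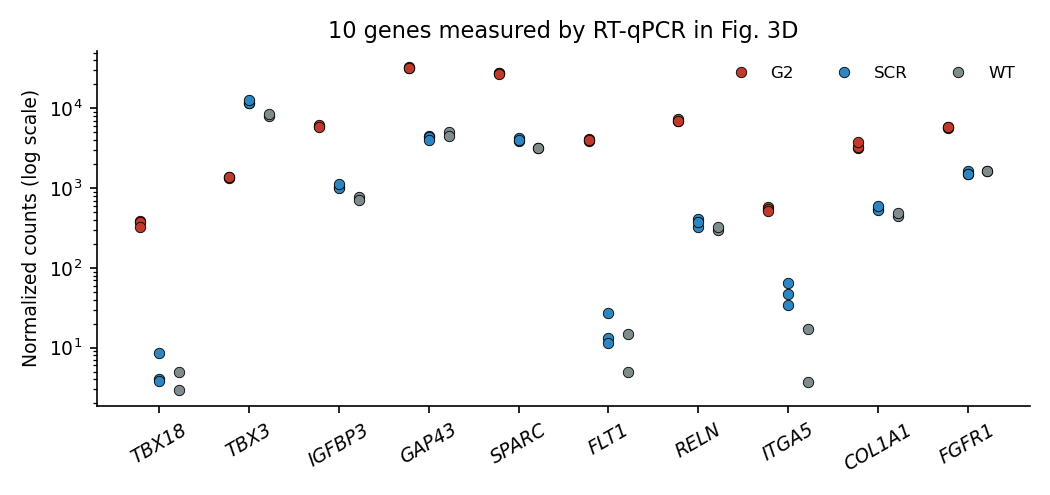
Normalized counts (y axis, log scale) of the 10 genes (x axis) in each G2, SCR and WT library (points). Values under 0.5 are drawn at 0.5. The G2 libraries of TBX3 lie below all control libraries and those of the other genes above.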

We validated 10 randomly selected DE genes by RT-qPCR in G2 cells, achieving a validation rate of 100%, which supports the robustness of our approach (Fig. 3D). To further validate the transcriptomic results, we performed RT-qPCR for three of the DE genes using both the G1 and G2 cell lines. We obtained an intermediate level of gene expression with G1 cells, as expected due to their intermediate level of PRPF40B expression (Supplementary Fig. 3A). In addition, G2-GFP-PRPF40B transduced cells were also able to partially restore the mRNA expression levels of many endogenous targets of PRPF40B (Supplementary Fig. 3B), corroborating the specificity of the observed effects linked to PRPF40B silencing.

**Fig. 3:**
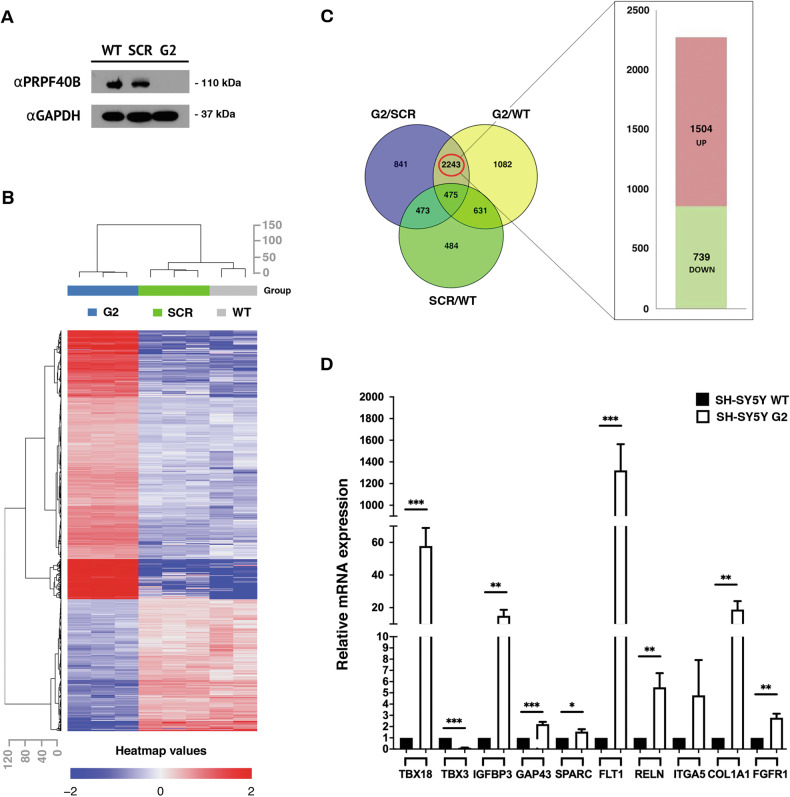
Identification of differentially expressed genes after PRPF40B silencing in NB cells. **A** PRPF40B expression in SH-SY5Y WT, scrambled (SCR), and G2 cells. Cell lysates were resolved by SDS-PAGE, and proteins were transferred to membranes for the detection of PRPF40B and GAPDH expression using specific antibodies. **B** Heat map representation of differentially expressed (DE) genes in WT, SCR, and G2 cells. The top row shows a dendrogram representing clustering information and similarity relationships among the cell lines. The left column of the heat map displays the gene clusters. The color intensity of the rows represents changes in gene expression: red indicates upregulated genes, and blue indicates downregulated genes. **C** The Venn diagram illustrates the overlap among all DE genes. A total of 2243 DE genes were identified, including 1504 upregulated genes (red) and 739 downregulated genes (green). **D** RNA-seq validation was performed using RT-qPCR for selected DE genes of interest. Data represent the mean ± SEM from three to eight independent experiments. Statistical significance: *p ≤ 0.05, **p ≤ 0.01, and ***p ≤ 0.001.

In silico analysis of the 2243 DE genes was carried out using various computational platforms. 

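A list of 69 genes of synaptic vesicle release was written by hand, since no ontology was at hand, and 63 of them were tested. Their median log2 fold change was -0.65 in G2/SCR (adjusted p = 4.5e-06) and -0.41 in G2/WT (adjusted p = 5.5e-04), from limma's camera test with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the 9 lists and both comparisons. With the few genes at the floor set to their bound, the medians were -0.58 and -0.39. In G2/SCR 43 of the 63 genes were lower, 32 of them DE, and 7 genes were DE and higher. In G2/WT 41 genes were lower, 28 of them DE, and 10 were DE and higher. Among the genes specific to G2 were 22 lower and 3 higher members. Adjusted over the list alone, 39 genes were DE in G2/SCR and 38 in G2/WT, against 38 and 38 adjusted over all genes. All list results with an adjusted p of at most 0.05 held under the rotation test fry. With the correlation estimated from the data, which moved the tests most, 6 of the 14 held, those of the extracellular matrix, cell migration and mesenchymal lists. The synaptic list then had an adjusted p of 5.0e-02 in G2/SCR, just above the threshold, and 1.0e-01 in G2/WT.

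The 3 members with the smallest p in G2/SCR were DBH, CPLX2 and SNAP25. DBH fell from 50905 ± 1719 normalized counts (SD, n = 3) in SCR and 61145 ± 2715 (SD, n = 2) in WT to 15234 ± 349 (SD, n = 3) in G2. CPLX2 had a log2 fold change of -2.25 in G2/SCR and -2.65 in G2/WT, and SNAP25 of -1.62 and -1.25. CPLX1 (-2.18 and -2.38), SYP (-1.42 and -1.48) and SYN1 (-1.72 and -1.48) fell as well. For these 6 genes the adjusted p was at most 1.7e-07 in both comparisons (limma with Benjamini-Hochberg adjustment). CDH2, the gene of N-cadherin, which the paper measures as protein beside complexin, synaptophysin and synapsin, rose by 1.89 and 2.14.

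**Figure D7:**
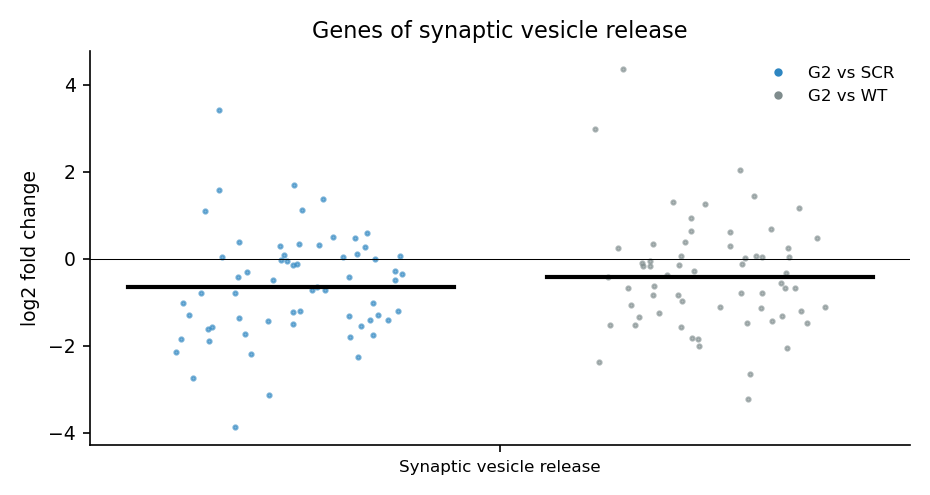
Log2 fold change (y axis) of the 63 tested genes of synaptic vesicle release (points) in G2/SCR and G2/WT. Black lines are medians, at -0.65 and -0.41.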

Enrichment analysis of the downregulated gene cluster, utilizing the GO biological process pathway, Reactome, and KEGG databases, identified DE genes involved in the release of neurotransmitters from synaptic vesicles (Supplementary Fig. 4A), a crucial process for proper communication between neurons. Disruption of synaptic vesicle dynamics is believed to contribute to cognitive impairments in neurodegenerative disorders [35]. Enrichment analysis of the upregulated gene cluster indicated that signal transduction pathways related to cell survival and growth in response to extracellular signals were significantly affected. 

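Lists of genes of the extracellular matrix and of cell migration were written in the same way. Of 85 matrix genes, 70 were tested, with a median log2 fold change of 1.30 in G2/SCR (adjusted p = 1.4e-16) and 1.38 in G2/WT (adjusted p = 6.2e-14, limma's camera test with Benjamini-Hochberg adjustment). They were higher in G2 for 61 genes against SCR and 58 against WT. Among the genes specific to G2 were 33 higher and 3 lower members. Of 69 migration genes, 59 were tested, with medians of 1.31 (adjusted p = 1.2e-08) and 1.50 (adjusted p = 2.8e-09, same camera test of limma). Here 44 and 47 genes were higher, and 19 higher and 3 lower members were specific to G2. The medians did not change with the few genes at the floor set to their bound. Adjusted over the list alone, 66 and 58 matrix genes and 43 and 44 migration genes were DE. Adjusted over all genes tested, 42 migration genes were DE in G2/SCR and the other 3 counts were the same.

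The matrix genes with the smallest p in G2/SCR were COL3A1, DCN and TIMP1. COL3A1 had 40955 ± 743 normalized counts (SD, n = 3) in G2, 3348 ± 91.8 (SD, n = 3) in SCR and 253 ± 6.94 (SD, n = 2) in WT. DCN had 37183 ± 812 (SD, n = 3), 1051 ± 86.9 (SD, n = 3) and 166 ± 17.6 (SD, n = 2). TIMP1 had 18227 ± 417 (SD, n = 3) in G2, 104 ± 20.5 (SD, n = 3) in SCR and 1222 ± 213 (SD, n = 2) in WT. All 3 were also DE in SCR/WT, with log2 fold changes of 3.72, 2.65 and -3.55, and so were not specific to G2. The migration genes with the smallest p were RELN, SEMA3A and ITGA3. RELN rose by 4.25 and 4.50 on the log2 scale, SEMA3A by 4.53 and 5.36, and ITGA3 by 2.77 and 3.85. SEMA3A and ITGA3 were also DE in SCR/WT, at 0.83 and 1.09.

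**Figure D8:**
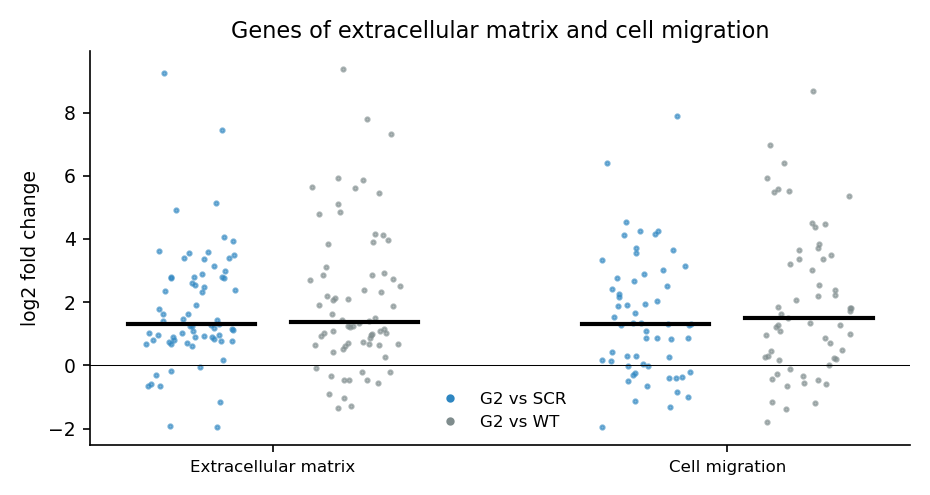
Log2 fold change (y axis) of the 70 tested extracellular matrix genes and the 59 tested cell migration genes (points) in G2/SCR and G2/WT. Black lines are medians, at 1.30 and 1.38 for the matrix and 1.31 and 1.50 for migration.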

Notably, the regulation of cell migration and extracellular matrix organization were pathways highlighted in the GO biological process database, supporting the potential role of PRPF40B in the migration of NB cells (Supplementary Fig. 4B).

### PRPF40B regulates alternative RNA splicing in NB cells

PRPF40B has been previously characterized as a splicing factor [13], prompting us to analyze the effects of PRPF40B knockdown on RNA splicing. Analysis of the RNA-seq transcriptome data revealed 233 alternative splicing (AS) events across 200 distinct genes from comparisons among DE events among G2/WT, G2/SCR, and SCR/WT cells (Fig. 4A). These events were classified into the following patterns: 90 exon cassette, 64 alternative first exons, 17 alternative terminal exons, 6 alternative acceptor splice sites, 5 alternative donor splice sites, 4 mutually exclusive exons, and 4 intron retention (Fig. 4B and Supplementary Table 2). Among the 233 AS events influenced by PRPF40B expression, exon cassettes (38.6%) and alternative first exons (27.5%) were the most prevalent splicing patterns (Fig. 4B). Analysis of PRPF40B-regulated AS events annotated in the reference FAST DB database indicated that the frequency of cassette exons and alternative first exons significantly exceed what would be expected based on their representation in the genome (Fig. 4C).

**Fig. 4:**
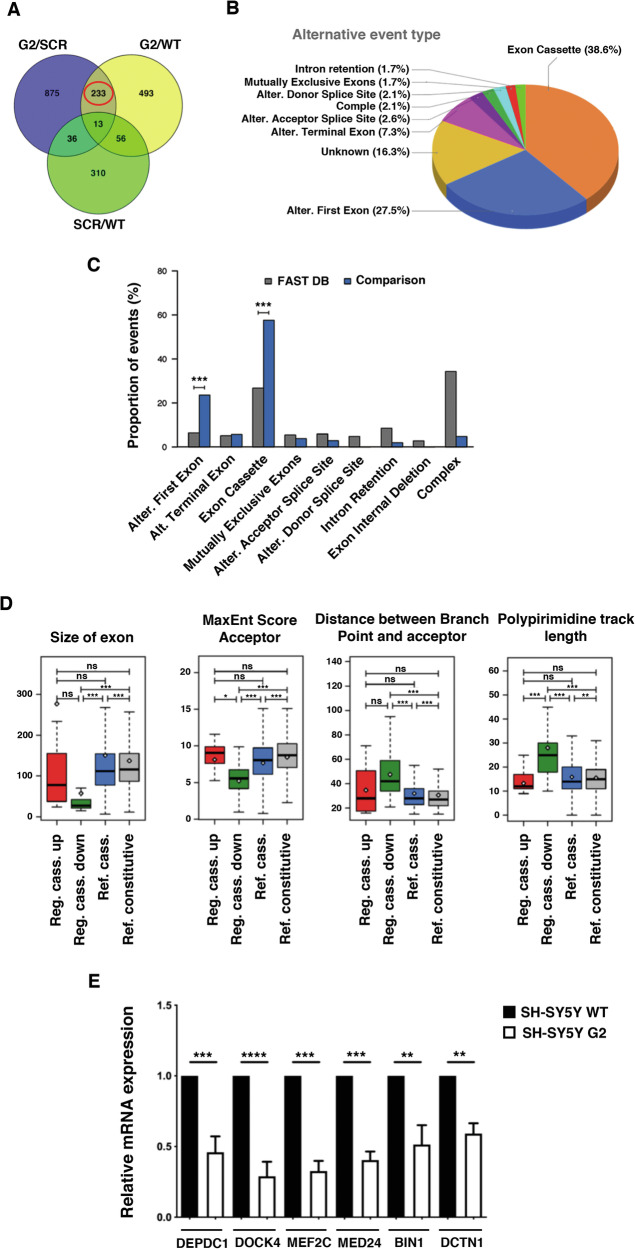
PRPF40B silencing alters alternative splicing patterns in neuronal cells. **A** Venn diagram showing the overlap of alternative splicing (AS) events among G2/SCR, G2/WT, and SCR/WT comparisons. **B** Pie chart illustrating the types of AS events among the 233 DE events. **C** Proportion of PRPF40B-regulated AS events compared to annotated events in the reference FAST DB database. **D** Structural and sequence characteristics of downregulated exons, including exon size, strength of acceptor sites, distance between branch points and acceptor sites, and length of polypyrimidine tracts. **E** Validation of six selected alternative exon splicing events by RT-qPCR. The y-axis represents the expression of the transcript in G2 cells relative to that in WT cells, normalized to 1. Data represent the mean ± SEM from three to six independent experiments. Statistical significance: **p ≤ 0.01, ***p ≤ 0.001, and ****p ≤ 0.0001.

Given these results, we focused on the exon cassette pattern and performed analyses to identify specific features of these cassette exons. PRPF40B-regulated exons displayed distinct changes compared to reference non-regulated exons. Specifically, downregulated exons were significantly smaller than either reference or upregulated exons, had weaker acceptor sites, and exhibited longer distances between branch points (BPs) and acceptor sites due to extended polypyrimidine tracts (Fig. 4D). No significant motifs were enriched in the PRPF40B-regulated exons and flanking introns compared to both non-regulated cassette exons and constitutive exons. To validate these findings, we performed RT-qPCR analysis of several representative downregulated exon events, confirming the splicing changes identified by RNA-seq in WT and G2 cells (Fig. 4E and Supplementary Fig. 5A). In addition, we further validated these results by analyzing the expression levels of two downregulated exon events in the G2-GFP-Control and G2-GFP-PRPF40B transduced cells. The expression of PRPF40B in the G2 cells restored the expression of the regulated exon (Supplementary Fig. 5B). In silico analysis of the 200 genes with DE splicing events identified many interconnected cellular processes, including Rho GTPase signaling, microtubule dynamics, focal adhesion regulation, and microtubule cytoskeleton organization, all of which play crucial roles in neuronal development and differentiation. These processes enable neurons to undergo the morphological and functional changes necessary for establishing neuronal networks during development (Supplementary Fig. 6A). 

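Supplementary Table 2 lists 200 genes with a splicing event, and all 200 were among the tested genes. Of these, 44 were specific to G2 in gene expression, 37 higher and 7 lower, and they are the 44 genes of Supplementary Table 3. Splicing is called in expressed genes, so the overlap was tested among the 13065 genes with a mean of at least 100 normalized counts. There, 43 of 199 spliced genes (21.6%) were specific to G2, against 1707 of all 13065 (13.1%). An overlap of 26.0 genes would be reached by chance, and the odds ratio was 1.86 (95% confidence interval 1.29 to 2.63, Fisher's exact test, two-sided p = 0.0009). With genes of a mean of at least 1000 as the background, the choice that moved it most, the odds ratio was 2.16 (Fisher's exact test, p = 0.00028). Over the other backgrounds and definitions of DE it lay between 1.69 and 1.84. PRPF40B itself is 1 of the 44 genes.

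**Figure D9:**
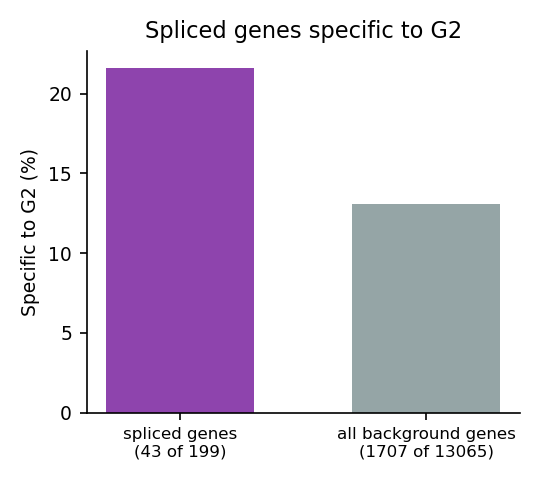
Percent of genes specific to G2 (y axis) among the 199 genes with a splicing event and among all 13065 genes with a mean of at least 100 normalized counts (bars). The bars stand at 21.6% and 13.1%.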

Finally, comparative bioinformatic analysis revealed a limited but significant overlap between the genes showing changes in both transcript and exon levels (Supplementary Fig. 6B and Supplementary Table 3).

### PRPF40B regulates critical signaling pathways involved in neuronal differentiation

Given our data, we sought to investigate the role of PRPF40B in neuronal differentiation more comprehensively. During this process, RA and BDNF act synergistically to enhance neuronal development by modulating overlapping signaling pathways and transcriptional programs. RA initiates transcriptional programs that prime cells for differentiation, while BDNF amplifies these effects by activating critical signaling pathways, including MAPK/ERK and PI3K/AKT (Fig. 5A). 

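A list of 22 components of the MAPK/ERK and PI3K/AKT pathways was tested in the RNA-seq libraries of the G2, SCR and WT lines. Its median log2 fold change was 0.13 in G2/SCR (adjusted p = 2.0e-01) and 0.13 in G2/WT (adjusted p = 5.9e-01, limma's camera test with Benjamini-Hochberg adjustment). Members went both ways, with 15 of 22 higher in G2/SCR and 12 in G2/WT. The rotation test fry gave the list adjusted p values of 1.3e-02 and 3.7e-02, and over the alternatives they ran from 1.3e-02 to 4.2e-01 in G2/SCR and from 3.7e-02 to 7.0e-01 in G2/WT. Adjusted over the list alone as over all genes tested, 2 members were DE in G2/SCR and 3 in G2/WT, and 1 was specific to G2. That member was SHC1, with 35943 ± 1052 normalized counts (SD, n = 3) in G2, 23905 ± 1100 (SD, n = 3) in SCR and 23242 ± 328 (SD, n = 2) in WT. Its log2 fold change of 0.59 in G2/SCR lay at the threshold. It was under the threshold, between 0.56 and 0.58, without G2 replicate 2, SCR replicate 2 or SCR replicate 3. Its lowest value in G2/SCR over all settings was 0.50. PIK3R2 had a log2 fold change of -0.78 in G2/SCR and -0.52 in G2/WT. MAPK3 and AKT1 changed less than 1.5-fold in G2/SCR, with log2 fold changes of -0.24 and 0.40. The methods name no RA or BDNF treatment for these libraries, and the values are of mRNA. The paper measures protein and phosphorylated protein of these pathways during differentiation, which was not tested here.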

Interestingly, these pathways were prominent targets in PRPF40B-silenced cells (Supplementary Fig. 4A). To explore the effects of PRPF40B during differentiation, we analyzed the levels of several components of the MAPK/ERK and PI3K/AKT pathways (ERK 1/2, p-ERK, AKT, p-AKT, and PI3K). As expected, these kinase signaling pathways, along with their downstream targets related to neuronal differentiation, synaptic function, and cytoskeletal remodeling, were activated during differentiation. However, the absence of PRPF40B significantly reduced the levels of MAPK/ERK and PI3K/AKT pathway components, as well as their downstream targets (Fig. 5B, F). Furthermore, we analyzed the levels of several factors involved in synaptic machinery, neurotransmitter release, and cytoskeletal dynamics (N-cadherin, complexin 1/2, synaptophysin, synapsin 1a/b, β-tubulin III, and drebrin), which support BDNF signaling through TRKB (Fig. 5C, D, G, H). These findings highlight the essential role of PRPF40B in activating these signaling pathways, which are crucial for proper neuronal differentiation, synaptogenesis, and plasticity. If PRPF40B plays an important role during neuronal differentiation, its expression level could be higher upon differentiation. To determine whether PRPF40B expression is upregulated during neuronal differentiation, we analyzed its expression levels during the differentiation process. As shown in Fig. 5E, I, the PRPF40B expression significantly increased in WT cells during differentiation.

**Fig. 5:**
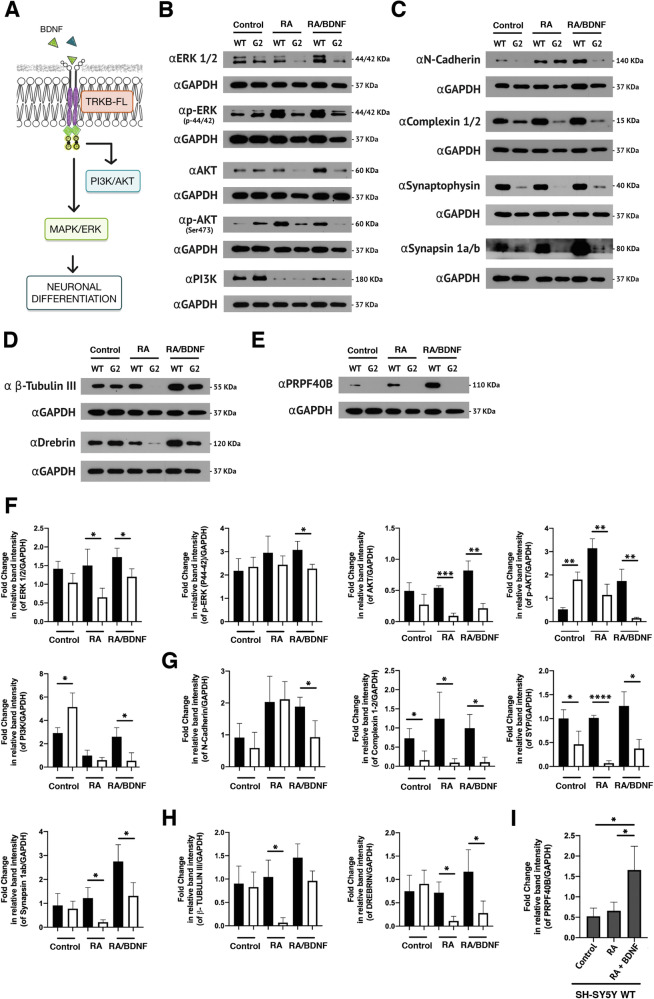
PRPF40B regulates key signaling pathways involved in neuronal differentiation and synaptic plasticity. **A** Schematic representation of the BDNF signaling pathway. **B** and **F** Western blot analysis and quantification of MAPK and PI3K pathway components (ERK 1/2, p-ERK, AKT, p-AKT, and PI3K) in control, RA, and RA/BDNF-treated WT and G2 cell lines. **C** and **G** Western blot analysis and quantification of synaptogenesis-related proteins (N-cadherin, complexin 1/2, synaptophysin, and synapsin 1a/b) in control, RA, and RA/BDNF-treated WT and G2 cell lines. **D** and **H** Western blot analysis and quantification of proteins related to neuronal size and plasticity (β-Tubulin III and drebrin) in control, RA, and RA/BDNF-treated WT and G2 cell lines. **E** and **I** Western blot analysis and quantification of PRPF40B expression in control, RA, and RA/BDNF-treated WT and G2 cell lines. Data represent the mean ± SEM from three independent experiments. Statistical significance: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, and ****p ≤ 0.0001. In the quantification graphs, black and white bars represent SH-SY5Y WT and G2 cells, respectively.

### PRPF40B regulates the expression of the *TRKB-T1* splice variant in vitro

Decreased levels of MAPK/ERK, PI3K/AKT, and their downstream targets upon differentiation may indicate a problem with the TRKB receptor in G2 cells. During differentiation, a balance between TRKB-FL and TRKB-T1 is essential, as overexpression of TRKB-T1 is known to negatively regulate the BDNF-TRKB pathway (Fig. 6A). Analysis of TRKB-FL and its dominant-negative TRKB-T1 receptor expression levels in WT and G2 cell lines revealed increased protein expression of TRKB-FL and TRKB-T1 in WT cells upon RA treatment (Fig. 6B), priming the cells to respond to BDNF. This observation aligns with previous findings at the mRNA level [36]. In marked contrast, the TRKB-FL receptor was undetectable in G2 cells, while the TRKB-T1 variant exhibited a pronounced increase in expression (Fig. 6B). Following BDNF treatment, the expression levels of both TRKB-FL and TRKB-T1 decreased in G2 cells (Fig. 6B), possibly indicating increased lysosomal degradation of the receptors in these cells [37, 38]. TRKB-T1 appeared as a double band in gels, likely reflecting reported post-translational modifications, particularly glycosylation [39, 40].

**Fig. 6:**
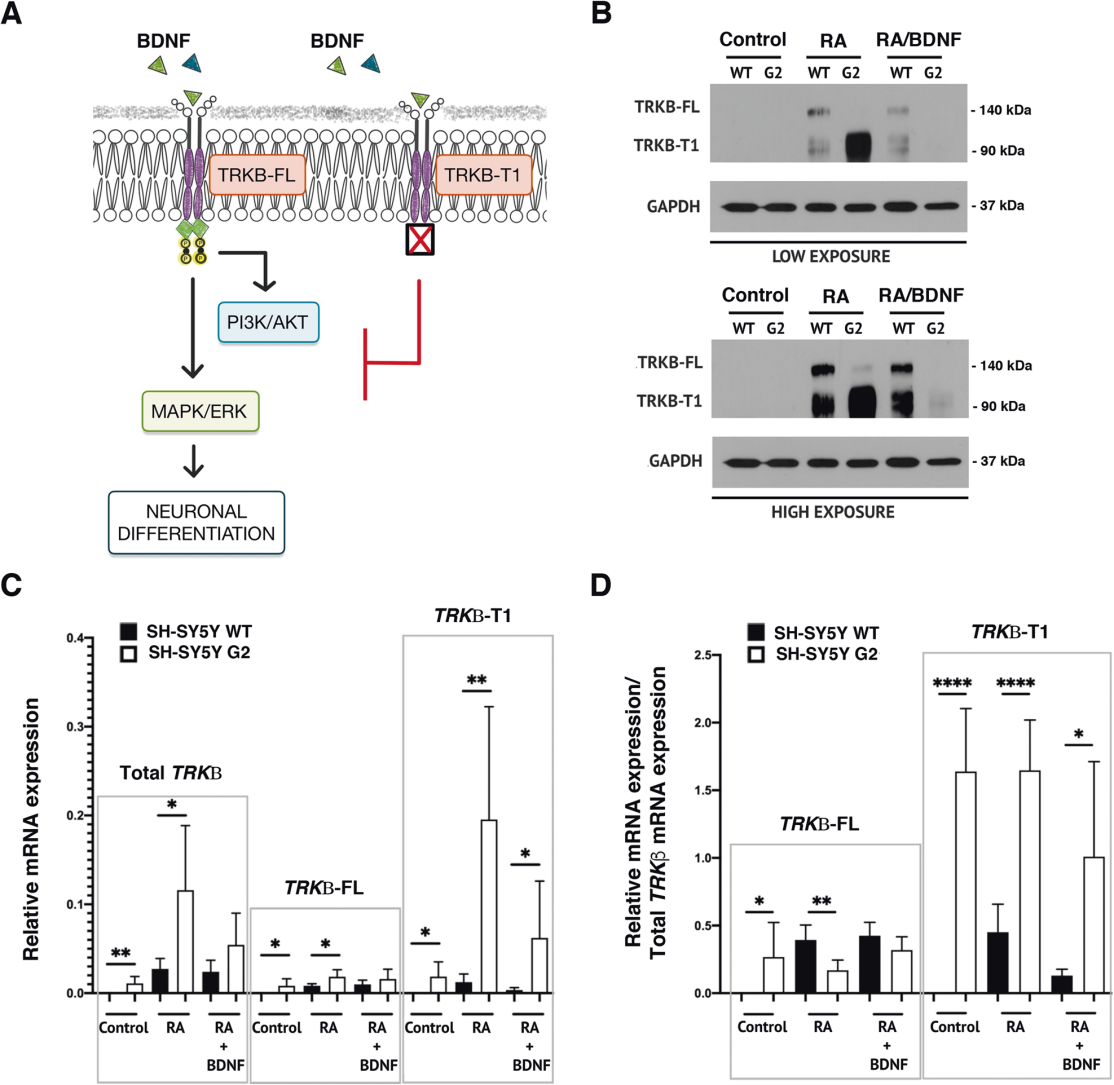
PRPF40B modulates *NTRK2* splicing to regulate TRKB-FL expression during differentiation in SH-SY5Y NB cells. **A** Schematic representation of BDNF signaling through TRKB-FL and TRKB-T1. **B** Western blot analysis of TRKB-FL and TRKB-T1 expression levels in control, RA, and RA/BDNF-treated WT and G2 cell lines. **C** Relative mRNA expression levels of total *TRKβ*, *TRKβ-FL*, and *TRKβ-T1* in control, RA, and RA/BDNF-treated WT and G2 cell lines. **D** Relative mRNA expression levels of *TRKβ-FL* and *TRKβ-T1*, normalized to total *TRKβ*, in control, RA, and RA/BDNF-treated WT and G2 cell lines. Data represent the mean ± SEM from three to six independent experiments. Statistical significance: *p ≤ 0.05, **p ≤ 0.01, and ****p ≤ 0.0001.

Further analysis of *TRKB* receptor isoform mRNA levels (Supplementary Fig. 7A) revealed a global increase in total *TRKB* expression upon differentiation, with significantly higher levels observed in G2 compared to WT cells (Fig. 6C, Total *TRKB*). Notably, this increase was driven by a shift in alternative splicing that strongly favored expression of the truncated *TRKB-T1* isoform in G2 cells (Fig. 6C, *TRKB-T1*). To account for the effects of PRPF40B silencing on *NTRK2* processing, we analyzed the relative expression of each isoform normalized to total *TRKB* mRNA levels using specific primers (Supplementary Fig. 7A). This analysis showed that the elevated *TRKB* expression observed in the G2 cell line during differentiation results specifically from an increased proportion of the truncated *TRKB-T1* isoform (Fig. 6D, *TRKB-T1*). In contrast, in WT cells, the balance between *TRKB-FL* and *TRKB-T1* remains stable throughout neuronal differentiation (Fig. 6D). 

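NTRK2 (GSHG0043466) lies on chromosome 9 of hg38 from 84668522 to 85027062 in the deposited table, which gives 1 value for all its transcripts. Its normalized counts were low in the RNA-seq libraries. They were 39.8 ± 12.9 (SD, n = 3) in G2, 50.6 ± 10.7 (SD, n = 3) in SCR and 28.4 ± 10.3 (SD, n = 2) in WT. The log2 fold change was -0.36 in G2/SCR (standard error 0.33, adjusted p = 3.8e-01, limma with Benjamini-Hochberg adjustment) and 0.47 in G2/WT (standard error 0.37, adjusted p = 3.0e-01). With each library left out in turn it ran from -0.60 to -0.15 and from 0.10 to 0.84. NTRK2 was not DE in these comparisons. It was DE in SCR/WT, with a log2 fold change of 0.83 (unadjusted p = 4.2e-02, adjusted p = 9.8e-02 from limma). The methods name no RA or BDNF treatment for the RNA-seq libraries. These values therefore do not test the rise of total TRKB mRNA that the paper reports in G2 cells upon differentiation. Inclusion of exon 16 was not analysed here. Supplementary Table 2, whose 233 events cover 200 genes, lists no event of NTRK2.

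**Figure D10:**
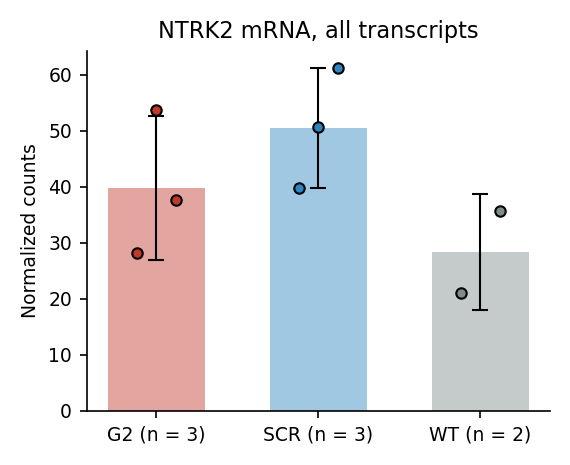
Normalized counts of NTRK2 over all transcripts (y axis) in G2, SCR and WT. Bars are means, error bars are SD and points are libraries. The libraries of the 3 lines overlap, from 21.1 in WT to 61.2 in SCR.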

Detailed bioinformatics analysis using EASANA revealed exon 16 inclusion in the TRKB gene (*NTRK2*) in G2 cells, introducing a stop codon and generating a truncated isoform lacking the kinase domain (Supplementary Fig. 7B). These findings strongly support a direct role for PRPF40B in regulating *TRKB* precursor mRNA splicing, leading to increased expression of a dominant-negative truncated TRKB.

To further investigate the functional consequences of PRPF40B silencing on *TRKB* isoform expression and neuronal differentiation, we performed a rescue experiment by overexpressing PRPF40B in G2 cells at various stages of differentiation. This approach allowed us to assess whether restoring PRPF40B levels could reverse the splicing imbalance and promote *TRKB-FL* expression. As shown in Supplemental Fig. 8A, B, PRPF40B-overexpressed G2 cells exhibited increased TRKB-FL levels under RA-induced differentiation, and restored endogenous levels of both TRKB-FL and TRKB-T1 in fully differentiated cells (RA + BDNF). Notably, this restoration was accompanied by elevated synaptophysin expression, a marker of synaptic plasticity, suggesting improved neuronal maturation.

To further validate these findings, we conducted differentiation analyses using control (Shc) and PRPF40B-depleted cells (Sh7y(e)). Consistent with our previous observations, PRPF40B silencing led to a marked reduction in TRKB-FL expression and its downstream signaling effectors, key regulators of neuronal growth, migration, and differentiation (Supplemental Fig. 8C). These results reinforce the critical role of PRPF40B in maintaining proper *TRKB* isoform balance and signaling during neuronal development.

Our data strongly support the hypothesis that restoring TRKB-FL expression, either directly or via PRPF40B rescue, can mitigate the phenotypic defects observed in PRPF40B-deficient cells. This highlights PRPF40B as a potential therapeutic target for correcting splicing imbalances that impair neuronal differentiation and function.

### PRPF40B regulates the expression of the *TRKB-T1* splice variant in vivo during early neurogenesis

Embryonic neurogenesis is a tightly regulated process that spans approximately 21 days in mice. During early neurogenesis (prior to embryonic day 10.5 [E10.5]), the neural tube is formed, and neuronal progenitor cells proliferate and begin to differentiate. Between E10.5 and E14.5, cortical neurogenesis initiates and intensifies, transitioning from the proliferative expansion of progenitors to the active generation, migration, and early lamination of neurons. This period is critical for establishing the structural foundation of the cerebral cortex. From E14.5 to E17.5, upper-layer cortical neurons are generated, migrate to their final destinations, and begin to differentiate. Concurrently, gliogenesis initiates, and early neural circuits begin to form through axonal outgrowth and synaptogenesis [41, 42].

To explore the effects of PRPF40B during embryonic neurogenesis in vivo, we generated a PRPF40B knockout (*Prpf40b*^−^^*/*^^−^) mouse model. Loss of PRPF40B did not result in significant changes in growth, size, body weight, or other general phenotypic traits (data not shown; see https://www.mousephenotype.org/data/genes/MGI:1925583). We analyzed mRNA and protein expression levels at early (E10.5) and mid (E14.5) stages of neurogenesis (Fig. 7A). At E10.5, *Prpf40b*^−^^*/*^^−^ embryos showed reduced proliferation of neuronal progenitor cells, as indicated by the Ki-67 marker, consistent with observations in SH-SY5Y NB cells. Analysis of TRKB-FL and its dominant-negative isoform TRKB-T1 revealed increased protein levels of both isoforms in WT embryos, whereas *Prpf40b*^−^^*/*^^−^ embryos exhibited decreased expression at this early stage. At this point, no signs of synapse formation, as indicated by synaptophysin (SYP) expression, were detected (Fig. 7B). At E14.5, the defect in neuronal progenitor proliferation persisted in *Prpf40b*^−^^*/*^^−^ embryos. However, the protein expression levels of TRKB-FL, TRKB-T1, and SYP were comparable between WT and knockout animals (Fig. 7C). Notably, PRPF40B expression remained high at both stages, supporting a role of this protein in neurogenesis and neuronal differentiation. Although TRKB-FL and TRKB-T1 protein levels normalized by stage E14.5, mRNA expression levels recapitulated the pattern observed in SH-SY5Y WT and PRPF40B-silenced cells: TRKB-T1 mRNA levels were elevated, while TRKB-FL levels were significantly reduced in *Prpf40b*-/- embryos (Fig. 7D).

**Fig. 7:**
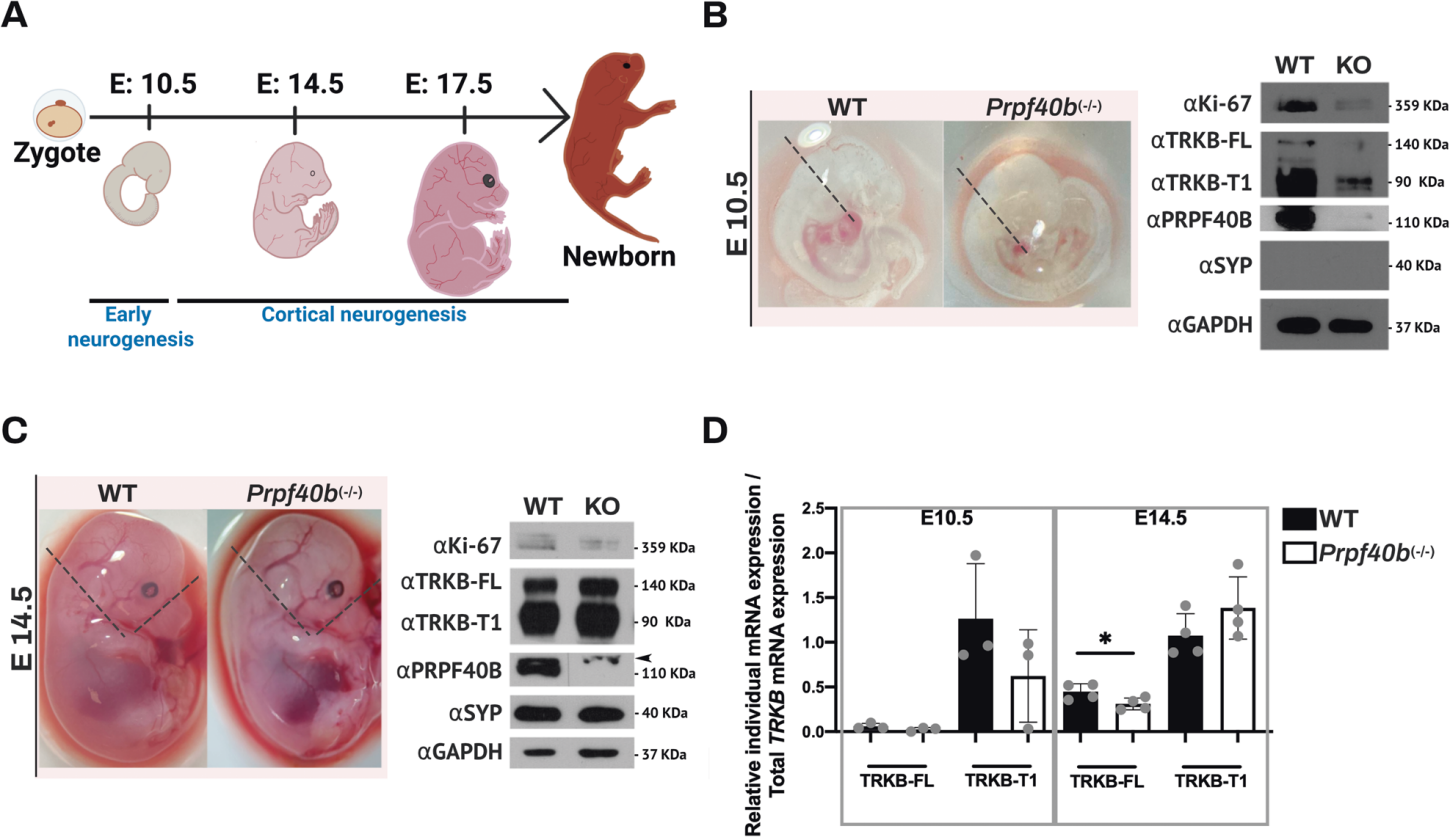
Silencing of PRPF40B elicits defects in proliferation and early neurogenesis in vivo. **A** Schematic representation of mouse development depicting early and cortical neurogenesis stages at E10.5, E14.5, and E17.5. **B** Left: Images of WT and *Prpf40b*⁻/⁻ embryos at E10.5. The dotted line indicates the dissected region used for subsequent analysis. Right: Western blot analysis of Ki-67, TRKB-FL, TRKB-T1, and synaptophysin in WT and *Prpf40b*⁻/⁻ embryos at E10.5. **C** Left: Images of WT and *Prpf40b*⁻/⁻ embryos at E14.5. The dotted line indicates the dissected region used for analysis. Right: Western blot analysis of Ki-67, TRKB-FL, TRKB-T1, and synaptophysin in WT and *Prpf40b*⁻/⁻ embryos at E14.5. The arrow indicates the position of a cross-reacting protein. **D** Relative mRNA expression levels of *TRKB-FL* and *TRKB-T1*, normalized to total *TRKB*, in E10.5 and E14.5 embryos. Data represent the mean ± SEM using three (E10.5) and four (E14.5) biological replicates. Statistical significance: p ≤ 0.05.

## Discussion

PRPF40B has been associated with various neuronal dysfunctions, including neurodegenerative and psychiatric disorders. These conditions often share disruptions in differentiation, neurogenesis, and synaptogenesis, which are critical processes for maintaining brain structure and function. Here, we show that PRPF40B regulates key signaling pathways, including MAPK/ERK and PI3K/AKT. PRPF40B silencing leads to a significant reduction in the level of these pathway components and their downstream targets upon neuronal differentiation. Additionally, the downregulation of synaptic proteins (e.g., N-cadherin, complexin 1/2, synaptophysin, synapsin 1a/b) and cytoskeletal regulators (β-tubulin III, drebrin) suggests that PRPF40B is critical for maintaining synaptic integrity and neuronal connectivity. Given that both MAPK/ERK and PI3K/AKT pathways are implicated in developmental and neurodegenerative disorders, our data suggest that PRPF40B dysfunction could be a contributing factor to these pathologies.

Dysregulated BDNF signaling is a hallmark feature across many of these disorders, with most therapeutic strategies focusing on restoring natural BDNF levels. However, the efficacy of BDNF-based treatments is limited due to its inability to cross the blood-brain barrier (BBB), short half-life, and associated side effects. Furthermore, this therapeutic approach becomes ineffective when alterations in TRKB receptor expression occur, particularly the upregulation of the TRKB-T1 isoform, which acts as a dominant-negative receptor and inhibits normal BDNF signaling.

Previous to our work, no factors have been shown to regulate *NTRK2* splicing. Here, we show that PRPF40B influences the neuronal expression level of TRKB receptors. PRPF40B silencing upregulates the expression of the dominant-negative TRKB-T1 receptor through alternative splicing, and this regulation impairs BDNF-mediated cellular signaling, leading to significant physiological consequences. Therefore, PRPF40B is an essential factor to maintain normal balance between the levels of the different isoforms of the TRKB receptor (Fig. 8).

**Fig. 8:**
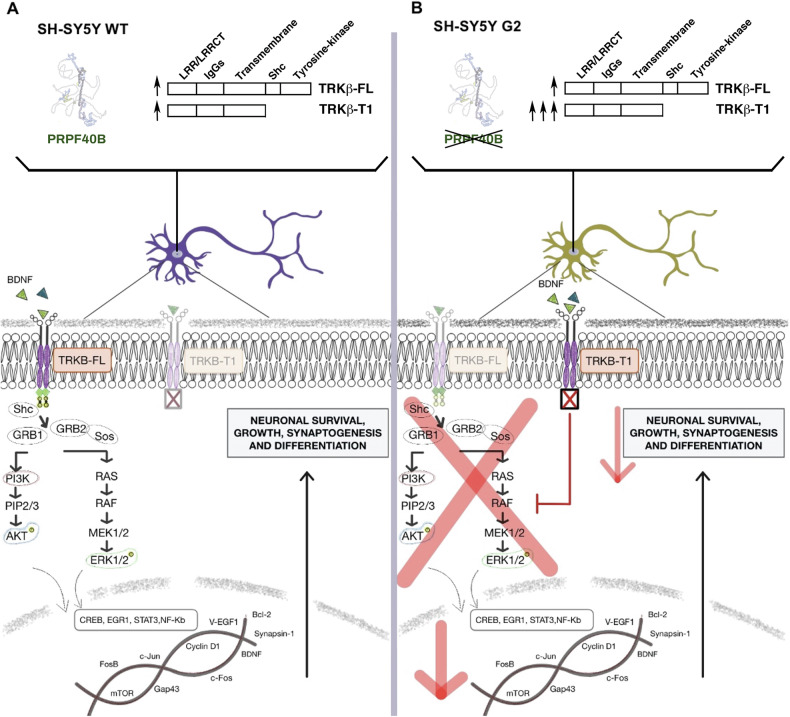
A hypothetical model for the role of PRPF40B in BDNF-induced neuronal differentiation. **A** In cells with normal PRPF40B expression (SH-SY5Y WT), BDNF interacts with the TRKB-FL receptor, triggering a cascade of signaling events through the MAPK/ERK and PI3K/AKT pathways to activate key genes essential for proper neuronal differentiation, synaptogenesis, and plasticity. **B** In cells where PRPF40B expression is silenced (SH-SY5Y G2), TRKB-T1 receptor expression is upregulated during differentiation. BDNF binds to TRKB-T1 without activating the classical signaling cascades due to the absence of the kinase domain, thereby reducing BDNF availability for TRKB-FL and impairing differentiation and synaptic maturation.

Based on our results, we support the idea that increasing PRPF40B levels could represent a promising therapeutic strategy. Our rescue experiments (Supplemental Fig. 8) show that overexpression of PRPF40B in PRPF40B-deficient (G2) cells restores TRKB-FL expression and reactivates key downstream signaling pathways, which are essential for neuronal growth, migration, and differentiation. These findings are consistent with the observed rescue of cell proliferation in PRPF40B-silenced cells upon PRPF40B overexpression (Supplemental Fig. 2). Importantly, this restoration is not limited to the BDNF/TRKB axis. PRPF40B functions as a transcriptional and splicing regulator of hundreds of genes involved in neuronal viability and core cellular processes. Our transcriptomic and splicing analyses (Figs. 3, 4, and Supplemental Figs. 4 and 6) highlight PRPF40B’s broad regulatory role, suggesting that its therapeutic potential extends beyond a single pathway. Taken together, these findings indicate that maintaining or enhancing PRPF40B expression could help preserve the proper splicing of *NTRK2* and the balance of *TRKB* isoforms, while also supporting a wider network of genes critical for neuronal health.

The precise molecular mechanism by which PRPF40B regulates *NTRK2* alternative splicing is unknown and requires further investigation. The main alternative splicing events regulated by PRPF40B involve cassette exons. PRPF40B-downregulated exons were significantly smaller than reference or upregulated exons, had weaker acceptor sites, and exhibited longer distances between BPs and acceptor sites due to extended polypyrimidine tracts. These longer distances may reduce splicing efficiency, as reflected in the higher prevalence of exon skipping and lower inclusion levels observed for exons preceded by more distant BPs [43]. These findings partially align with previous results in K562 cells [14] and support the role of PRPF40B in stabilizing splicing complexes near the 3′ splice site, thereby facilitating interactions with the 5′ splice site, particularly for exons with weak splice signals.

In humans, exon 16 is long (5165 nt), and its inclusion introduces a premature stop codon, resulting in a 33-nucleotide sequence that encodes a unique intracellular 11-amino-acid tail, which is highly conserved among humans, rodents, and chickens [8]. 

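In GENCODE 44, on hg38, the truncated transcript ENST00000395882.6 of NTRK2 ends in an exon of 5165 nt on chromosome 9, from 84810542 to 84815706, which the annotation numbers as exon 15 of that transcript. The first 35 nt of it are coding. They complete a codon begun in the exon before and hold 33 nt for the 11 amino acids FVLFHKIPLDG, and the stop codon TAG follows at 84810577 to 84810579. The remaining 5127 nt are untranslated. The acceptor site of this exon reads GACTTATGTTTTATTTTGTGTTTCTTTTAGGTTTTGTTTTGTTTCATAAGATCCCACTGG from 84810512 to 84810571, with 30 nt on either side of the junction. The exon before it, from 84751986 to 84752085, has 100 nt and is shared with the full-length transcript ENST00000277120.8. In the full-length transcript the next exon, of 48 nt, lies from 84861040 to 84861087, and its acceptor site reads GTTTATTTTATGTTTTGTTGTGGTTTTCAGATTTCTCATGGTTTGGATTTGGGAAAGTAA. The intron before the truncated transcript's last exon has 58456 nt, and 45333 nt separate that exon from the 48-nt exon.

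**Figure D11:**
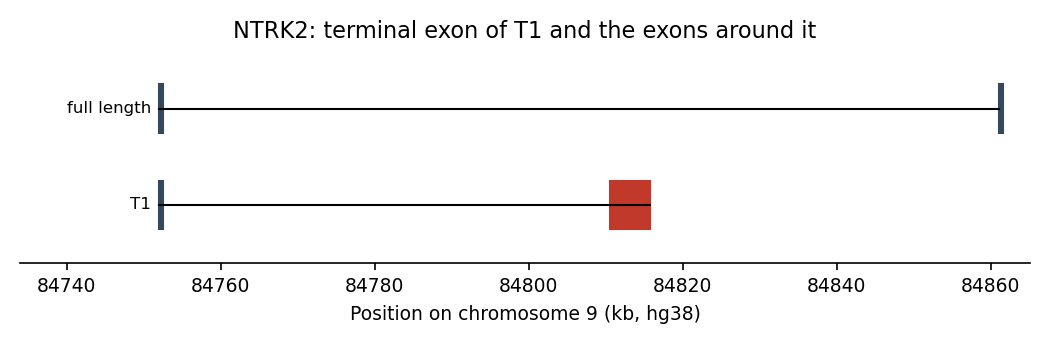
Exons of the full-length and T1 transcripts of NTRK2 around the 5165-nt terminal exon of T1 (red), by position on chromosome 9 in kb (x axis, hg38). Lines are introns, and the exons of 100 and 48 nt are drawn wider than to scale so that they can be seen. The T1 exon lies between the shared exon and the next exon of the full-length transcript.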

Here, we show that PRPF40B depletion increases exon 16 inclusion, indicating that PRPF40B normally restricts its inclusion. One possible explanation is that PRPF40B enhances recognition of the 3′ splice site flanking exon 17 (which is 48 nucleotides long and has a weak 3′ splice site signal, according to ESEfinder), facilitating exon 15-exon 17 pairing, promoting exon 17 inclusion, and maintaining a proper balance between isoforms. When PRPF40B is lost, this pairing is disrupted, leading to more frequent inclusion of exon 16. Alternatively, PRPF40B may actively repress exon 16 inclusion, suggesting a dual role in splicing regulation: defining exon/intron boundaries to ensure proper splicing and modulating exon 16 inclusion/exclusion to maintain the correct downstream splicing outcome. Further research is needed to elucidate the precise mechanism by which PRPF40B regulates exon 16 splicing in *NTRK2*.

Building on this mechanistic insight, splicing modulation strategies, such as antisense oligonucleotides (ASOs), offer a promising avenue for therapeutic intervention. ASOs have already demonstrated clinical success in correcting splicing defects in several neurological disorders [44], and their application to the *NTRK2* gene could provide a targeted approach to restore *TRKB-FL* levels. Specifically, ASOs could be designed to interfere with regulatory splicing elements or block the 3′ splice site of exon 16, which is preferentially included in the truncated *TRKB-T1* isoform. By preventing exon 16 inclusion, ASOs may reduce *TRKB-T1* production and favor the generation of the full-length, signaling-competent *TRKB-FL* isoform. This shift could help reestablish BDNF/TRKB signaling and improve neuronal differentiation, migration, viability, and synaptic plasticity, particularly in PRPF40B-deficient contexts where splicing regulation is impaired. This concept is further supported by studies proposing similar splicing-based therapeutic approaches in neurological disorders, which have shown encouraging outcomes [44–46].

TRKB isoforms display a temporal expression pattern suggesting that TRKB-FL is primarily involved in the initial formation and organization of the brain during early development [39]. In adult stages, where it is critical to maintain and control established neuronal connections, the TRKB-T1 isoform is thought to modulate the intensity of BDNF signaling through the TRKB-FL receptor, thereby preventing excessive stimulation of BDNF-dependent signaling pathways. Our results indicate that undifferentiated SH-SY5Y WT cells express very low levels of TRKB. However, upon differentiation, both TRKB-FL and TRKB-T1 isoforms are induced to similar levels, as detected by Western blot (Fig. 6B). PRPF40B depletion in these cells strongly increases TRKB-T1 isoform levels. Although PRPF40B expression increases during neuronal differentiation in SH-SY5Y NB cells (Fig. 5E), TRKB-T1 remains abundantly expressed. This apparent discrepancy suggests that, in addition to PRPF40B, other splicing regulators or alternative transcriptional and post-transcriptional mechanisms may contribute to TRKB-T1 expression.

In vivo analysis of embryonic development using Prpf40b^−^^/^^−^ mice revealed a key role for PRPF40B during early neurogenesis. At E10.5, Prpf40b^−^^/^^−^ embryos showed reduced proliferation of neuronal progenitor cells. This coincided with a decrease in protein expression of both TRKB-FL and its splice variant TRKB-T1, suggesting that PRPF40B may regulate the expression of these isoforms at early stages. By E14.5, although protein levels of TRKB-FL and TRKB-T1 appeared comparable between WT and knockout embryos, mRNA analysis revealed a shift favoring TRKB-T1 expression in the absence of PRPF40B. These findings place our previous results from SH-SY5Y NB cells within the context of early embryogenesis and support a functional role for PRPF40B in modulating neurotrophic signaling and progenitor cell dynamics during cortical development. Prpf40b^−^^/^^−^ mice remain viable beyond early neurogenesis, despite early disruptions in TRKB isoform balance and reduced progenitor proliferation. This suggests the presence of functional redundancy, regulatory compensation, and/or developmental plasticity that buffers the loss of PRPF40B. Further transcriptomic and proteomic profiling at later developmental stages will be essential to elucidate the compensatory mechanisms involved.

Our work also shows that while PRPF40B regulates 200 genes at the splicing level, it unexpectedly influences the transcription of over 2000 genes in SH-SY5Y cells. Furthermore, the limited overlap between genes affected at both the transcriptional and splicing levels suggests that PRP40B operates through distinct molecular mechanisms to regulate these processes. The fact that PRPF40B silencing induces differential expression of hundreds of genes, impacting key cellular processes such as proliferation, viability, migration, and neural differentiation, aligns with emerging evidence that RBP and splicing factors play broader roles in the regulation of gene expression beyond their traditional functions in RNA processing and metabolism. Seminal research from the Fu laboratory demonstrated that the SR protein SRSF2 stimulates transcriptional elongation by releasing the RNA polymerase complex from promoter-proximal pausing [47, 48]. The small nuclear ribonucleoprotein particle U1 (U1 snRNP) has a critical splicing-independent function in preventing premature cleavage and polyadenylation from cryptic polyadenylation signals. Similarly, there is growing evidence showing that splicing can modulate epigenetic patterns of chromatin. For example, U1 snRNP alters chromatin organization, and several splicing factors, such as SRSF1, SRSF2, and hnRNP A1, regulate nucleosome organization [49]. These and other observations [50] highlight an emerging role for splicing factors in transcriptional control and chromatin structure. Additional data support this alternative mechanism, such as the reported association of the WW and FF domains of Prp40 with the phosphorylated C-terminal domain of RNA polymerase II [15, 51]. In addition, recent findings with the *Drosophila* Prp40 (dPrp40) indicate that dPrp40 regulates histone mRNA expression by modulating transcription rather than its mRNA processing [52]. In this work, we observed an overall increase in *NTRK2* transcript levels (Fig. 6C), alongside a switch in isoform expression in PRPF40B-depleted SH-SY5Y cells (Fig. 6D). This raises the question of whether, in addition to its role in splicing regulation, PRPF40B also influences *NTRK2* transcription. PRPF40B might exert either a direct transcriptional regulatory function or act indirectly through its splicing activities on other transcriptional regulators. The phenotypic effects of PRPF40B depletion may thus be a consequence of the increase in the total *NTRK2* transcription and an increase in *TRKB-T1* isoform levels. This could indicate that the function of PRPF40B extends beyond maintaining TRKB isoform balance to also regulating overall *NTRK2* expression. Overall, these findings suggest a potential new function for Prp40 proteins in transcriptional regulation that remains to be investigated, reinforcing the idea that splicing factors play a role in various aspects of regulated gene expression, extending beyond their conventional function in RNA processing.

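In the RNA-seq libraries of the G2, SCR and WT lines, 2 lists of genes of mRNA translation were tested. The 79 genes of cytosolic ribosomal proteins had a median log2 fold change of -0.49 in G2/SCR (adjusted p = 2.5e-15) and -0.80 in G2/WT (adjusted p = 1.3e-21, limma's camera test with Benjamini-Hochberg adjustment). Only 3 of them were higher in G2/SCR and 0 in G2/WT. In G2/SCR 19 of the 79 were DE, and in G2/WT 72. They were also lower in SCR than in WT, by a median of -0.32, and 19 were specific to G2, all lower. With the correlation estimated from the data, the adjusted p was 2.7e-01 and 2.1e-01. The 59 translation factors had medians of -0.08 (adjusted p = 5.6e-03) and -0.36 (adjusted p = 6.9e-07, same camera test of limma), and 2.7e-01 and 9.4e-02 with the estimated correlation. Among them 8 were DE in G2/SCR and 16 in G2/WT, and 2 higher and 4 lower members were specific to G2. Adjusted over the list alone, the counts of DE genes were those over all genes tested in both lists.

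RPL13A fell from 59798 ± 1055 normalized counts (SD, n = 3) in SCR and 62011 ± 7669 (SD, n = 2) in WT to 34277 ± 415 (SD, n = 3) in G2. RPL34 had a log2 fold change of -0.69 in G2/SCR and -0.96 in G2/WT. Ribosomal protein genes have many processed pseudogenes, and the treatment of reads that match both is not stated, so single values of these genes are uncertain. EIF2AK3 rose from 1458 ± 42.8 (SD, n = 3) in SCR and 1565 ± 47.8 (SD, n = 2) in WT to 5658 ± 185 (SD, n = 3) in G2. EEF2 fell by 0.75 and 0.61 on the log2 scale and EEF1B2 by 0.62 and 0.98. Without G2 replicate 1, the log2 fold change of EEF2 in G2/WT was -0.57, under the threshold. Its smallest fall over all settings was -0.42.

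**Figure D12:**
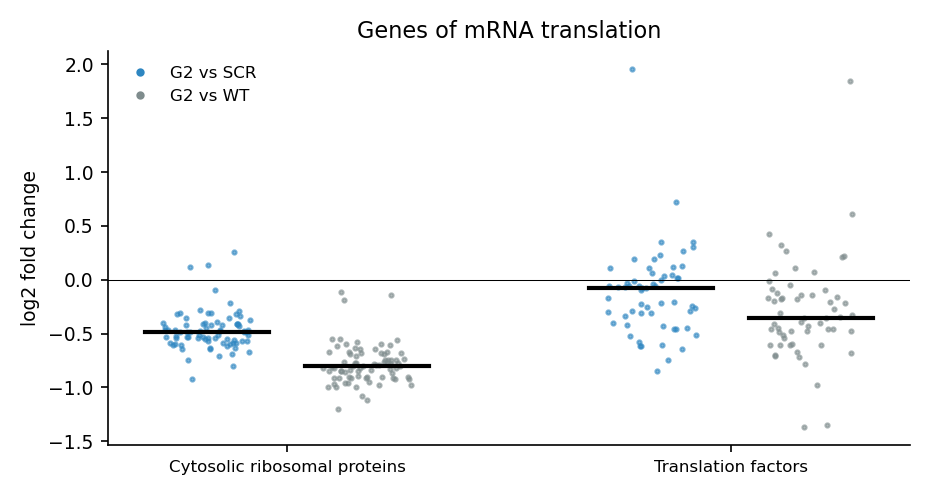
Log2 fold change (y axis) of the 79 cytosolic ribosomal protein genes and the 59 translation factors (points) in G2/SCR and G2/WT. Black lines are medians, at -0.49 and -0.80 for ribosomal proteins and -0.08 and -0.36 for translation factors.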

Interestingly, a substantial number of deregulated genes identified in Fig. 3, and also in the Supplemental Fig. 4, are involved in mRNA translation. Altered mRNA translation is increasingly recognized as a key contributor to neurodegenerative disease pathology. Disruptions in the regulation of protein synthesis can lead to the accumulation of misfolded or dysfunctional proteins, triggering cellular stress responses such as the unfolded protein response (UPR) and integrated stress response (ISR). Although these stress pathways are initially protective, their chronic activation can become detrimental, leading to disrupted neuronal function, synaptic degeneration, and ultimately, cell death. Such mechanisms have been implicated in several neurodegenerative disorders, including AD, PD, and ALS, to name a few, where dysregulated translation and stress granule dynamics are common pathological features [53, 54]. Understanding how translation is altered in disease contexts may offer new therapeutic targets to restore proteostasis and neuronal resilience.

Although proliferation and differentiation are often considered antagonistic processes, where proliferating cells remain undifferentiated and differentiated cells exit the cell cycle, PRPF40B depletion inhibits both. This apparent contradiction suggests that PRPF40B may regulate a shared upstream pathway essential for both processes, possibly through its role in splicing regulation affecting key signaling pathways. Although TRKB-controlled processes are required for both proliferation and differentiation, TRKB protein expression remained very low or undetectable in both WT and PRPF40B-depleted undifferentiated SH-SY5Y cells (Fig. 6B), with its expression being largely dependent on cell differentiation. Therefore, PRPF40B may influence transcriptional or post-transcriptional programs independently of TRKB expression, regulating cell-cycle progression and coordinating both neuronal proliferation and differentiation. Notably, E10.5 in mice represents a pivotal stage where neural progenitor proliferation and differentiation converge, marking a critical phase in early brain development [55]. This dual inhibition raises the possibility that PRPF40B functions as a molecular integrator, ensuring the proper balance between proliferation and differentiation. Further investigation into its specific targets and mechanisms could provide insights into how these two processes are interconnected at the molecular level.

In summary, our results highlight the importance of PRPF40B in proliferation, viability, cell migration, and neuronal differentiation by regulating the expression of hundreds of genes, including those involved in neuronal development, such as the TRKB receptor. Further molecular in vivo studies are needed to fully elucidate the role of PRPF40B in physiological neuronal differentiation and whether PRPF40B is important in pathological conditions associated with impaired BDNF signaling. Such studies will provide valuable information on the potential of PRPF40B as a therapeutic target for neurological disorders.

## Materials and methods

### Cell lines, plasmids, and culture conditions

SH-SY5Y WT cells were obtained from ATCC. 

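Both guides were matched to hg38. The guide of the G1 line lies on the plus strand of chromosome 12 from 49623594 to 49623613, beside the PAM TGG. It begins 1 nt after exon 1 of the PRPF40B transcript ENST00000548825.7, which has 33 nt (49623561 to 49623593) and ends with the start codon. The guide of the G2 line lies on the same strand from 49623650 to 49623669, beside the PAM GGG. The surrounding sequence from 49623620 to 49623699 is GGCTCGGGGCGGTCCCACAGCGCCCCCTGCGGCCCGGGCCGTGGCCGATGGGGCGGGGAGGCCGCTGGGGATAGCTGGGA. Cas9 is expected to break this site between 49623666 and 49623667, 73 nt into the first intron of 6951 nt, and the G1 site 17 nt into it. The predicted breaks are 56 nt apart. In GENCODE 44, 0 of the 16 PRPF40B transcripts have coding sequence over either guide. The G2 guide lies in the noncoding first exon of 551 nt (49623620 to 49624170) of 1 transcript, ENST00000261897.5, whose start codon is in its exon 2. With a PAM, the G2 guide had 1 exact match in the genome, 0 sites with 1 or 2 mismatches and 16 with 3. Of the 3-mismatch sites, 11 lay in tested genes, and 3 of these genes were specific to G2 in the RNA-seq, DLGAP3, MCC and MAMLD1. For PRPF40B, Supplementary Table 2 lists an alternative first exon from 49623593 to 49624170, a stretch of 578 nt that holds both predicted breaks. The paper's reported splicing index of that event rose 24.52-fold in G2/SCR and 24.56-fold in G2/WT, ranking 1 of its 233 events by G2/SCR. In the same libraries the total PRPF40B mRNA fell.

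**Figure D13:**
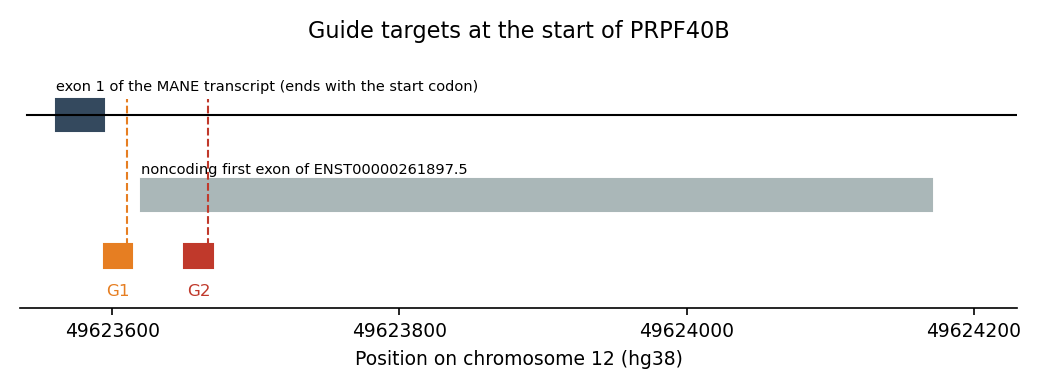
Position of the G1 and G2 guides (coloured boxes) and of their predicted breaks (dashed lines) at the 5′ end of PRPF40B, by position on chromosome 12 (x axis, hg38). Dark and light boxes are exon 1 of ENST00000548825.7 and the noncoding first exon of ENST00000261897.5. Both breaks lie after exon 1.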

To generate PRPF40B knockout (KO) cell lines using CRISPR/Cas9, two different guide RNAs were employed: gRNA for the G1 cell line (GTAACATCCCCGCGCGGGGG) and gRNA for the G2 cell line (GGCCCGGGCCGTGGCCGATG). The Origene Human Gene Knockout Kit (KN209144) was used according to the manufacturer’s instructions. After selection with puromycin (1.5 μg/mL), individual cell colonies were generated using the limiting dilution method. We also included a scrambled control gRNA (Origene, GE100003) to serve as a negative control.

The shRNA target sequence used for SH-SY5Y sh7y(e) was CTAGAGGTTCTAGTCAAACAA (Sigma, TRCN0000075157). Lentiviral production was carried out by transfecting HEK293-T cells, cultured in a 10 cm plate, with packaging plasmid, envelope plasmid (1.5 μg each), and shRNA vector DNA (2.5 μg) using the LipoD293 reagent at a 1:3 DNA/reagent ratio, following the manufacturer’s instructions. After 72 h, the culture medium was harvested, and viral particles were concentrated via ultracentrifugation at 50,000 × *g* for 90 min at 4 °C. The virus was then used to infect SH-SY5Y cells, which were subsequently selected with 1.5 μg/mL puromycin. The pLKO.1 plasmid (Sigma) was used as a negative shRNA control.

To generate the MIGR1-GFP-40B construct, wild-type T7-PRPF40B cDNA was subcloned from the pEFBOST7-PRPF40B vector [13] into EcoRI/BglII-digested MIGR1-GFP vector (Addgene) using PCR. For the retroviral infection, HEK293-T cells were plated in an M6 plate to reach 75–80% confluence after 24 h. After 24 h, the medium was aspirated, and 1 mL of DMEM Low medium was added, followed by 1-h incubation at 37 °C. For transfection, a mixture was prepared: Solution A (225 μL of unsupplemented DMEM Low and 15 μL of LipoD [SignaGen Laboratories]) and Solution B (225 μL of unsupplemented DMEM Low, 1.5 μg/μL pVSV-G plasmid, 1.5 μg/μL gag/pol plasmid, and 4 μg/μL MIGR1 empty or MIGR1 PRPF40B plasmid). After the 1-h incubation, the HEK293-T medium was aspirated, and 400 μL of the A+B solution was added. Cells were incubated for 5 h at 37 °C. Following incubation, the medium was removed, and 5 mL of DMEM medium was added. Cells were incubated at 37 °C for 24 h. For viral particle collection, the retroviral particles were harvested and used to infect the G2 subcellular line. On the same day as the HEK293-T transfection, 400,000 G2 cells were plated in an M6 plate to achieve 80% confluence on the day of infection. 48 h post-transfection, the medium from HEK293-T cells containing retroviral particles was collected, centrifuged at 448 × *g* for 10 min, and the supernatant was mixed with polybrene to a final concentration of 4 μg/mL. 2 mL of the mixture was added to the G2 cells, which were then centrifuged at 796 × *g* for 90 min, without braking, at 32 °C. After centrifugation, the unbound virus was removed, cells were added in 2.5 mL of DMEM medium, and were incubated at 37 °C for 6 h. After incubation, the medium was removed and replaced with 2.5 mL of DMEM medium containing puromycin. To assess infection efficiency, the percentage of G2 cells expressing EGFP (from the MIGR1 plasmid) was analyzed by flow cytometry.

SH-SY5Y cell lines were cultured in Dulbecco’s Modified Eagle Medium (DMEM) with high glucose (Invitrogen), supplemented with 10% fetal bovine serum (FBS) and penicillin-streptomycin at final concentrations of 100 U and 100 μg/mL, respectively. Cells were maintained at 37 °C in a 5% CO_2_ atmosphere with 95% humidity. SH-SY5Y cells, including SCR, G1, G2, Sh control, Sh7y(e), MIGR1-GFP, and MIGR1-GPF-40B, were grown in the presence of 1 μg/mL puromycin (Invitrogen). All cell lines were routinely tested for mycoplasma contamination by the Cell Culture Service at IPBLN.

### Cell proliferation and colony-forming assay

To assess cell proliferation, 2000 cells per well were seeded into a 96-well plate for each condition. Over a period of 5 days, cells were incubated every 24 h with 20 μL of Resazurin (100×, Sigma-Aldrich) for 2 h at 37 °C under dark conditions. Fluorescence was measured using an Infinite F200 plate reader (Tecan) at an excitation wavelength of 570 nm and an emission wavelength of 590 nm.

For the colony formation assay, 2000 cells per well were seeded into a 6-well plate for each condition. Colonies were allowed to grow for one week and then fixed with 1 mL of 4% paraformaldehyde (ChemCruz) for 1 h at room temperature (RT). After fixation, colonies were stained with 2 mL of 0.1% crystal violet (Sigma) for 1 h at RT. Stained colonies were dissolved in 2 mL of 20% acetic acid, and the signal intensity was measured using a spectrophotometer (bioNova VersaMax microplate reader) at 590 nm.

### Cell-cycle analysis

Cells were trypsinized using a 1:3 dilution of 0.05% trypsin-EDTA (Gibco). The cell pellet was washed with 1× PBS and centrifuged at 2000 rpm for 3 min at 4 °C. Subsequently, the pellet was resuspended in 100 μL of PBS and 900 μL of 70% ethanol, then incubated for 10 min at 4 °C. After incubation, the cells were washed again with PBS under the same conditions. The final pellet was resuspended in 300 μL of a solution containing propidium iodide (PI) (40 μg/mL, Sigma) and RNase A (100 μg/mL, Roche). The mixture was incubated for 15 min at 37 °C in the dark and analyzed using a FACSymphony flow cytometer.

### Apoptosis assay

Cell pellets were prepared as described for cell-cycle analysis. After washing the cell pellet with PBS, the samples were resuspended in 100 μL of Annexin Binding Buffer (10 mM HEPES/NaOH [pH 7.4], 140 mM NaCl, and 2.5 mM CaCl_2_). Control samples not treated with Annexin V were resuspended in 100 μL of PBS. Subsequently, 5 μL of Annexin V-FITC reagent (Immunostep) and/or propidium iodide (PI, 10 μg/mL) was added. The samples were incubated for 15 min at RT in the dark. Following incubation, 400 μL of Annexin Binding Buffer or PBS was added, and the samples were analyzed using a FACSymphony flow cytometer. As a control for cell death, 40 μL of 30% H_2_O_2_ (VWR) was added for 15 min at 37 °C.

### Migration assay

35 mm micro-Dish plates (Ibidi GmbH) were used according to the manufacturer’s protocol. A total of 200,000 cells were seeded per well, and the insert was removed the following day. Cell migration was monitored by capturing images every 10 min over 24 h using a LEICA DMi8 live-cell microscope.

### Neuronal differentiation

The protocol described by Shipley et al. [56] was followed with modifications. A total of 100,000 cells were seeded per condition (6-well plate or 35 mm dish), and retinoic acid (RA, Sigma) was added the following day. In standard medium (DMEM-high glucose supplemented with 10% FBS and penicillin-streptomycin), RA was added at a final concentration of 10 μM and refreshed every three days. After the RA treatment, cells were washed three times with unsupplemented DMEM-high glucose medium. Subsequently, brain-derived neurotrophic factor (BDNF, 50 ng/μL, CELL guidance systems) was added to the unsupplemented DMEM-high glucose medium, which was also refreshed every three days. Following BDNF treatment, a population of mature neurons was obtained and prepared for further experiments.

### Animals

Control C57BL/6 mice were obtained from Janvier Labs. To generate *Prpf40b*^−^^/^^−^ knockout mice, exon 5 of the mouse *PRPF40B* gene was targeted for deletion using CRISPR/Cas9 technology, developed within the framework of the INFRAFRONTIER-I3 European Research Infrastructure [57]. Deletion of this region would result in the disruption of protein function.

### Embryonic neurogenesis

All mice used in this study were handled in accordance with international guidelines for the use of animals in research. All procedures involving animals were approved by the Ethical Committees of CSIC and the Andalusian Government.

Female mice were mated with males in the Animal Experimentation Unit at the IPBLN-CSIC. The presence of a vaginal plug the following morning was considered as embryonic day (E) 0.5. Timed matings were scheduled accordingly, and pregnant females were sacrificed by cesarean section at embryonic stages E10.5 and E14.5. Embryonic heads were collected and processed for RNA and protein extraction as described below.

### RNA isolation and RNA-seq analysis

For gene expression analysis, RNA was extracted from SH-SY5Y WT, SCR, and G2 cells using the Qiagen RNeasy Micro Kit. RNA concentration and integrity were assessed using a NanoDrop system and an Agilent 2100 Bioanalyzer 2100.

Analysis of sequencing data quality, read distribution (e.g., for potential ribosomal contamination), inner distance size estimation, gene body coverage, and strand specificity of the library were performed using FastQC v0.11.2, Picard-Tools v1.119, Samtools v1.0, and RSeQC v2.3.9. Reads were mapped using STAR v2.7.5a [58] on the Human hg38 genome assembly, and read count was performed using featureCounts from SubRead v1.5.0 and the Human FAST DB v2021_3 annotations.

Gene expression was estimated as previously described [59]. Only genes expressed in at least one of the two compared conditions were analyzed further. Genes were considered expressed if their FPKM value was greater than the FPKM of 98% of the intergenic regions (background). Analysis at the gene level was performed using DESeq2 [60]. Genes were considered differentially expressed for fold-changes ≥1.5 and p-values ≤ 0.05.

Overrepresented analyses and GSEA [61] were performed using WebGestalt v0.4.4 [62], merging results from upregulated and downregulated genes, as well as all regulated genes. Pathways and networks were considered significant with p-values ≤ 0.05.

Splicing analysis was first performed by considering only exon reads and flanking exon-exon junction reads (“EXON” analysis) to potentially detect new alternative events that could be differentially regulated (i.e., without considering known alternative events). Splicing analysis was also performed using known splicing patterns (“PATTERN” analysis) based on the FAST DB splicing pattern annotations (i.e., for each gene, all possible splicing patterns are defined by comparing exon content of transcripts). All types of alternative events were analyzed: alternative first exons, alternative terminal exons, cassette exons, mutually exclusive exons, alternative 5′ donor splice sites, alternative 3′ acceptor splice sites, intron retention, internal exon deletion, and complex events corresponding to a mix of several alternative event categories. “EXON” and “PATTERN” analyses are based on the splicing-index calculation as previously described [63, 64]. Results were considered statistically significant for p-values ≤ 0.05 and fold-changes ≥1.5 in the “PATTERN” analysis, and p-values ≤ 0.01 and fold-changes ≥2.0 in the “EXON” analysis. Finally, significant results from “EXON” and “PATTERN” analyses were merged to generate a single result list.

Splice site scores were calculated using MaxEntScan [65]. Polypirimidine tract length, score, and distance of the branchpoint from the acceptor site were evaluated using SVM-BPfinder [43].

### RT-qPCR analysis

RNA extraction from all cells was performed using RNA-Solv reagent (Omega Bio-tek). A total of 400 μL of reagent was added to the cell pellet, followed by phenol/chloroform extraction at a 1:1 ratio. The samples were stored at −80 °C until further use. Approximately 500 ng of RNA was reverse transcribed using 2 μL of 5× PrimerScript RT Master Mix (Takara Bio Europe) according to the manufacturer’s protocol. To quantify endogenous transcripts, SYBR™ Green PCR Master Mix (Bio-Rad) and the CFX96 Real-Time PCR Detection System were used. Primer sequences are provided in the Supplemental Information (Supplementary Table 4).

In all RT-qPCR experiments, GAPDH expression was used as an internal control. The quantification of expression was performed using the Pfaffl method [66], which accounts for primer efficiencies between the gene of interest and the housekeeping gene to improve reproducibility.

### Protein extraction and western blot analysis

Protein extraction from cell lines was performed using two strong buffers suitable for extracting nuclear and cytoplasmic proteins. For RIPA extraction, the cell pellet was resuspended in 100–500 μL of RIPA buffer (50 mM Tris [pH 7.5], 1% NP-40, 0.05% SDS, 1 mM EDTA, 150 mM NaCl, 0.5% sodium deoxycholate, 1 mM dithiothreitol [DTT], 1 mM phenylmethylsulfonyl fluoride [PMSF], and a protease inhibitor mixture [Complete, Roche]) and incubated for 30 min at 4 °C. The cell lysate was then centrifuged at maximum speed for 5 min at 4 °C, and the supernatant was collected. Alternatively, the cells were scraped with 50–500 μL of TR3 buffer (10 mM Na_2_HPO_4_, 3% SDS, 10% glycerol, completed with Milli-Q water). The cell extracts were sonicated for 10 s at a constant pulse and centrifuged at maximum speed for 5 min. The samples were stored at −80 °C until use.

Western blotting was performed as previously described [67]. Protein extracts were separated by SDS-PAGE and transferred to a nitrocellulose membrane (Amersham). The primary antibody was incubated overnight (approximately 16 h) at 4 °C. After washing the membrane with PBS-TWEEN, secondary peroxidase-conjugated antibodies were applied for 1 h at RT. Bound antibodies were detected using ECL™ Start Western Blotting Detection Reagent (Amersham). Antibody sources are provided in the Supplemental Information (Supplementary Table 5). Full-size, uncropped immunoblot images are provided in the Supplemental Material.

### Immunofluorescence

Immunofluorescence in the different SH-SY5Y cell lines was performed as previously described [67]. Images were acquired using the SP8 super-resolution STED confocal microscope. The images were then analyzed and quantified using LAS AF software v2.3.6 and ImageJ (win64).

### Statistics

The statistical analysis was performed using the statistical package included in GraphPad Prism 9.0.1 software. Student’s *t*-test was used to determine significant differences. The data in the graphs represent the mean ± SEM of independent experiments. A p-value < 0.05 was considered significant (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, and ****p ≤ 0.0001). Semiquantitative analysis of Western blot bands was performed using Image Lab Software (Bio-Rad). All experiments were performed at least three times. The primary objective of the analysis was to explore group differences under the assumption of similar distributional characteristics. Given the relatively balanced sample sizes across groups, the impact of potential variance heterogeneity on the results was considered minimal.

The primary objective of the analysis was to explore group differences under the assumption of similar distributional characteristics. Given the relatively balanced sample sizes across groups, the potential impact of variance heterogeneity on the results was considered minimal. Therefore, formal testing for variance homogeneity (e.g., Levene’s test) was not conducted in this study.

## Supplementary information

Supplemental Material (uncroppedWB)

Supplemental Information

Dataset 1 (Supplementary Table 1)

Dataset 2 (Supplementary Table 2)

Dataset 3 (Supplementary Table 3)

## Data Availability

The accession number for the RNA-seq data reported in this paper is GEO: GSE293518.

# Supplementary material for: Regulation of NTRK2 alternative splicing by PRPF40B controls neural differentiation and synaptic plasticity
**Source:** Cell Death Dis. 2025 Dec 8;17(1):73. doi: 10.1038/s41419-025-08301-9

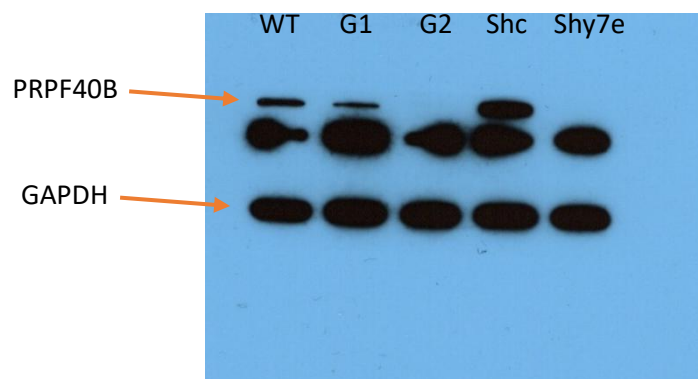

FIGURE 1-A AND FIGURE S1-A

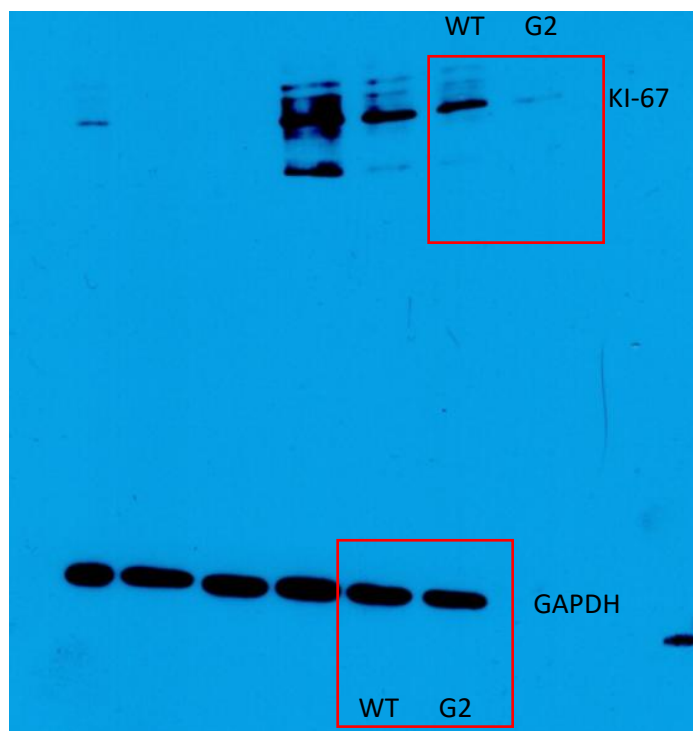

FIGURE 1-B

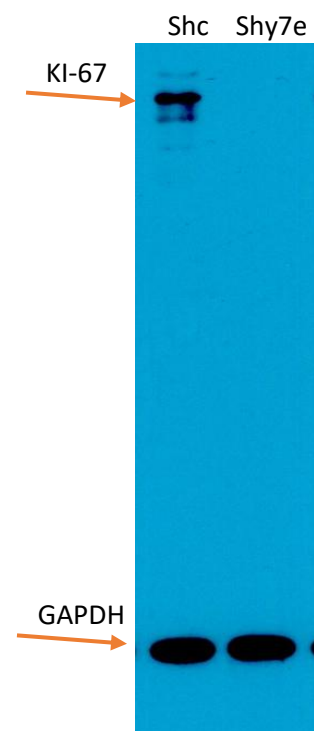

FIGURE S1-B

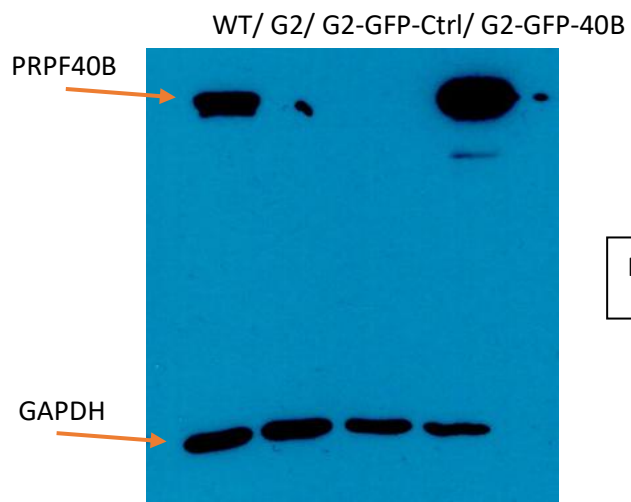

FIGURE S2-B

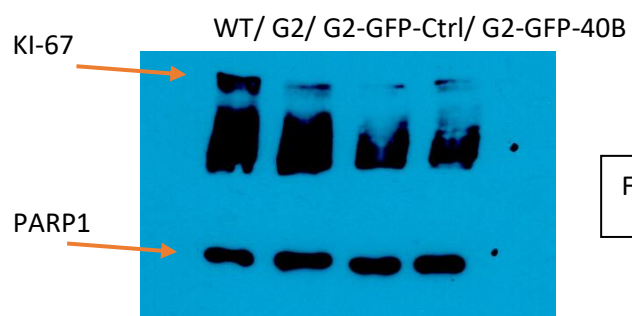

FIGURE S2-D

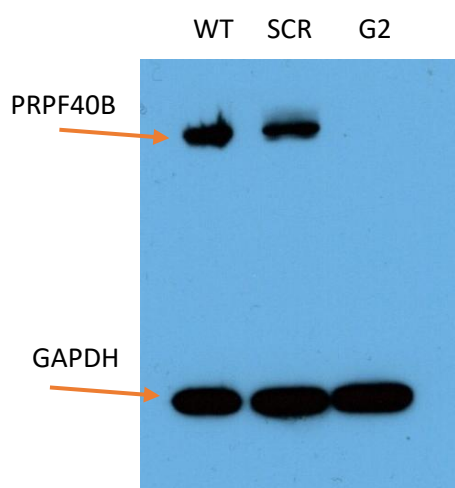

FIGURE 3-A

FIGURE 5-B

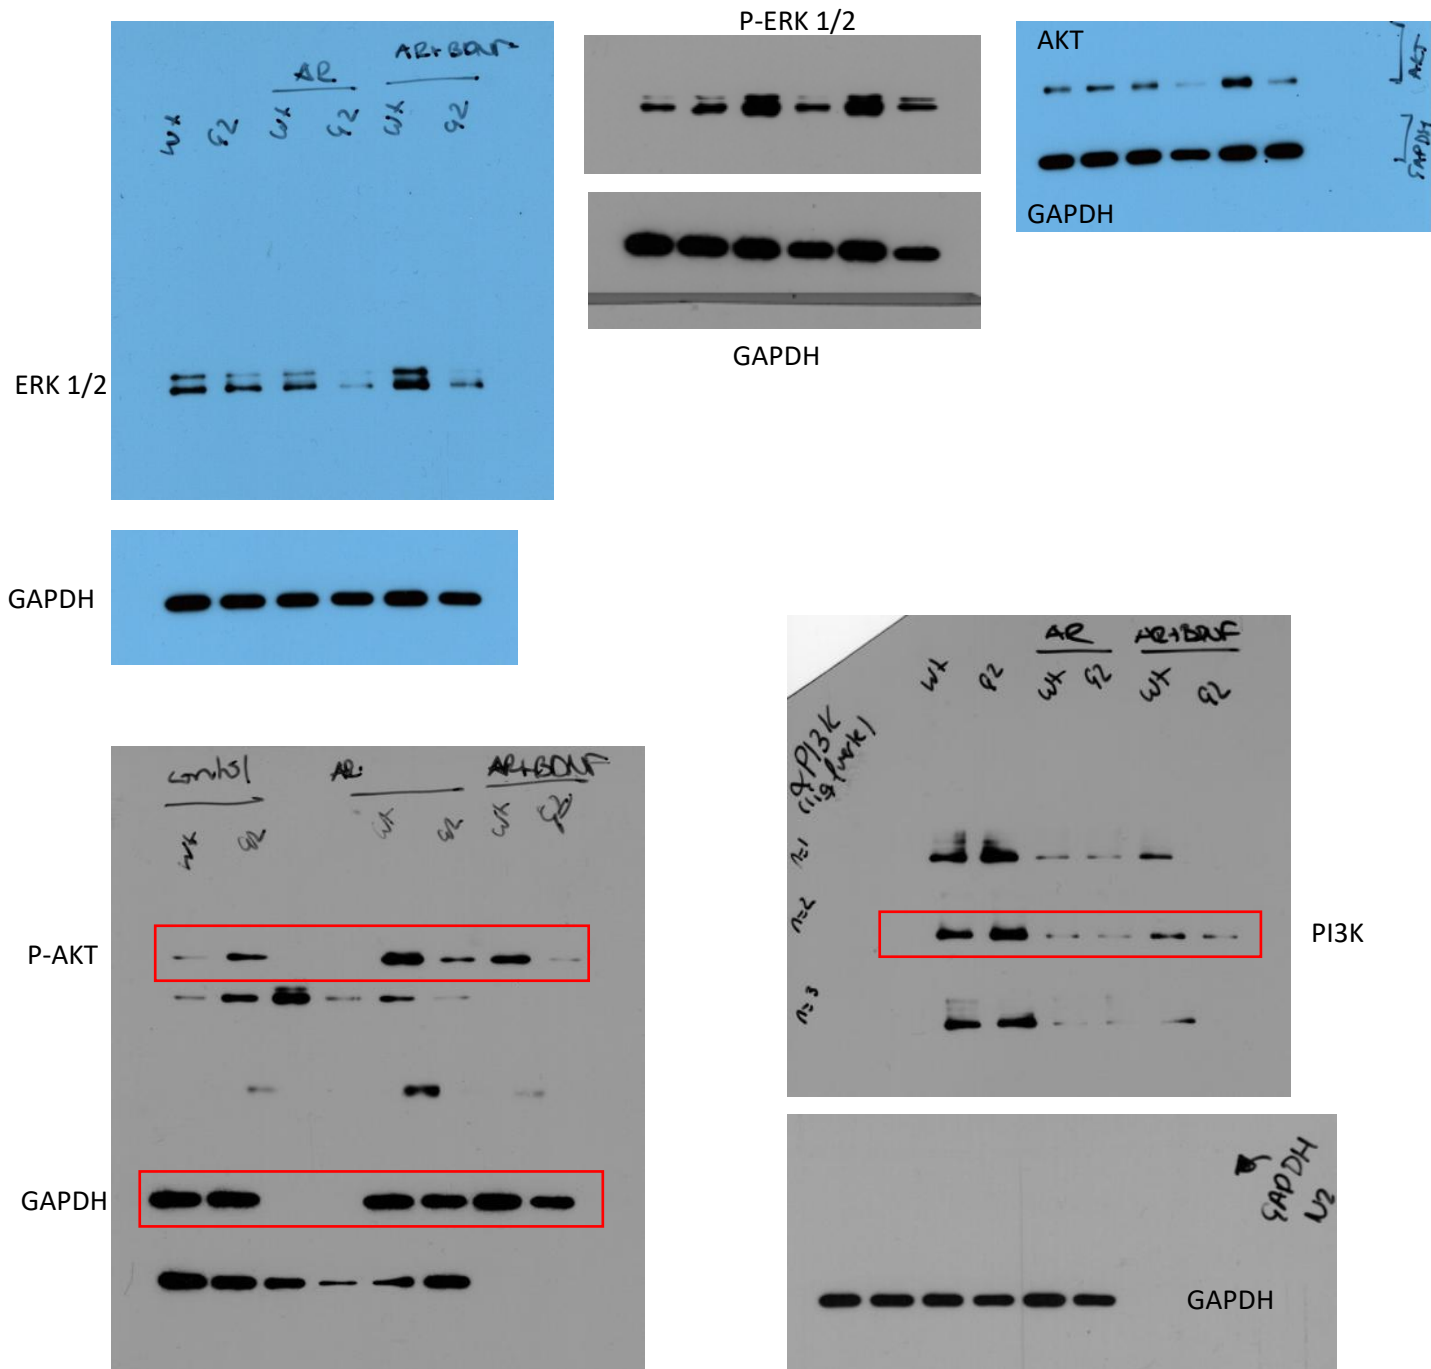

FIGURE 5-C

N-CADHERIN

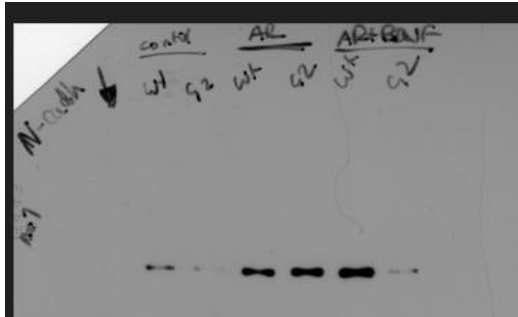

COMPLEXIN 1/2

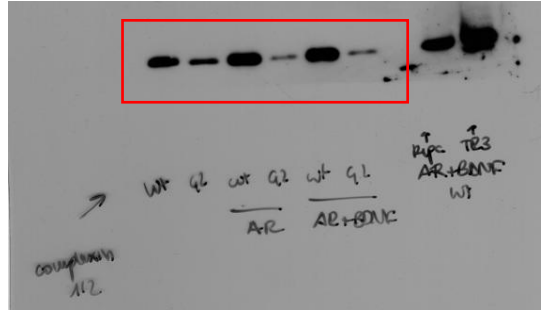

GAPDH

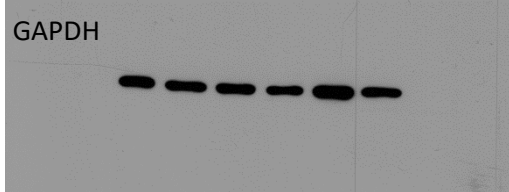

GAPDH

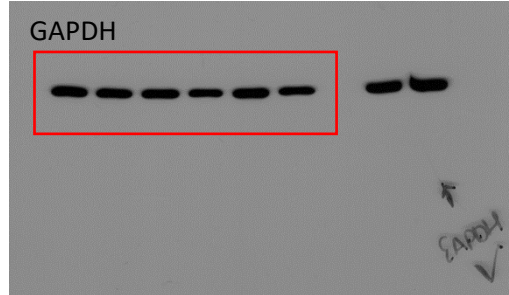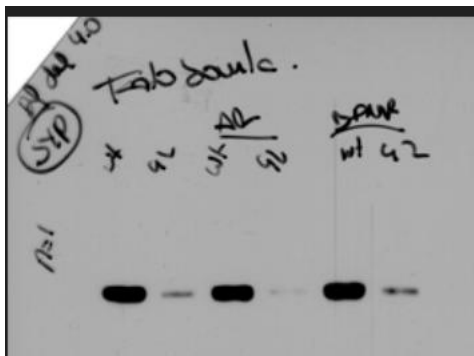

SYP

SYNAPSIN 1 a/b

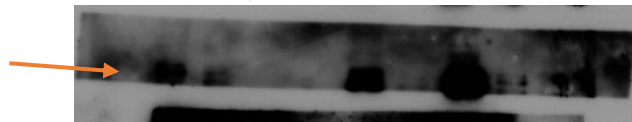

GAPDH

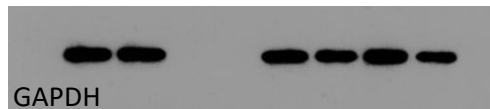

GAPDH

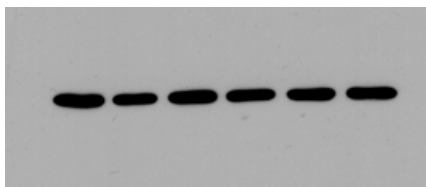

FIGURE 5-D

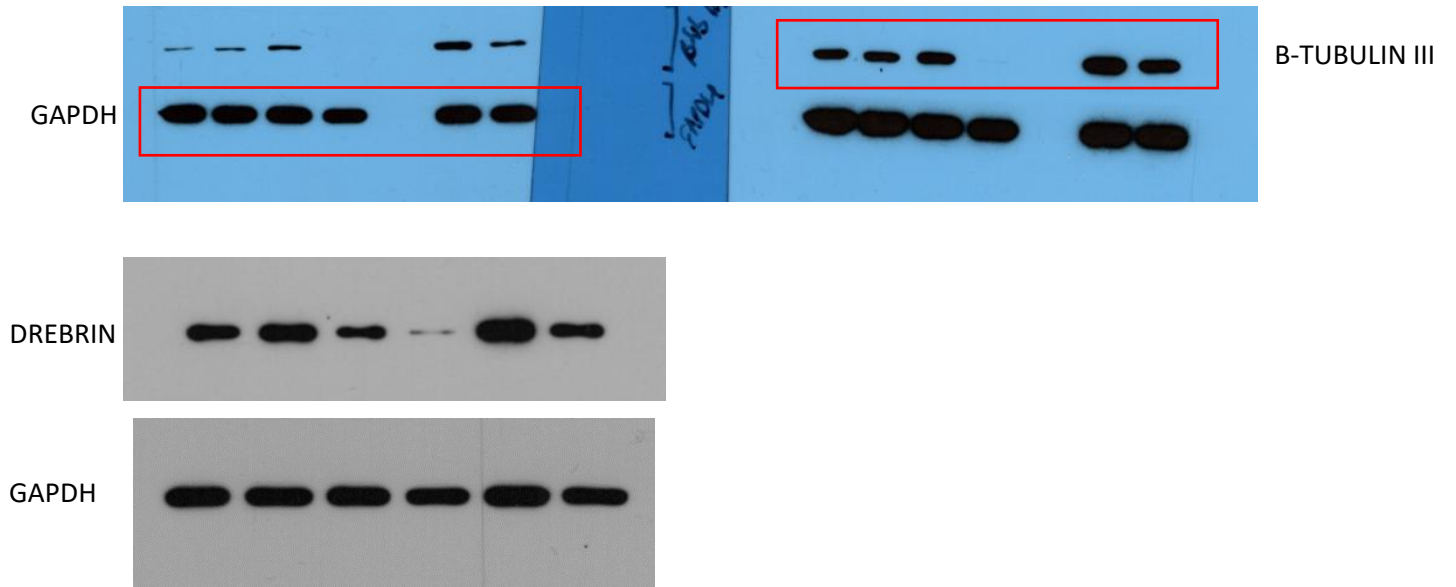

FIGURE 5-E

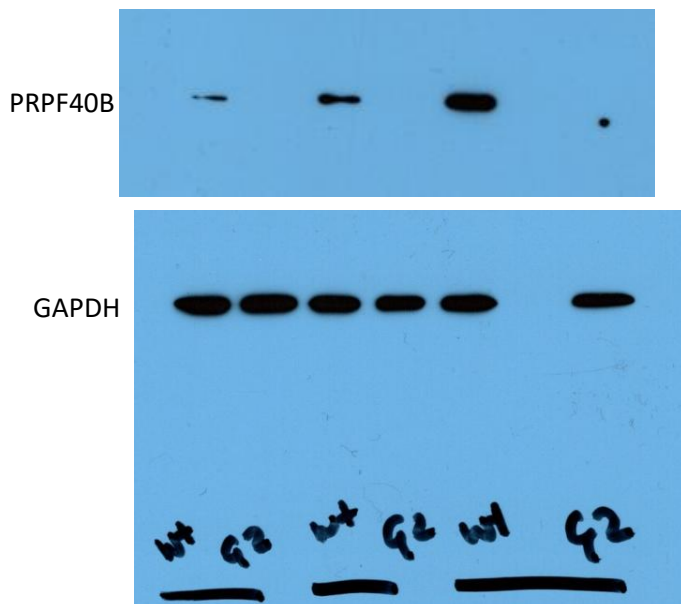

FIGURE 6-B

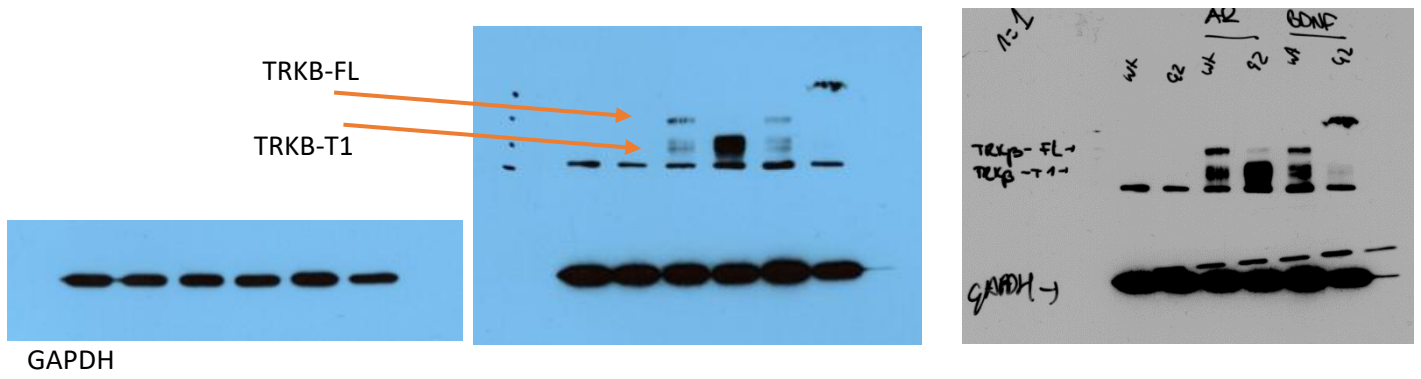

FIGURE 7-B

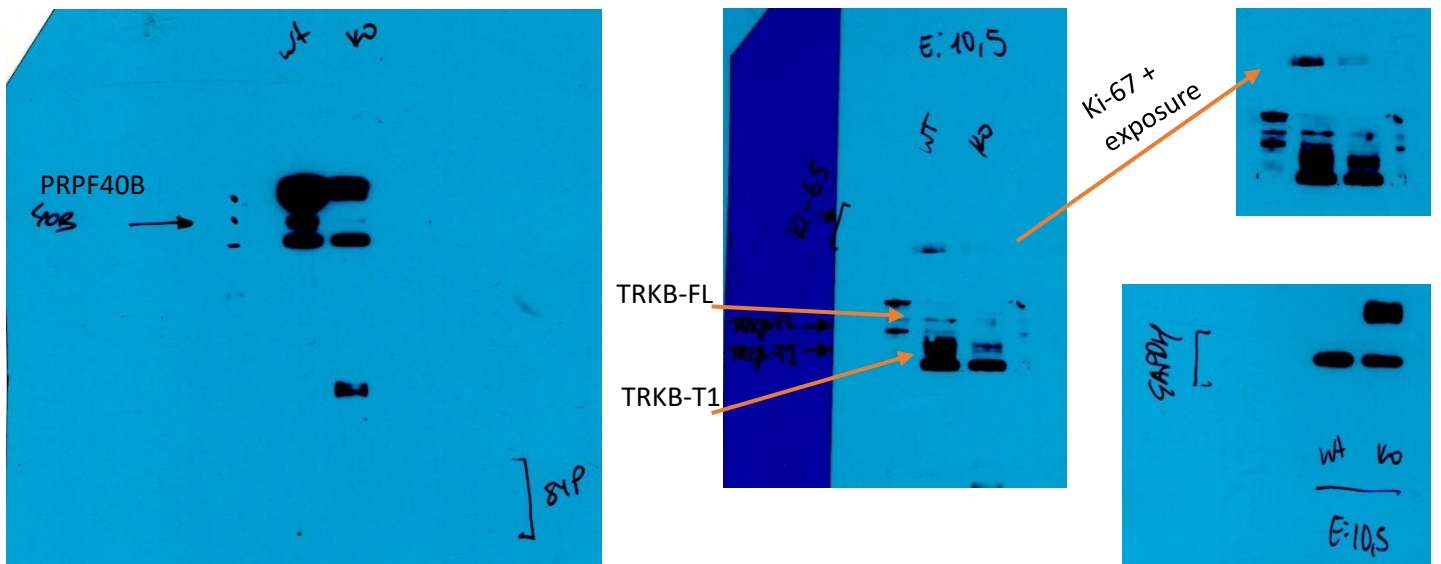

FIGURE 7-C

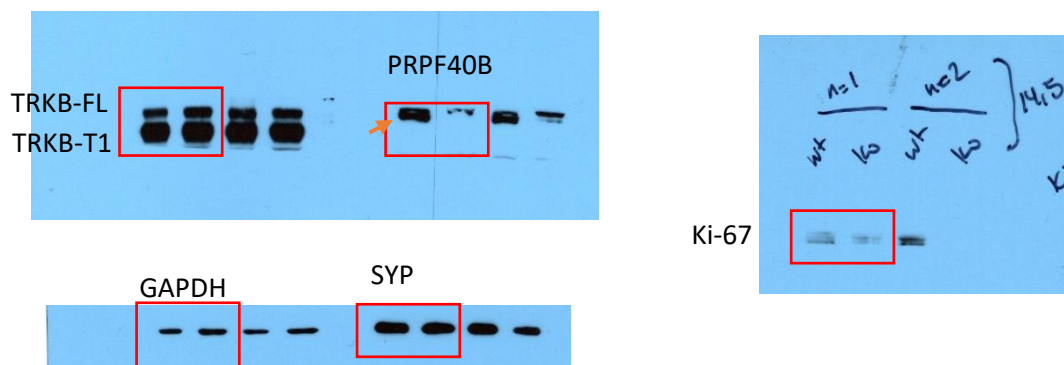

FIGURE S8-B

HIGH EXPOSURE

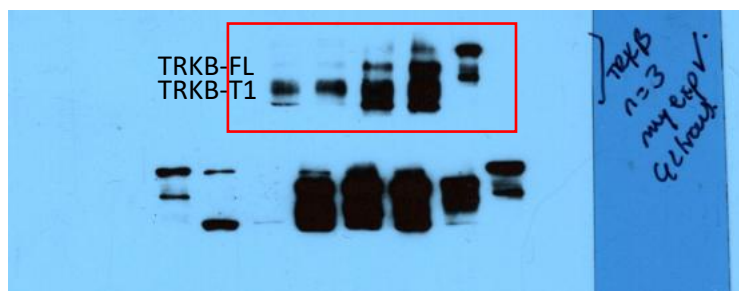

LOW EXPOSURE

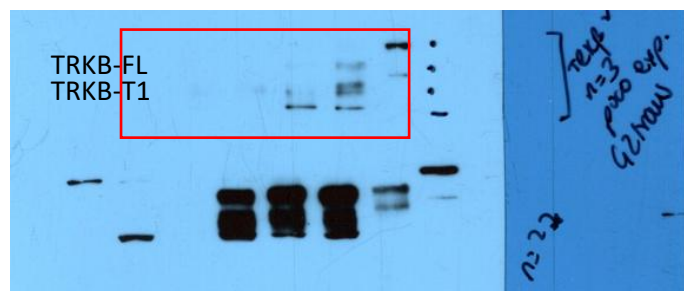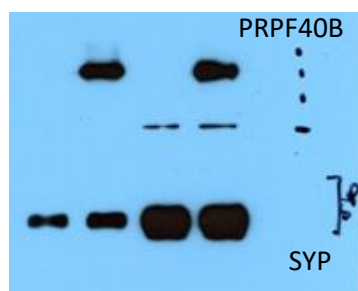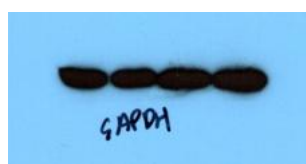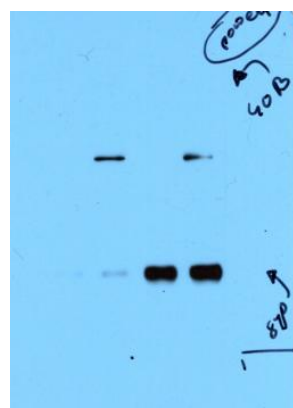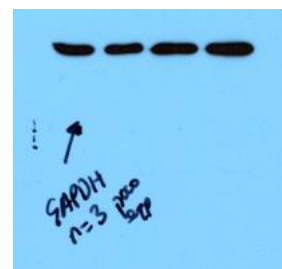

FIGURE S8-C

HIGH EXPOSURE

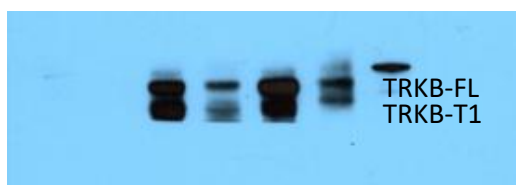

LOW EXPOSURE

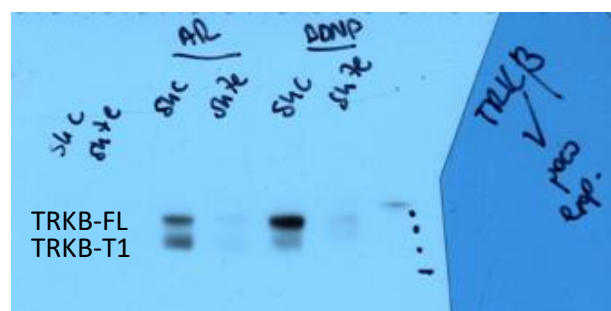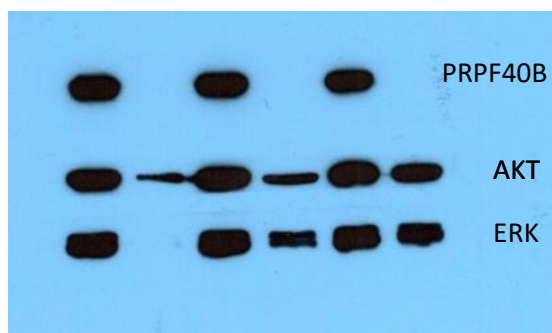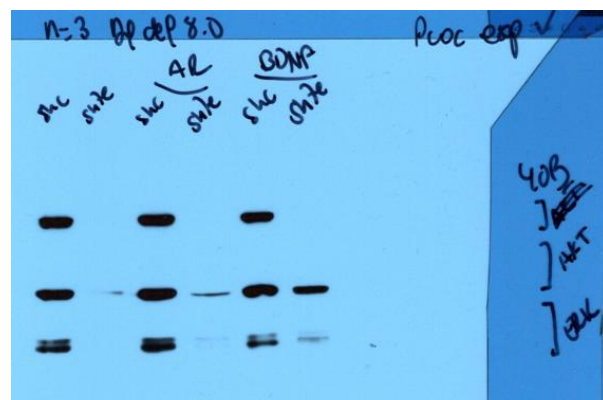

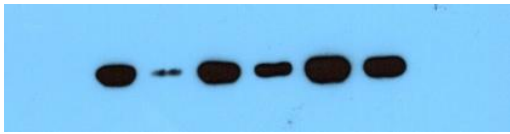

SYP

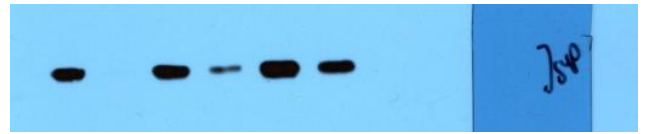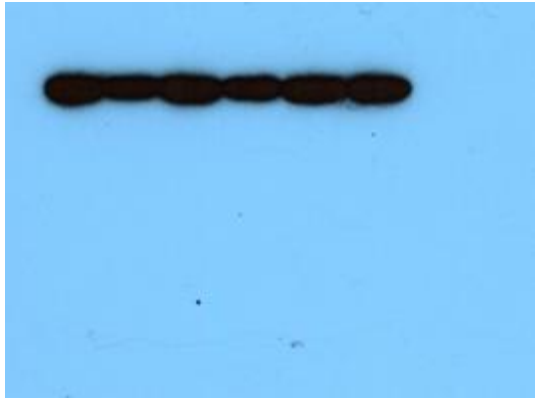

GAPDH

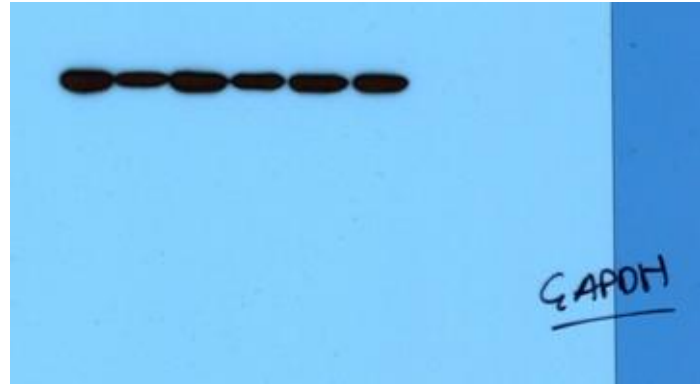

**Supplement:** Supplementary file 1 — Supplemental Material (uncroppedWB)

# Supplementary material for: Regulation of NTRK2 alternative splicing by PRPF40B controls neural differentiation and synaptic plasticity
**Source:** Cell Death Dis. 2025 Dec 8;17(1):73. doi: 10.1038/s41419-025-08301-9
**Supplement:** Supplementary file 2 — Supplemental Information

## SUPPLEMENTAL INFORMATION

### SUPPLEMENTAL FIGURES

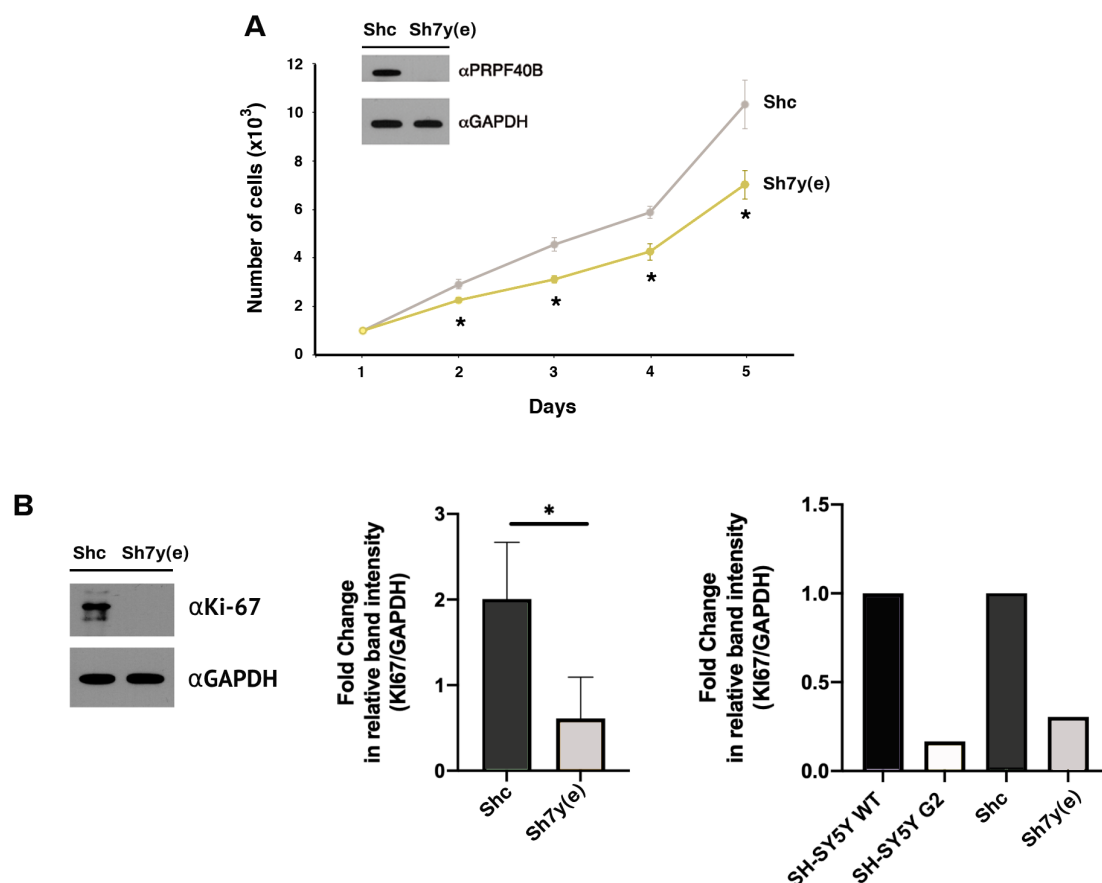

**Fig. 1. PRPF40B silencing reduces cell viability and proliferation.**

**A** Resazurin assay measuring cell viability in SH-SY5Y cells transfected with either a control shRNA (Shc) or PRPF40B-specific shRNA (Sh7y(e)) over five consecutive days. Inset: PRPF40B expression was assessed by Western blot using specific antibodies.

**B** Western blot analysis (left) and quantification (right) of Ki-67 expression in Shc and Sh7y(e) cells. Quantification analysis of protein expression using SH-SY5Y WT, G2, Shc, and Sh7y(e) cell lines is also shown.

Data represent the mean  $\pm$  SEM from three independent experiments. Statistical significance: \* $p \leq 0.05$ .

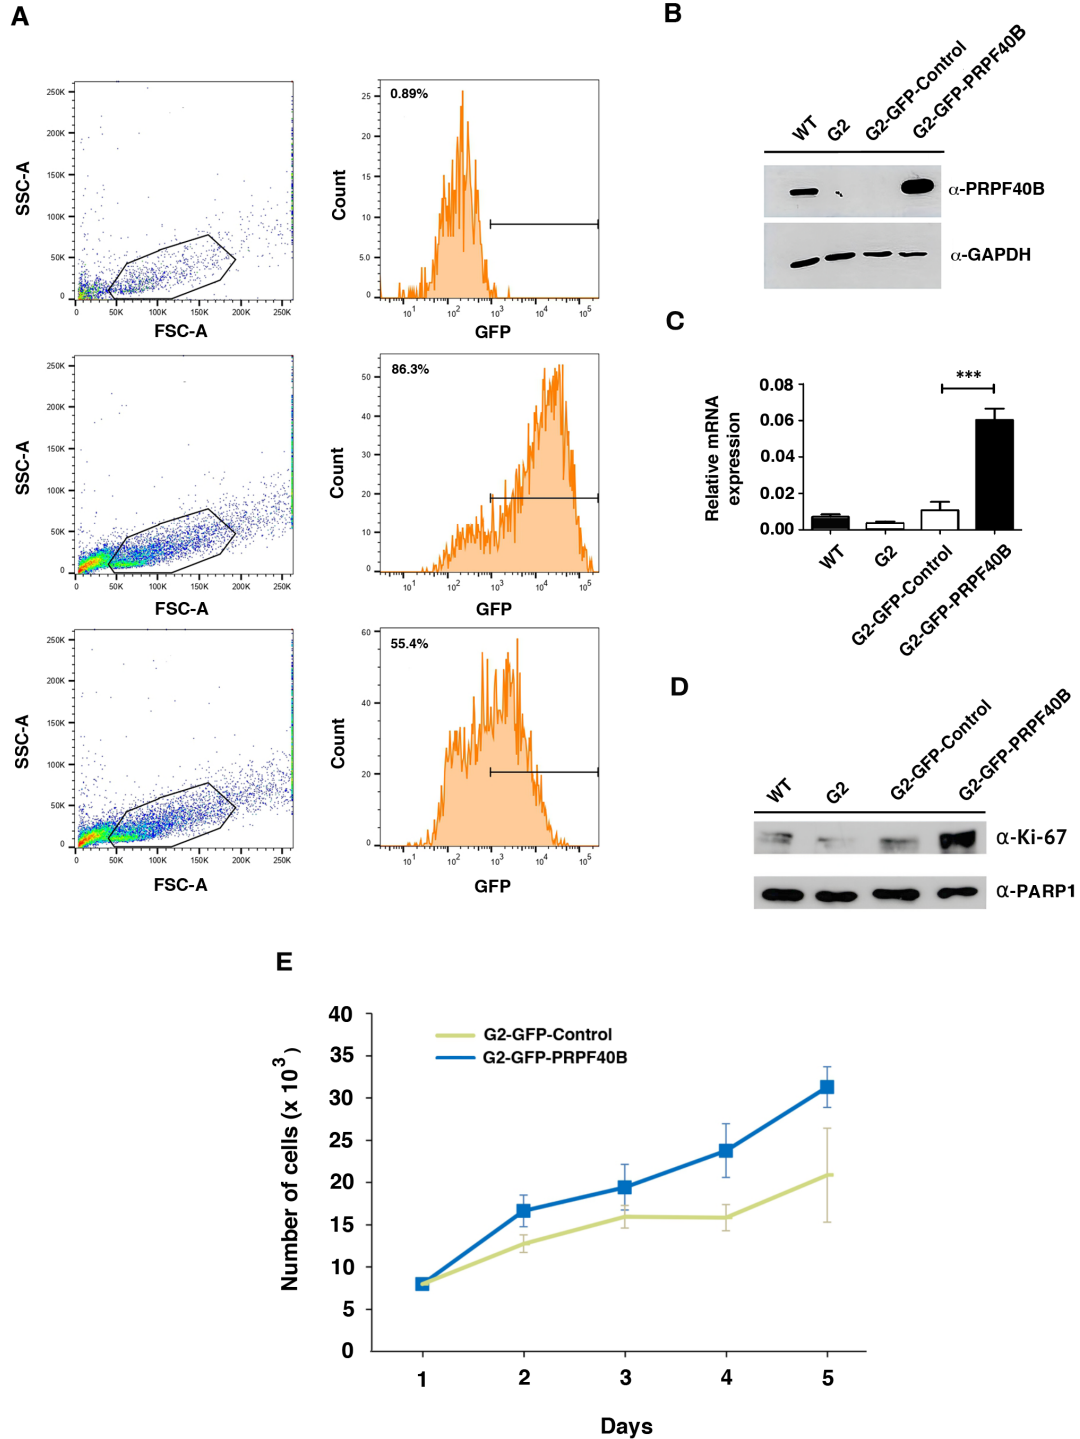

**Fig. 2. PRPF40B overexpression restores proliferation in G2 cells.**

**A** Graphical representation of flow cytometry results showing GFP expression in G2 cells transduced with either an empty MigR1 retrovirus or retroviruses overexpressing PRPF40B (G2-GFP-Control and G2-GFP-PRPF40B). The transduction efficiency is indicated as a percentage within the graph panels.

**B** Western blot analysis of PRPF40B expression in SH-SY5Y WT, G2, G2-GFP-Control, and G2-GFP-PRPF40B cells. The antibodies used are listed on the right.

**C** Relative mRNA expression levels of PRPF40B in SH-SY5Y WT, G2, G2-GFP-Control, and G2-GFP-PRPF40B cells.

**D** Western blot analysis of Ki-67 expression in SH-SY5Y WT, G2, G2-GFP-Control, and G2-GFP-PRPF40B cells. The antibodies used are listed on the right.

**E** Resazurin assay measuring cell viability in G2-GFP-Control and G2-GFP-PRPF40B cells over five consecutive days.

Data represent the mean  $\pm$  SEM from three independent experiments. Statistical significance: \*\*\* $p \leq 0.001$ .

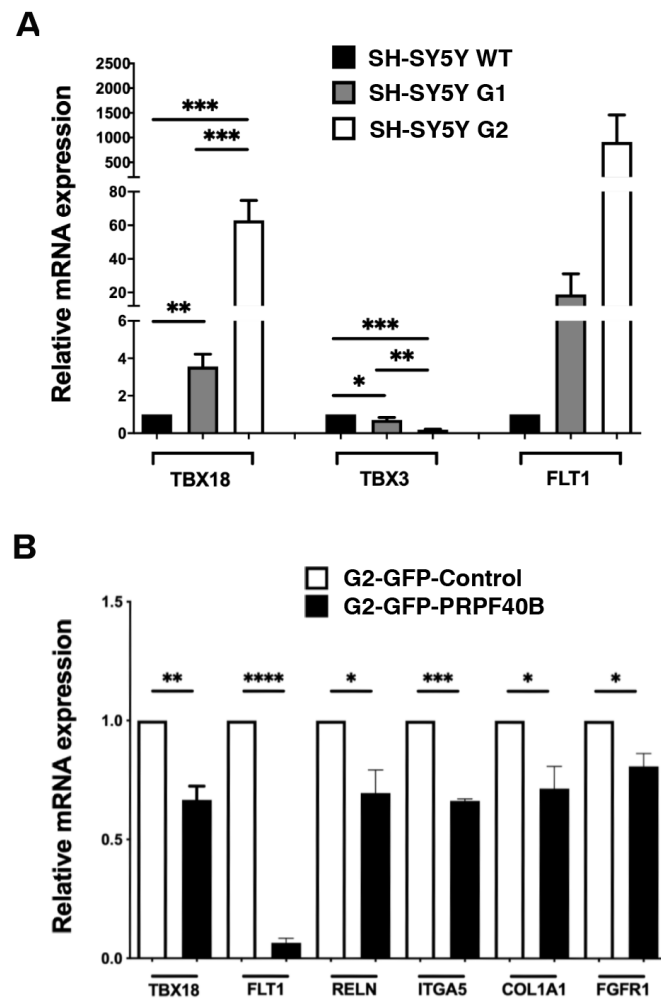

**Fig. 3. RT-qPCR validation of differentially expressed genes.**

**A** RT-qPCR analysis of selected DE genes in SH-SY5Y WT, G1, and G2 cells.

**B** RT-qPCR analysis of the indicated DE genes in G2-GFP-Control and G2-GFP-PRPF40B cells.

Data represent the mean  $\pm$  SEM from three to seven independent experiments. Statistical significance: \* $p \leq 0.05$ , \*\* $p \leq 0.01$ , \*\*\* $p \leq 0.001$ , and \*\*\*\* $p \leq 0.0001$ .

**A**

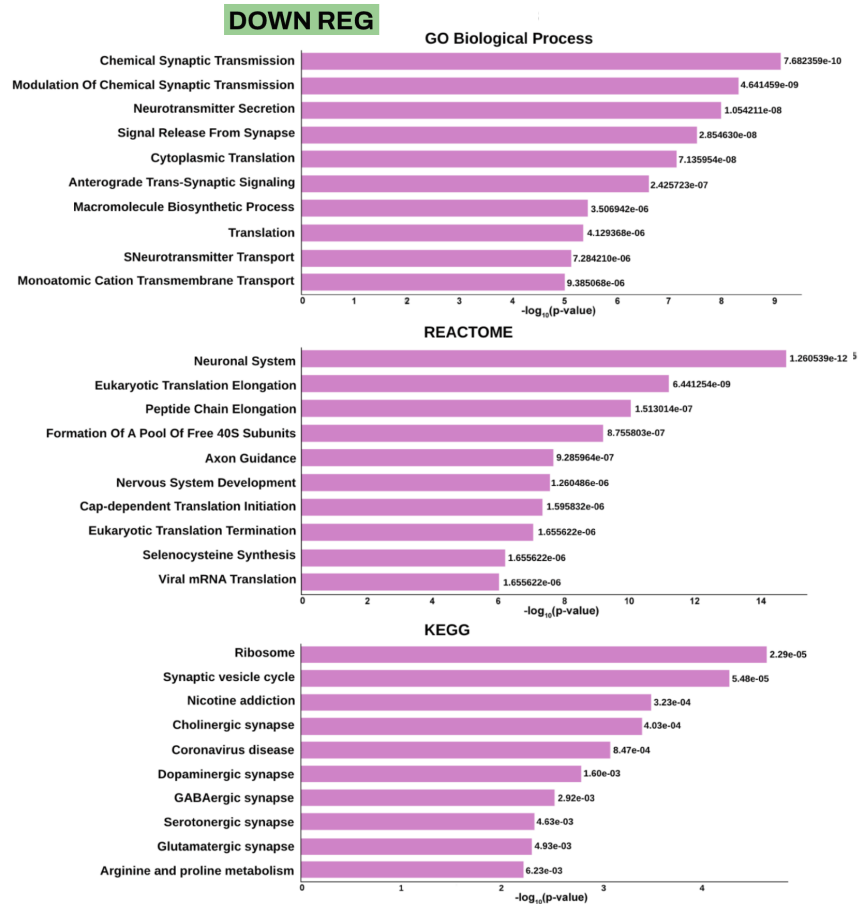

**B**

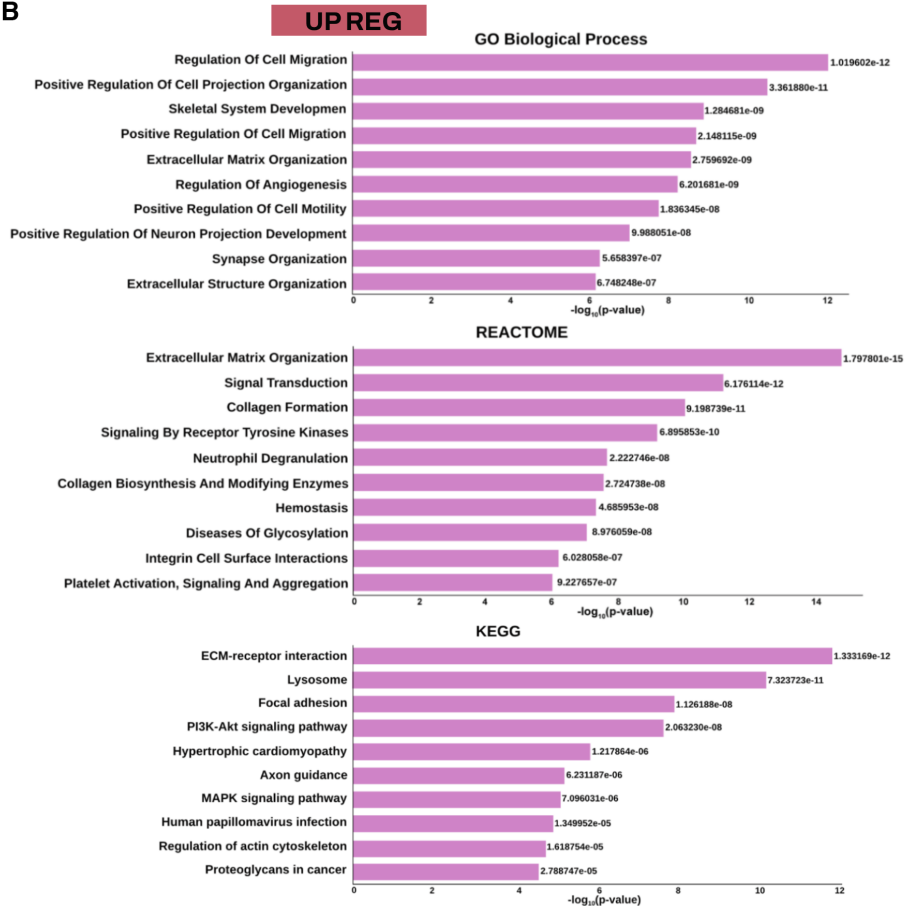

**Fig. 4. GO, REACTOME, and KEGG pathway enrichment analyses of differentially expressed genes.**

GO term enrichment analysis (Biological process domain), along with REACTOME and KEGG pathway enrichment analyses, was performed using all differentially downregulated (**A**) and upregulated (**B**) genes detected upon PRPF40B silencing. A subset of the top enriched pathways and their  $-\log_{10}$  enrichment values are shown.

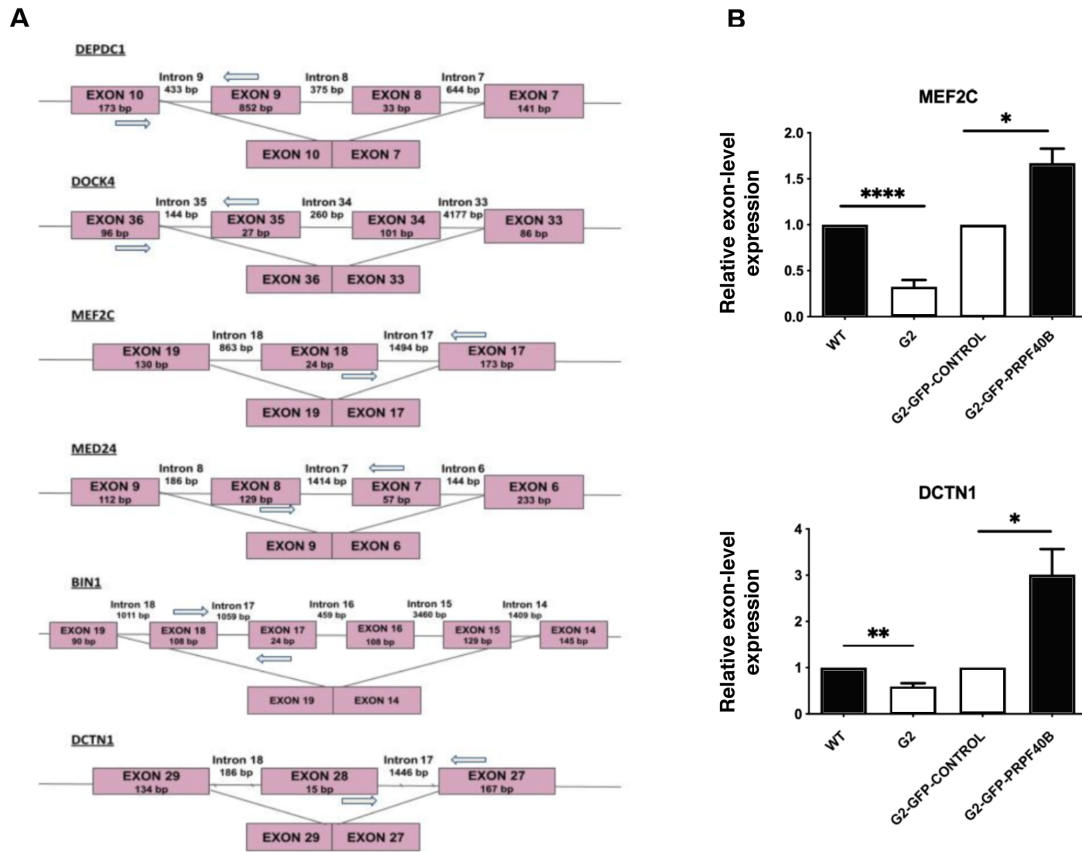

**Fig.5. Analyses of RNA-seq data for alternative splicing data.**

**A** Schematic representation of each validated target gene (Figure 4E), showing exons (boxes), introns (lines), and the predicted alternative processing event. Arrows indicate primer locations.

**B** RT-qPCR analysis of the indicated genes in SH-SY5Y WT, G2, G2-GFP-Control, and G2-GFP-PRPF40B cells, demonstrating the restoration of regulated exon expression upon PRPF40B overexpression.

Data represent the mean  $\pm$  SEM from three independent experiments. Statistical significance: \* $p \leq 0.05$ , \*\* $p \leq 0.01$ , and \*\*\*\* $p \leq 0.0001$ .

**A**

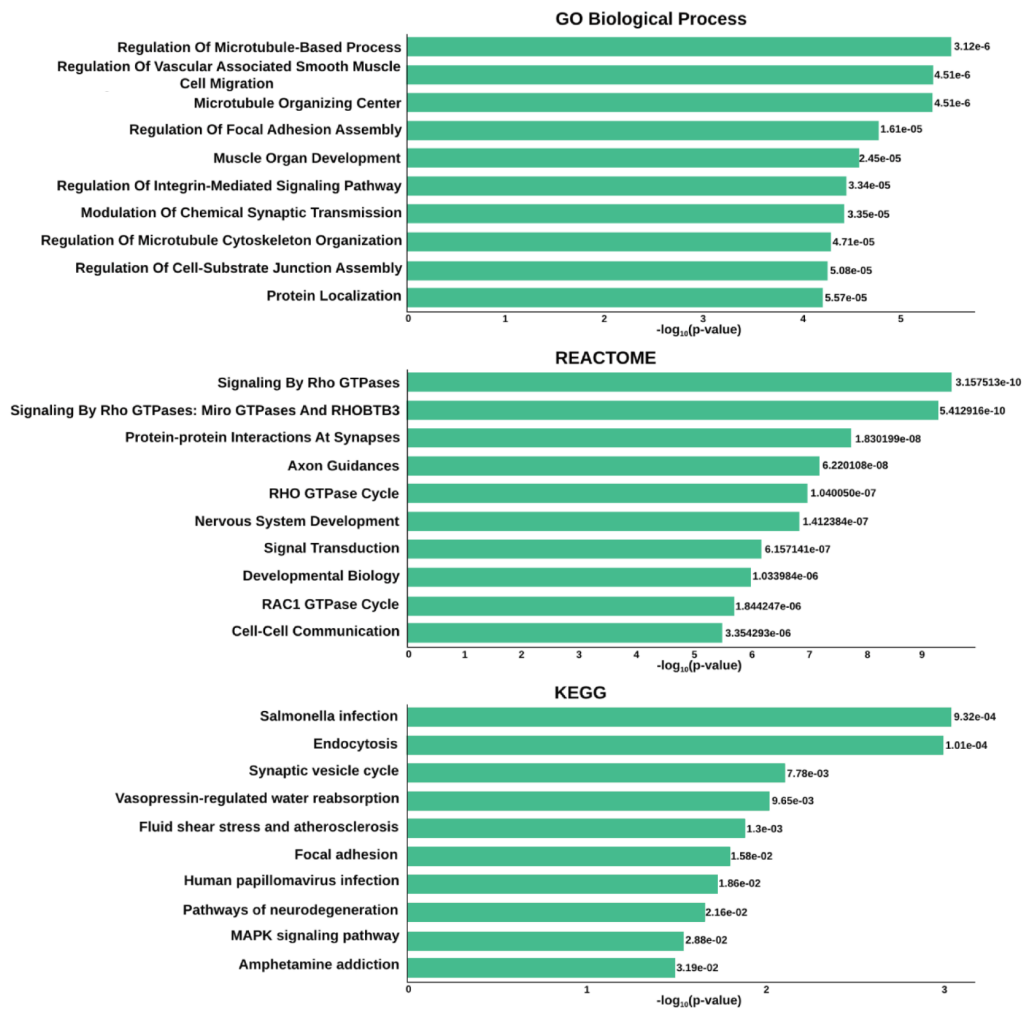

**B**

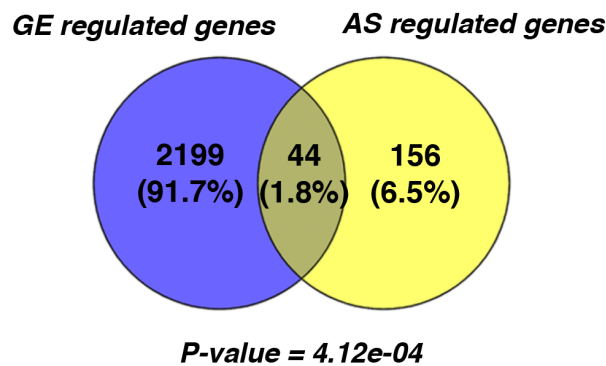

**Fig. 6. GO, REACTOME, and KEGG pathway enrichment analyses of differentially expressed splicing events.**

**A** GO term enrichment analysis (Biological process domain), along with REACTOME and KEGG pathway enrichment analyses, was performed using all differentially regulated alternative splicing events.

**B** Overlap of genes with differential gene expression and differential alternative splicing.

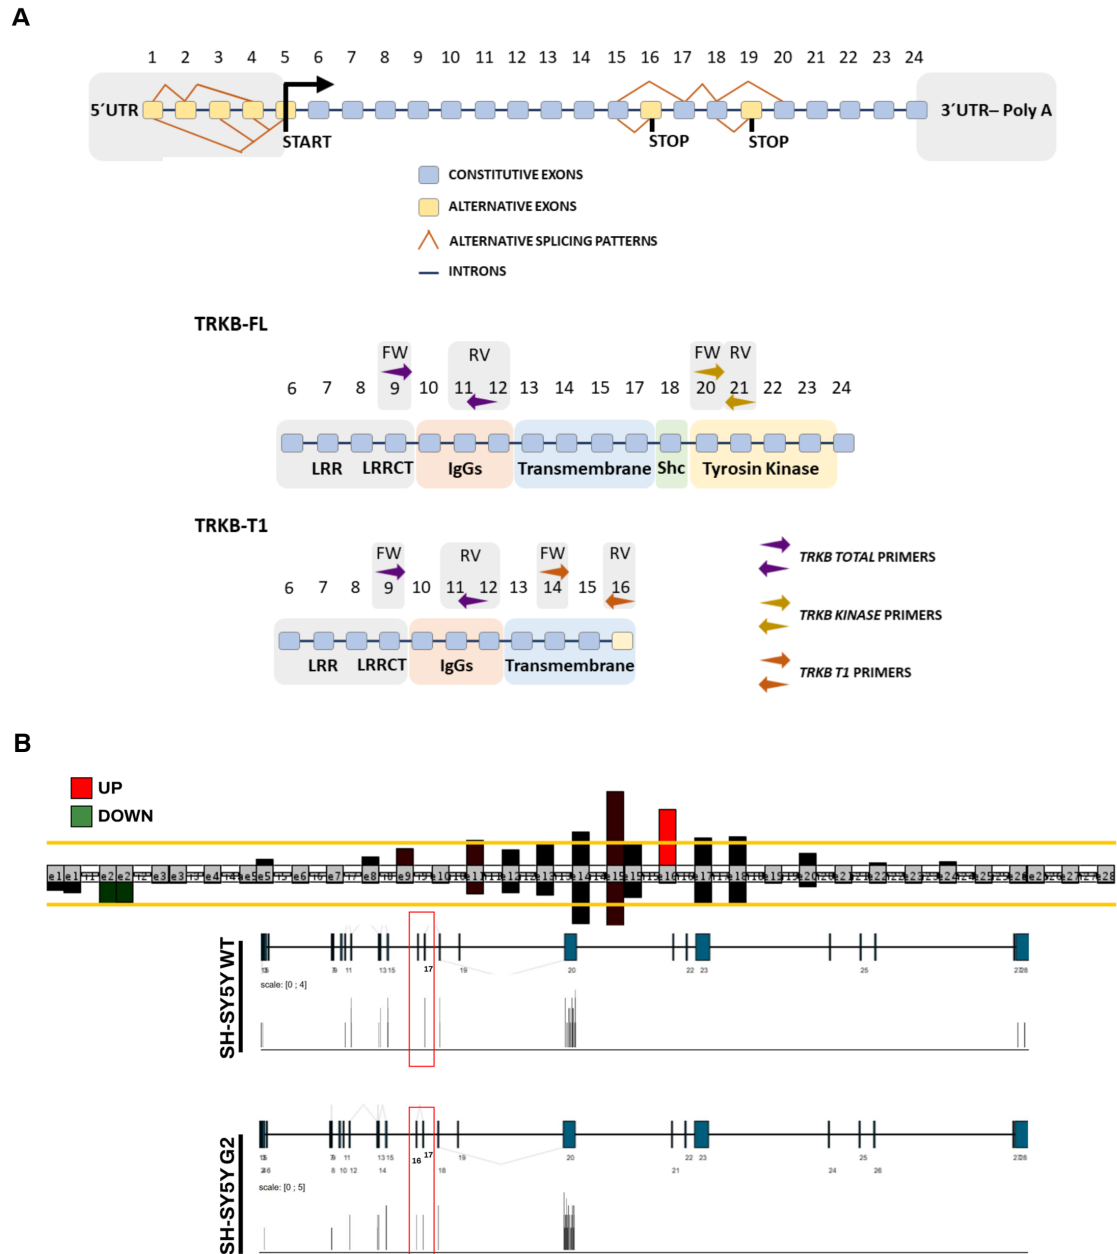

**Fig. 7. Alternative splicing of *NTRK2* and its regulation by PRPF40B.**

**A** Schematic representation of *NTRK2* pre-mRNA. Exons and introns are depicted as boxes and horizontal lines, respectively. Alternative splicing patterns are represented by red lines connecting exons. Constitutive exons are shown in blue, while alternative exons are shown in yellow. The positions of two alternative stop codons are also indicated. Below, the two main mature transcripts derived from *NTRK2* pre-mRNA (TRKB-FL and TRKB-T1) through alternative splicing are illustrated. The predicted domains of TRKB, including Leucine-rich repeats (LRR), Leucine-rich repeat C-terminal domain (LRRCT), Immunoglobulin-like domains (IgGs), transmembrane domain, Src homology 2 domain (Shc), and the protein kinase domain, are shown. The positions of primers used to detect total TRKB, TRKB-FL, and TRKB-T1 are indicated above the diagrams.

**B** Representation of the *NTRK2* gene cluster using the EASANA visualization module. Exon and their corresponding numbers are shown in gray rectangles. Each bar represents a probe. Bar height indicates the mean signal intensity (log 2 scale) under control or PRPF40B-depleted conditions. Red bars represent upregulated probes, green bars indicate downregulated probes,

and black bars correspond to probes with no intensity change between conditions. Below the diagram, a magnified schematic highlights exon 16 change.

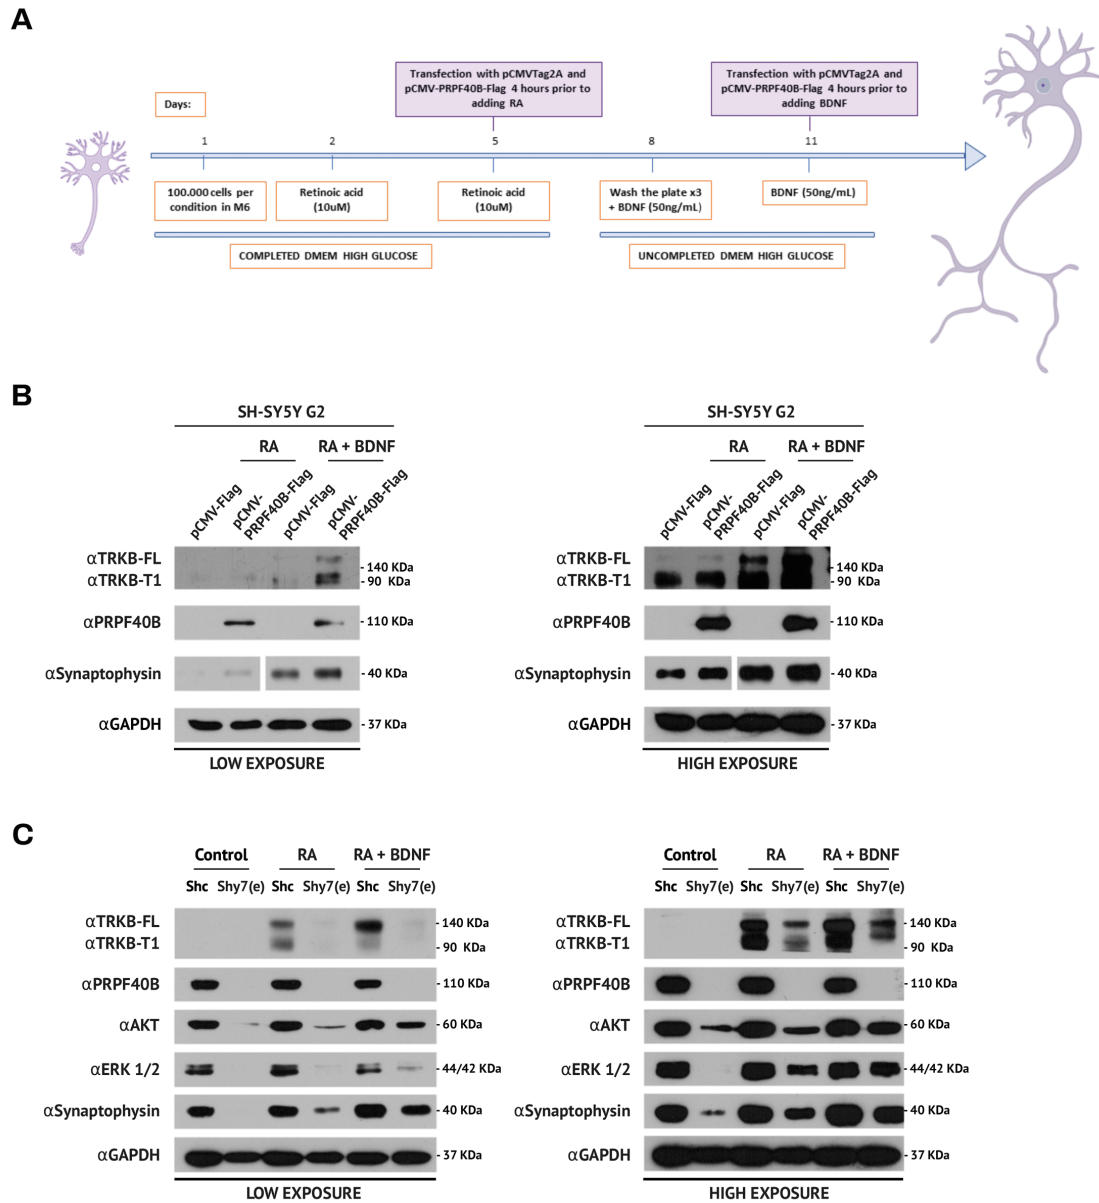

**Fig.8. Differentiation protocol and protein expression analysis**

**A** Schematic representation of the differentiation protocol using RA and BDNF, along with the overexpression of PRPF40B and control proteins.

**B** Western blot analysis of TRKB-FL, TRKB-T1, PRPF40B, and Synaptophysin expression levels in G2 cells treated with RA or RA + BDNF, following the differentiation protocol shown in panel A.

**C** Western blot analysis of TRKB-FL, TRKB-T1, PRPF40B, and key regulators of neuronal growth, migration, and differentiation in control, RA, and RA + BDNF-treated G2 cells.

## SUPPLEMENTAL TABLES

**Table 4: List of Oligonucleotides**

| NAME                 | SEQUENCE                           |
|----------------------|------------------------------------|
| <b>TRANSCRIPTION</b> |                                    |
| SPARC FW             | 5'-ATGGTGCAGAGGAAACCGAA-3'         |
| SPARC RV             | 5'-TTCTCATCCAGCTCGCACAC-3'         |
| GAP43 FW             | 5'-CCATGCTGTGCTGTATGAGAAGAAC-3'    |
| GAP43 RV             | 5'-AAGCAAGGGCTGAGGTGTTA-3'         |
| TBX18 FW             | 5'- CTTGACAAGCTGAAGCTCAC-3'        |
| TBX18 RV             | 5'- GGCTTGATGGGAGAAAGATCG-3'       |
| TBX3 FW              | 5'- TCCCAAGTGATCACGCTACG-3'        |
| TBX3 RV              | 5'-GTGTCCCGGAAACCTTTTGC-3'         |
| IGFBP3 FW            | 5'- GACTACGAGTCTCAGAGCAC-3'        |
| IGFBP3 RV            | 5'- TCTTGTCACAGTTGGGAATGTG-3'      |
| RELN FW              | 5'- TCGTCCTAGTAAGCACTCGCA-3'       |
| RELN RV              | 5'- ATCGCCTAAGTGACCTTCGT-3'        |
| ITGA5 FW             | 5'- GGCTTCAACTTAGACGCGGA-3'        |
| ITGA5 RV             | 5'- GGCCGGTAAAACTCCACTGA-3'        |
| COL1A1 FW            | 5'- TAGGGTCTAGACATGTTTCAGCTTTGT-3' |
| COL1A1 RV            | 5'- GTGATTGGTGGGATGTCTTCGT-3'      |
| FGFR1 FW             | 5'- TCAGATGCTCTCCCCTCTC-3'         |
| FGFR1 RV             | 5'- TACGGGCATACGGTTTGGTT-3'        |
| GAPDH FW             | 5'- TACGGGCATACGGTTTGGTT-3'        |
| GAPDH RV             | 5'- GGGTCATTGATGGCAACAATATC-3'     |
| FLT1 FW              | 5'-CGGTCTTACCGGCTCTCTAT-3'         |
| FLT1 RV              | 5'-GCCACGAGTCAAATAGCGAG-3'         |
| NTRK2.Total FW       | 5'- CTGGCCTGGAATTGACGATG-3'        |
| NTRK2.Total RV       | 5'- ACCACAGCATAGACCGAGAG-3'        |
| <b>SPLICING</b>      |                                    |
| NTRK2.KINASE FW      | 5'- GGGTCGTGTTGTGGGAGATT-3'        |
| NTRK2.KINASE RV      | 5'- TGTTCTTCCTCATGTGGGGC-3'        |
| NTRK2.T1 FW          | 5'- GGGGACACCACGAACAGAAG-3'        |
| NTRK2.T1 RV          | 5'- CTACCCATCCAGTGGGATCTT-3'       |
| DEPDC1 FW            | 5'- TCGGAGAGTCTAGTGCCACA -3'       |
| DEPDC1 RV            | 5'- ACTGTAGAGCATCGATGGCA -3'       |
| DOCK4 FW             | 5'- TCCACTATTTGGTCCCTATCCT -3'     |
| DOCK4 RV             | 5'- AACAACTCTCCATTAGACGAG -3'      |

|          |                              |
|----------|------------------------------|
| MEF2C FW | 5'- GCAAGCAAAATCTCCTCCCC -3' |
| MEF2C RV | 5'- AAAGCAGGTCGACATCCTCA -3' |
| MED24 FW | 5'- CCTGGAGAAAACCCTCAGCA -3' |
| MED24 RV | 5'- CTGTTGGTTGATTGGCTCGG -3' |
| BIN1 FW  | 5'- ATTCCATGGGACCTCTGGGA -3' |
| BIN1 RV  | 5'- GCCAGGACACAGCAAAGGT -3'  |
| DCTN1 FW | 5'- AGGCAGAACTAAAGCAGCGT -3' |
| DCTN1 RV | 5'- TGTTCATGCTGGAGCTGG -3'   |

**Table 5: List of Antibodies**

| NAME                 | TECHNIQUE | REFERENCE                | DILUTION |
|----------------------|-----------|--------------------------|----------|
| αPRPF40B             | IF        | Proteintech/16929-1-AP   | 1:100    |
| αPRPF40B             | WB        | Abcam/ab122474           | 1:250    |
| αKI-67               | WB        | BD Pharmingen/550609     | 1:500    |
| αFAK <sup>Y397</sup> | IF        | Abcam/ab81298            | 1:1000   |
| αβ-Tubulin III       | WB        | Sigma-Aldrich/T8660      | 1:2000   |
| αβ-Tubulin III       | IF        | Sigma-Aldrich/T8660      | 1:200    |
| αPI3K                | WB        | Santacruz/sc-365290      | 1:250    |
| αAKT                 | WB        | CellSignaling/#92725S    | 1:500    |
| αp-AKT               | WB        | CellSignaling/#9271      | 1:500    |
| αERK 1/2             | WB        | CellSignaling/#4695      | 1:500    |
| αp-ERK 1/2           | WB        | CellSignaling/#4370      | 1:1000   |
| αDrebrin             | WB        | Santacruz/sc-374269      | 1:100    |
| αSYP                 | WB        | Santacruz/sc-17750       | 1:500    |
| αSynapsin 1a/b       | WB        | Santacruz/sc-376623      | 1:100    |
| αComplexin 1/2       | WB        | Santacruz/sc-365152      | 1:250    |
| αTRKB                | WB        | Proteintech/13129-1-AP   | 1:100    |
| αN-Cadherin          | WB        | Santacruz/sc-393933      | 1:500    |
| αGAPDH               | WB        | Santacruz/sc-365062      | 1:5000   |
| αIgGRabbit-HRP       | WB        | Abcam/ab205718           | 1:5000   |
| αIgGMouse-HRP        | WB        | Dako/P0447               | 1:5000   |
| αIgGMouse-Alexa488   | IF        | Molecular Probes/A-32723 | 1:500    |
| αIgGRabbit-Alexa647  | IF        | Molecular Probes/A-21245 | 1:500    |

How the deposited data were processed for this re-analysis (not part of the article)

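The RNA-seq experiment covers 8 libraries of polyadenylated RNA from SH-SY5Y cells, 3 of the G2 line, 3 of the SCR line and 2 of the WT line. Each library was assigned to its line by its label, and no column of the table was left unassigned. The authors mapped the paired reads to hg38 with STAR, counted them with featureCounts on the FAST DB annotation and normalized the counts with DESeq2. The values they deposited are this signal, a normalized count per gene and library, that is the gene's count divided by a size factor for the library. The values are not scaled to gene length and not on a log scale, replicates are not pooled, and genes at 0 in every library are listed too. The paper's text does not name the strand setting of the counting or its treatment of reads that match several genes.

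Each library's values were checked to be whole multiples of 1 step, between 0.756 and 1.24. Dividing by the step gave whole counts for 100.00% of the values, and the size factors derived from the steps differed by at most 0.005% from medians of ratios of these counts. The step of WT replicate 2 is so near 1 that the recovery could not be checked for it, so count models were used only for G2/SCR, while the floors in WT and the test of library size rest on its recovered counts as they are. Recovered totals ran from 59804395 to 81080747 per library, and these divided by 3 were taken as the depth in fragments. The intervals and floors cover counting error only. Small counts were mostly multiples of 3, so a gene was taken as at the floor in a group when no library of it exceeded 9 recovered counts, about 3 fragments. Fold changes against such a group are given as lower bounds, computed against that floor.

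The design written for this experiment assumed counts and edgeR, with limma on log2(value + 1) if the table held normalized values instead. Since it does, limma 3.58.1 in R 4.3.3 was used for all main results (lmFit, and eBayes with a trend on the mean), with a pseudocount of 1 and the 18947 genes with a mean of at least 10 over the 8 libraries. A single fit with a mean per line gave G2/SCR, G2/WT and SCR/WT. Genes were called at a fold change of at least 1.5 and an unadjusted p of at most 0.05, and counts at a Benjamini-Hochberg adjusted p of at most 0.05 are given beside these. A gene specific to G2 is called in both G2 comparisons in the same direction and not in SCR/WT. PRPF40B was also tested with an exact permutation test of the 3 G2 libraries against the 5 control libraries. To test library size, the recovered fragments of the G2 and SCR libraries, and then of all 8 libraries, were thinned at random to the total of the smallest library, in 5 draws each, scaled by medians of ratios and fitted with limma. DESeq2 1.42.0 and edgeR 4.0.16 were run on the recovered counts of G2/SCR as alternatives.

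Gene lists were written by hand for synaptic vesicle release, extracellular matrix, cell migration, cytosolic ribosomal proteins, translation factors, the S and G2/M phases of the cell cycle, adrenergic and mesenchymal transcription factors of neuroblastoma, and the MAPK and PI3K pathways. They were tested with limma's camera at a preset correlation of 0.01, adjusted over lists and comparisons, with fry and camera with an estimated correlation as alternatives. The overlap with the spliced genes of Supplementary Table 2 was tested with Fisher's exact test among genes with a mean of at least 100. Supplementary Table 1 was at hand only as a copy with 1996 of its 2243 genes, so no overlap with it was tested. The genes named are those of Fig. 3D and others that the paper names, the 5 largest rises and 5 largest falls in G2/SCR among genes specific to G2 with a mean of at least 100 and all G2 libraries outside the controls, and the 3 genes of each list with the smallest p in G2/SCR. A few of these genes were left out of the text. DLGAP3, MCC and MAMLD1 were named after their values were seen.

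The tests were tried on simulated data drawn from the gene means, the spread between replicates and the size factors of the libraries. With 200 genes changed in G2, a mean of 87.3% of them over 5 draws were called specific to G2, and 99.6% of those with a mean of at least 100. A median of 47 unchanged genes were called. The camera test found the shifted list in 5 of 5 draws and called 2 of 100 unshifted lists.

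Genes with a mean of at least 100 were ordered along the chromosomes, and medians of log2 fold changes were taken over windows of 80 genes at steps of 20. A window was kept when its smaller median over G2/SCR and G2/WT exceeded the largest value in 1000 shuffles of the gene order, and the largest window in SCR/WT. In simulated data this found 4 of the 4 windows inside a run of 150 genes shifted by 0.5, and 0 windows outside. Shorter windows of 40 genes were also run.

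The reference was hg38 with GENCODE 44. Every gene of the table lies within its chromosome lengths, and of the 24313 genes whose symbol names 1 GENCODE gene, 24299 (99.9%) overlap it. Guides were searched in the whole genome with up to 3 mismatches beside an NGG PAM, and the 40 primers of Supplementary Table 4 in 252835 transcripts. These steps and the figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

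Alternatives covered the filter on weak genes, the scaling, the pseudocount, the thresholds, the samples in the fit, a block on the replicate number, each library left out in turn, and the count models. Splicing, protein, imaging and RT-qPCR data were not analysed here, and the study's filter against intergenic regions was not repeated.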

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

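The tests of GC content and length, of the share of genes shifted, of single libraries and of extra copies in this part were chosen only after the shifts along the chromosomes had been seen.

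The paper does not analyse the RNA-seq by position along the chromosomes. When 13050 genes were ordered along them, 15 of 596 windows of 80 genes were higher in G2 against both SCR and WT than any window in 1000 shuffles of the gene order, whose largest value was 0.28. They also exceeded the largest window of SCR/WT, 0.22. They form 2 segments. On chromosome 8, the 260 genes from 37.7 to 143.0 Mb had a median log2 fold change of 0.55 in G2/SCR and 0.44 in G2/WT, and of -0.06 in SCR/WT. On chromosome 7, the 147 genes from 128.8 to 158.9 Mb had medians of 0.31 and 0.36, and of 0.05 in SCR/WT. With windows of 40 genes, 17 windows on chromosome 8 and 2 on chromosome 7 stood out, and none elsewhere.

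Several technical explanations are argued against. After removal of the trend of fold change with GC content and transcript length, known for 95.4% of the chromosome 8 genes and 87.1% of the chromosome 7 genes, the smaller of the medians in G2/SCR and G2/WT was 0.43 for chromosome 8 and 0.32 for chromosome 7. Random sets of as many genes lay between -0.10 and 0.12 and between -0.14 and 0.17. A few strongly changed genes do not account for it, since at least 79.2% of the chromosome 8 genes and 74.1% of the chromosome 7 genes were higher in G2 in each comparison, against 49.6% and 48.2% of the remaining genes. No single library decides it. The lowest median of a G2 library against the controls was 0.50 for chromosome 8 and 0.34 for chromosome 7, and the highest of a control library was 0.06 and 0.05.

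A candidate explanation is that G2 cells carry an extra copy of these segments, gained by the clone during editing, selection or later growth. A change from 2 copies to 3 would give 0.58 on the log2 scale if expression followed copy number. The genes that were not specific to G2 were shifted too, by 0.36 and 0.28 on chromosome 8 and 0.29 and 0.30 on chromosome 7. The change in G2 itself decides which genes these are, so their shift is no separate evidence for an extra copy. When the genes were divided by expression into 3 groups, the smallest median of a group was 0.30 for chromosome 8. For chromosome 7 it was 0.16, in the weakest group in G2/SCR, which lies within the range of random sets (up to 0.17). These tests ran on segments found from the same shifts, and no DNA was measured here, so an extra copy cannot be told apart from a regional change in transcription in G2 cells, including one that follows from lower PRPF40B. With a single G2 line, neither was tested.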

How the results depend on the processing

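The filters, thresholds, pseudocounts, blocks, list tests and libraries left out in this part were set before the data were examined, and only means of at least 30 and 300, TMM scaling, scaling to the same total and edgeR were chosen after the result was seen.

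The filter and the threshold moved the counts most, and no count changed which direction was the larger among genes specific to G2. In the main analysis 5088 genes were DE in G2/SCR, 5657 in G2/WT and 3097 in SCR/WT, and 2607 were specific to G2, 1541 higher and 1066 lower. With a mean of at least 100 the counts were 3088, 3633 and 1723, with 1707 specific to G2 and 635 of these lower. With a mean of at least 300 they were 2309, 2805 and 1153, with 1362 specific to G2, of which 879 were higher, and the genes specific to G2 and lower in G2 were 483. Both follow from fewer genes tested. With a fold change of at least 2 they were 2951, 3176 and 1491, with 1610 specific to G2 and 581 of these lower, which follows from the stricter threshold. With a mean of at least 30, 2244 genes were specific to G2, and with no filter 2956. Excluding genes by the p in SCR/WT alone left 1955.

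Among the remaining choices, the adjusted p gave 2530 genes specific to G2, a pairwise fit 2630, and pseudocounts of 0.1 and 10 gave 2537 and 2624. In G2/SCR, DESeq2 on the recovered counts gave 4973 DE genes and edgeR 5093, of which 4860 and 4937 were also DE in the main analysis. With the counts divided by 3, edgeR gave 5185, of which 4985 were. DESeq2 was not run for the comparisons with WT, as the recovered counts of WT replicate 2 could not be checked. The odds ratio of the overlap with spliced genes ran from 1.69 to 2.16.

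Scaling all libraries to the same total shifts all genes of a comparison together, and the median of all genes was then -0.10 in G2/SCR and 0.19 in G2/WT. With it the higher share in G2/SCR went from 56.2% to 47.5%, in G2/WT from 59.3% to 75.7% and in SCR/WT from 65.6% to 90.6%. Of the genes specific to G2, 61.6% of 2324 were higher, against 59.1% of 2607. These changes follow from the shift. The higher share in SCR/WT was 48.9% with a mean of at least 300 and 75.7% with a fold change of at least 2, and the cause of that was not tested.

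A block on the replicate number gave 5059, 5644 and 3057 DE genes and 2594 specific to G2, 2458 of them shared with the main analysis. A block on the library number gave 5089, 5626 and 2844, and 2647 specific to G2, 2260 of them shared. The deviations of libraries with the same number from their line means correlated at -0.17 to 0.15, so neither number pairs the libraries across lines.

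With each library left out in turn, DE genes ran from 4790 to 5191 in G2/SCR, from 5537 to 5633 in G2/WT and from 2926 to 3097 in SCR/WT. Genes specific to G2 ran from 2521 to 2620. Leaving out a WT library leaves a single one, so those fits give no counts for comparisons with WT.

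Of 18 list results, 14 had an adjusted p of at most 0.05 in the main analysis, 18 with fry, 16 with no filter and 6 with camera's estimated correlation. The medians were the same under the list tests, and the p changed. With the estimated correlation the synaptic list stood at -0.65 (adjusted p = 5.0e-02) in G2/SCR and -0.41 (1.0e-01) in G2/WT, and ribosomal proteins at -0.49 (2.7e-01) and -0.80 (2.1e-01). Translation factors stood at -0.08 (2.7e-01) and -0.36 (9.4e-02), and the cell cycle list at 0.22 (1.7e-01) and -0.45 (5.0e-02). These are camera tests of limma with Benjamini-Hochberg adjustment. The matrix, migration and mesenchymal lists kept an adjusted p of 0.05 or less in every setting. The cause was not tested.

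The lists of adrenergic factors and of MAPK and PI3K components gained a smaller adjusted p in some settings. With limma's fry, the adrenergic list stood at -0.50 (adjusted p = 1.2e-03) and -0.23 (1.3e-03), and the MAPK and PI3K list at 0.13 (1.3e-02) and 0.13 (3.7e-02). With no filter the adrenergic list had -0.50 (3.1e-02) and -0.23 (3.9e-02), and with the same total -0.05 (3.6e-02) in G2/WT, where the median of all genes rose to 0.19. With a library left out it ran from -0.55 to -0.47 in G2/SCR and from -0.28 to -0.20 in G2/WT, with adjusted p of 3.4e-02 and 4.9e-02 without G2 replicate 3. The cause was not tested.

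Among single genes, the direction reversed only where the change was small or the counts few. DCTN1 in G2/WT went from -0.15 to 0.03 with the same total, which follows from the shift of all genes by that scaling. U2AF2 in G2/SCR went from -0.00 to 0.00 with size factors of the tested genes. With a library left out U2AF2 ran from -0.01 to 0.02 and SF1 in G2/SCR from -0.05 to 0.00. In G2/WT, DOCK4 ran from -0.15 to 0.33, MCM4 from -0.03 to 0.05 and CCNE2 from -0.10 to 0.10. RBFOX1 in G2/SCR ran from -0.37 to 1.45 around 0.31. The cause of the other reversals was not tested. Some changes near the threshold fell under it without reversing, such as SHC1 in G2/SCR (lowest 0.50) and EEF2 in G2/WT (smallest fall -0.42).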

Differences from the paper's values

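The choices called alternatives in this part were set before the data were examined, except where stated. A gap is called closed when the value came within 1.5 times of the paper's, so the value can still lie well away from it.

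Genes called in all 3 comparisons numbered 811, against about 480 in Fig. 3C of the paper, read by eye. The gap closed to within 1.5 times with a mean of at least 100 normalized counts (506) and a block on the library number (710). So it did with the adjusted p (659) and a fold change of at least 2 (362). It did not close with no filter (801), size factors of the tested genes (812), a pairwise fit (755), a block on the replicate number (789), pseudocounts of 0.1 (779) or 10 (734), or any library left out (734 to 767). Of the filters chosen after seeing the data, means of at least 30 (738) and 300 (297) did not close it, nor did scaling to the same total (1007) or TMM scaling (810).

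Genes called in G2/WT and SCR/WT alone numbered 975, against about 630 in Fig. 3C of the paper, read by eye. This gap closed to within 1.5 times with a mean of at least 100 (513), a pairwise fit (895) and a block on the library number (944). So it did with a pseudocount of 10 (926), the adjusted p (833) and a fold change of at least 2 (484). It did not close with no filter (1164), size factors of the tested genes (975), a block on the replicate number (978), a pseudocount of 0.1 (1009), or any library left out (946 to 980). Of the settings chosen after seeing the data, a mean of at least 30 closed it (784), and a mean of at least 300 (360), TMM scaling (989) and scaling to the same total (1457) did not.

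The paper's number of genes specifically affected by PRPF40B silencing is 2243, with 1504 up and 739 down, against 2607, 1541 and 1066 here, a difference of less than 1.5 times. A mean of at least 30 normalized counts, chosen after seeing the values, gave 2244 genes, 1332 of them higher, and the genes specific to G2 and lower in G2 numbered 912. Of the alternatives, no filter (1138) and leaving out G2 replicate 3 (1127) took the lower genes past 1.5 times the paper's 739. The paper counts ITGA5 among the genes specifically affected by PRPF40B silencing. Here ITGA5 was also DE in SCR/WT, with a log2 fold change of 2.38 (adjusted p = 1.5e-03 from limma with Benjamini-Hochberg adjustment), and was specific to G2 in 0 of the 21 other settings run, those chosen after seeing the data included.

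The folds of 8 of the 10 genes in Fig. 3D differ between the paper's RT-qPCR and the RNA-seq of G2 against WT here, which are different assays. For TBX3 the paper's value is about 0.1 in Fig. 3D, read by eye, against 0.166 here. For IGFBP3 it is about 15 in Fig. 3D against 8.09, and for COL1A1 about 19 in Fig. 3D against 7.27. For FLT1 the paper's value is about 1300 in Fig. 3D against 413. For GAP43 it is about 2.2 in Fig. 3D against 6.81, for SPARC about 1.5 in Fig. 3D against 8.67, for RELN about 5.5 in Fig. 3D against 22.7, and for ITGA5 about 4.8 in Fig. 3D against 60.5. None of the alternatives closed any of these gaps. Leaving out WT replicate 2 moved FLT1 to 253, and leaving out WT replicate 1 moved ITGA5 to 31.1. With the other WT replicate left out, the remaining WT library is at the floor for these genes and no fold is given. The direction was the same in both assays for these genes. Of 34 folds of 17 named genes in the copy of Supplementary Table 1, 0 were counted as differing from those here. A fold was counted if it differed by more than 1.5 times and by more than the SD of the G2 libraries. A lower bound was counted only if it exceeded the paper's value by more than 1.5 times, so bounds hardly test the agreement. For TBX18, at the floor in both controls, the values here are lower bounds of 44.6 and 36.2, and the paper's reported 67.8 and 93.86 lie above them.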

Other observations

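In this part, the tests of library size by thinning, of the segments as the whole cause, of guide sites, of differences between clonal lines and of transcripts without a poly(A) tail were chosen only after the result was seen.

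A gain or loss of chromosome segments was asked for by whole chromosomes as a source of the many genes that differ between G2 and the controls. The 464 genes of chromosome 8 had a median log2 fold change of 0.28 in G2/SCR and 0.27 in G2/WT, outside the ranges of 10000 random gene sets (-0.09 to 0.09 and -0.13 to 0.11). The smaller value, 0.27, is consistent with a gain on this chromosome. Chromosome 19 was lower, at -0.13 and -0.15, against random ranges that reached down to -0.06 and -0.09. Chromosome 16, at -0.07 and -0.14, lay closer to its ranges, which reached down to -0.06 and -0.11. After removal of the trend with GC content and length the medians of chromosome 19 were -0.10 and -0.07. The segments of chromosomes 7 and 8 explain little of the whole. They hold 3.1% of the ordered genes and 6.7% of those specific to G2, which argues against extra copies there as the whole cause.

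The number of DE genes was compared with other splits of the 3 G2 and 3 SCR libraries. Of the 10 splits, 1, the real one, gave as many genes as the 5088 observed, and the others gave between 106 and 139. With 10 splits the share cannot fall under 0.1, so the splits cannot decide by themselves. In simulated data with no change in any line, a median of 262 genes were DE in G2/SCR, so a grouping without any difference would not be expected to give 5088. A difference in library size as the cause is argued against. After the fragments of the 6 libraries were thinned to the same total, at least 95.8% of the 5088 genes were DE in the same direction in each of 5 draws. With all 8 libraries thinned, at least 95.2% of the 5657 genes in G2/WT were, with the recovered counts of WT replicate 2 taken as they are. The 1707 genes specific to G2 with a mean of at least 100 do not test it by themselves, as this filter leaves library sizes as they are.

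Whether G2 differs from the controls through its edit or through its history as a clone may matter for the genes specific to G2. SCR and WT, of which neither carries the edit, differed by 3097 genes, against 5088 in G2/SCR and 5657 in G2/WT. With 1 line of each kind, the effect of PRPF40B loss and differences between lines that would arise without it cannot be told apart from gene expression alone. The paper also compares G1 cells, and G2 cells with PRPF40B restored, by RT-qPCR of selected genes, which were not analysed here.

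Off-target cutting by the G2 guide was considered. Of the 11 tested genes that hold a site with 3 mismatches, 3 were specific to G2, where 1.5 would be reached by chance (Fisher's exact test, two-sided p = 0.18). As 3 genes hold such a site out of 2607 specific to G2, cutting within the changed genes is argued against as the cause of most changes. A change of the genes near PRPF40B was tested as well. The 52 genes within 1 Mb had a median absolute log2 fold change of 0.43 in G2/SCR, at percentile 82.9 of 10000 random sets matched on expression. In G2/WT it was 0.42, at percentile 44.0. The medians of the random sets were 0.36 and 0.43, so the neighbours did not stand apart from them. The size of effect that this test could detect was not measured, so it cannot decide whether the edit affects its neighbours.

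A slower cell cycle in G2 was tested with 60 genes of the S and G2/M phases. Their median log2 fold change was 0.22 in G2/SCR (adjusted p = 5.5e-05, 49 of 60 genes higher, limma's camera test with Benjamini-Hochberg adjustment) and -0.45 in G2/WT (adjusted p = 1.4e-11). In SCR/WT it was -0.66. With camera's estimated correlation the adjusted p was 1.7e-01 in G2/SCR and 5.0e-02 in G2/WT. The list did not fall against SCR, which argues against slower cycling as a source of differences from both controls. The paper's proliferation assays of G2 compare it with WT, and there 53 of the 60 genes were lower. Among the 60 genes, the 3 with the smallest p in G2/SCR were ANLN (1.02), MCM4 (0.77) and CCNE2 (1.08), and MCM4 and CCNE2 lie in the chromosome 8 segment. MKI67, the gene of Ki-67, stood at 0.29 in G2/SCR and -0.28 in G2/WT.

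A shift from an adrenergic to a mesenchymal state of neuroblastoma cells was tested with hand-written lists of transcription factors. Of 26 mesenchymal factors, 22 were tested and had a median log2 fold change of 1.26 in G2/SCR (adjusted p = 2.6e-06, 19 higher) and 2.06 in G2/WT (adjusted p = 1.2e-07, 20 higher, limma's camera test with Benjamini-Hochberg adjustment). With genes at the floor set to their bound, the medians were 1.26 and 1.32. Of 22 adrenergic factors, 21 were tested, with medians of -0.50 (adjusted p = 5.4e-02) and -0.23 (adjusted p = 7.3e-02), and 14 of 21 lower in each comparison. Over the alternatives the adjusted p of the adrenergic list ran from 1.2e-03 to 4.2e-01 in G2/SCR and from 1.3e-03 to 4.2e-01 in G2/WT. The rise of the mesenchymal list is consistent with such a shift, and the adrenergic list at 7.3e-02 leaves it open. Members went both ways, with ISL1 at -1.39 and -1.62, TFAP2B at -1.12 and -0.65, and HEY1, which lies in the chromosome 8 segment, at 1.86 and 3.18. Among mesenchymal factors SOX9 stood at 3.46 and 5.06, FOSL2 at 2.42 and 2.63, and AEBP1 at 1.48 and 1.13.

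Ribosomal RNA held 4.96% and 4.75% of the WT libraries against 0.59% or less of the others. Less complete selection of polyadenylated RNA in WT could explain it. The 50 tested transcripts of 2 lists without a poly(A) tail had a median of -0.16 in SCR/WT, within the range of random sets, whose lowest was -0.26. The lists went apart. The 12 small noncoding RNAs were all higher in WT than in SCR, with a median of -1.23, below the lowest random set of their size (-0.53). Against G2, 8 of the 12 were higher in WT, with a median of -1.09 in G2/WT. The 38 histone genes had medians of 0.29 in SCR/WT and 0.02 in G2/WT. The small noncoding RNAs thus go with less complete selection in WT, and the histone genes do not. The reason for the larger share in WT cannot be told apart from these values. The WT libraries were made into a separate group by their line, so the preparation and the line are confounded in each comparison with WT.

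Of the 6 genes of Fig. 4E, chosen in the paper for their splicing, 2 were DE in total expression in G2/SCR, MEF2C and DEPDC1, and 1 in G2/WT, MEF2C. MEF2C was the only one specific to G2, with log2 fold changes of 0.65 in G2/SCR and 0.62 in G2/WT. Without G2 replicate 3 its value in G2/WT was 0.58, under the threshold. The lowest values over all settings in G2/SCR were under the threshold too, at 0.56 for MEF2C and 0.54 for DEPDC1. In G2/SCR DEPDC1 stood at 0.64 (adjusted p = 2.7e-04, limma with Benjamini-Hochberg adjustment, each G2 library above the controls) and in G2/WT at 0.50. The others in G2/SCR were DOCK4 at -0.39, BIN1 at -0.39, MED24 at -0.19 and DCTN1 at -0.12. Among other splicing factors, SF1 stood at -0.02 and -0.58, and U2AF2 at -0.00 and -0.36 in G2/SCR and G2/WT. SF1 and U2AF2 were also lower in SCR than in WT, at -0.56 and -0.36. CDH2, the gene of N-cadherin, was higher in G2, at 1.89 and 2.14 in G2/SCR and G2/WT. The paper names N-cadherin among the synaptic proteins that were lower after silencing of PRPF40B. The mRNA here goes the other way from that protein, which the paper measured also during differentiation. GAPDH, the internal control of the RT-qPCR, stood at -0.08 and -0.38.

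Of the 40 primers in Supplementary Table 4, 34 matched a GENCODE 44 transcript of their target in the stated direction without a mismatch. The other 6 did not, namely the forward primers of TBX18, COL1A1, FGFR1 and GAPDH and the reverse primers of DOCK4 and DCTN1. The sequence given for the GAPDH forward primer, TACGGGCATACGGTTTGGTT, is that of the FGFR1 reverse primer, which matched 14 FGFR1 transcripts.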
